# JunB promotes Th17 cell identity and restrains alternative CD4^+^ T-cell programs during inflammation

**DOI:** 10.1038/s41467-017-00380-3

**Published:** 2017-08-21

**Authors:** Tiffany M. Carr, Joshua D. Wheaton, Geoffrey M. Houtz, Maria Ciofani

## Abstract

T helper 17 (Th17) cell plasticity contributes to both immunity and autoimmunity; however, the factors that control lineage flexibility are mostly unknown. Here we show the activator protein-1 (AP-1) factor JunB is an essential regulator of Th17 cell identity. JunB activates expression of Th17 lineage-specifying genes and coordinately represses genes controlling Th1 and regulatory T-cell fate. JunB supports Th17 cell identity by regulating key AP-1 complex constituents. In particular, JunB limits the expression of the subset repressor IRF8, and impedes access of JunD to regulatory regions of alternative effector loci. Although dispensable for homeostatic Th17 cell development, JunB is required for induction and maintenance of Th17 effector responses in the inflammatory contexts of both acute infection and chronic autoimmunity in mice. Through regulatory network analysis, we show that JunB is a core regulator of global transcriptional programs that promote Th17 cell identity and restrict alternative CD4^+^ T-cell potential.

## Abstract (web summary)

AP-1 family transcription factors regulate CD4^+^ T helper cell differentiation. Here the authors show that the AP-1 member JunB is a nonredundant regulator of transcriptional programs that support Th17 cell identity and restrain alternative Th1 and Treg cell fates in inflammatory contexts of acute fungal infection and chronic autoimmunity.

## Introduction

Functional plasticity in immune cells enhances the adaptability of responses targeting pathogens, but can also be detrimental to the host. Upon antigenic stimulation, CD4^+^ T cells adopt one of two opposing fates: a helper T (Th) cell specialized in supporting the clearance of infections, or a regulatory T (Treg) cell that functions to attenuate immune responses. Cytokines and other microenvironmental ligands present during T-cell activation direct diverse effector Th and Treg cell differentiation programs via the induction of function-specifying transcription factors (TF). The resulting subsets include Treg cells defined by Foxp3 expression, Th1 cells defined by T-bet (*Tbx21*) and IFNγ production, Th2 cells defined by GATA3 and IL-4 secretion, and Th17 cells defined by RORγt and IL-17 production. The identification of CD4^+^ T cells that co-express TFs and cytokines associated with alternative subsets highlights the vast flexibility inherent to CD4^+^ T-cell diversification^1^.

Among this diversity, Th17 cells stand out as particularly flexible in acquiring features of multiple other CD4^+^ T-cell subclasses under altered cytokine conditions^2, 3^. At steady state, Th17 cells secreting IL-17 and IL-22 occupy mucosal barriers such as the intestinal lamina propria, where they regulate tissue homeostasis by promoting epithelial barrier function^4^. During infection, Th17 cells provide critical support for immunity against extracellular bacteria and fungi, and can readily adopt Th1-like characteristics (e.g., T-bet and IFNγ expression) in such inflammatory settings^5, 6^. Although advantageous during infection, Th17 cell effector flexibility is also associated with deleterious Th17 cell function in autoimmunity. Indeed, pathogenic IFNγ^+^ IL-17A^+^ cells have been identified in numerous disease settings, including multiple sclerosis (MS) and inflammatory bowel disease (IBD)^7, 8^, and exacerbate inflammatory disease in mouse models of these autoimmune conditions^9–11^. Moreover, genetic fate mapping tools in mice have provided convincing evidence for the context-dependent in vivo conversion of Th17 cells into T follicular helper cells in intestinal Peyer’s patches^12^, IFNγ^+^ Th1-like cells in an autoimmune model of MS^11^, and T regulatory type 1 cells (Tr1) during resolution of inflammation^13^. In light of the pervasive role of plasticity in CD4^+^ T-cell function and dysfunction, an understanding of the underlying mechanisms is of critical importance.

Th17 cell identity is governed by a network of transcriptional regulators that provide dynamic programming downstream of environmental inputs^14, 15^. While the central regulator RORγt is essential for the expression of a limited set of key subset effectors^14, 16^, additional TFs are required to specify the full Th17 cell program. In particular, a core of obligatory initiator TFs including STAT3^17^, IRF4^18^, and BATF^19^ integrate cytokine (IL-6/IL-21/IL-23) and T-cell receptor (TCR) signals to coordinately activate Th17 cell differentiation^14^. Beyond this, less is appreciated about the molecular mechanisms that sustain subset identity and that facilitate functional plasticity. Early studies suggested the flexibility of Th17 cells is facilitated by a permissive, bivalent histone epigenetic status at polarizing TF loci—such as *Tbx21* and *Gata3—*that may allow for subset reversibility and reprogramming^20^. Although epigenetic modulators that control effector status in Th17 cells have been identified^15, 21^, the TF regulators that globally program the capacity of CD4^+^ T cells to dynamically control their functional identity in response to changing contexts are mostly undefined.

TFs of the activation protein-1 (AP-1) family are compelling candidates for mediating CD4^+^ T-cell identity switches. AP-1 factors are basic leucine-zipper TFs comprised of homodimers or heterodimers of Jun with Fos, or ATF protein classes. These TFs are dynamically regulated by extracellular signals and can either activate or repress transcription. AP-1 consensus motifs predominate in global analyses of Th17 cell *cis* regulatory regions^14, 22^, which coincides with important functional roles for AP-1 TFs in Th17 cell differentiation. In particular, BATF and its cooperative binding partner IRF4^14, 23, 24^, are essential pioneer factors that establish chromatin accessibility at Th17 regulatory regions downstream of TCR signals. This activity pre-patterns the enhancer landscape for further subset-selective gene regulation^14^. Accordingly, BATF collaborates in high-order regulatory complexes with other Th17 specifying TFs, including STAT3, linking TCR and cytokine signals to epigenetic changes^14, 22^. The identification of Fosl2 as a broad repressor of Th effector genes in Th17 cells adds another layer of complexity in the Th17 AP-1 network^14^. Fosl2 restricts Th1 and Treg cell potential, yet also antagonizes important Th17 program genes (e.g. *Il17a/f*, *Ccl20*, *Ccr6*)^14^, suggesting balancing contributions by other AP-1 factors in the regulation of Th17 cell plasticity. In this regard, JunB is a dominant AP-1 dimerization partner for both BATF and Fosl2 in Th17 cells^19, 24^, with an established role in CD4^+^ T-cell differentiation. In Th2 cells, JunB is critical for *Il4* transcription, while also restricting inappropriate *Ifng* expression^25^, intimating a function for JunB in physiological Th17 cell effector conversions. Indeed, JunB may be poised to sense shifts in environmental context as its protein levels are subject to dynamic control via posttranslational modification in CD4^+^ T cells^26, 27^. The contribution of JunB to Th17 cell differentiation and its regulation of effector identity within the growing Th17 cell TF network has not been evaluated.

Here, we identify JunB as a critical regulator of Th17 cell identity. Deletion of *Junb* in Th17 cell differentiation results in a marked reduction in IL-17A-producing cells and an aberrant emergence of Th1-like and iTreg-like cells. Although dispensable for homeostatic Th17 cells, JunB is essential for induction of these cells in inflammatory settings. Specifically, in the absence of JunB, in vivo inflammation induced by infection with *Candida albicans* or a model antigen in the context of experimental autoimmune encephalomyelitis (EAE) results in impaired Th17 cell responses with an upregulation of a Th1 cell phenotype. Global analysis of JunB-dependent gene expression and genomic occupancy reveals that JunB controls Th17 cell stability through direct activation of important Th17 effector genes in concert with direct repression of subset-defining regulators of the Th1 and Treg cell lineages (e.g. *Tbx21*, *Foxp3*, and *Ifng*). Beyond these select genes, JunB functions as a core regulatory node in global programs that promote Th17 cell differentiation while constraining alternative effector and regulatory CD4^+^ T-cell potentials.

## Results

### JunB regulates Th17 cell identity

To determine the expression profile of JunB in CD4^+^ T-cell subsets, we evaluated in vitro differentiated CD4^+^ T cells at 24, 48, and 72 h for levels of JunB. At each time point, the relative mean fluorescence intensity of JunB was on average 3-fold higher when naive CD4^+^ T cells were cultured under Th17 cell polarizing conditions (IL-6 and TGF-β), as compared to induced Treg (iTreg,TGFβ and IL-2), Th1 (IL-12), or Th2 (IL-4) cell polarizing conditions, or to non-polarizing Th0 conditions (TCR stimulation alone) (Fig. 1a). After 5 days, JunB remained most highly expressed in Th17 cells (Supplementary Fig. 1a). However, *Junb* transcript levels were not as differential, consistent with posttranslational mechanisms that regulate JunB protein turnover in CD4^+^ T cells^26, 27^ (Supplementary Fig. 1b). The selective early induction and sustained elevated levels of JunB in Th17 cells suggested that JunB plays an important role during Th17 cell differentiation.

**Fig. 1:**
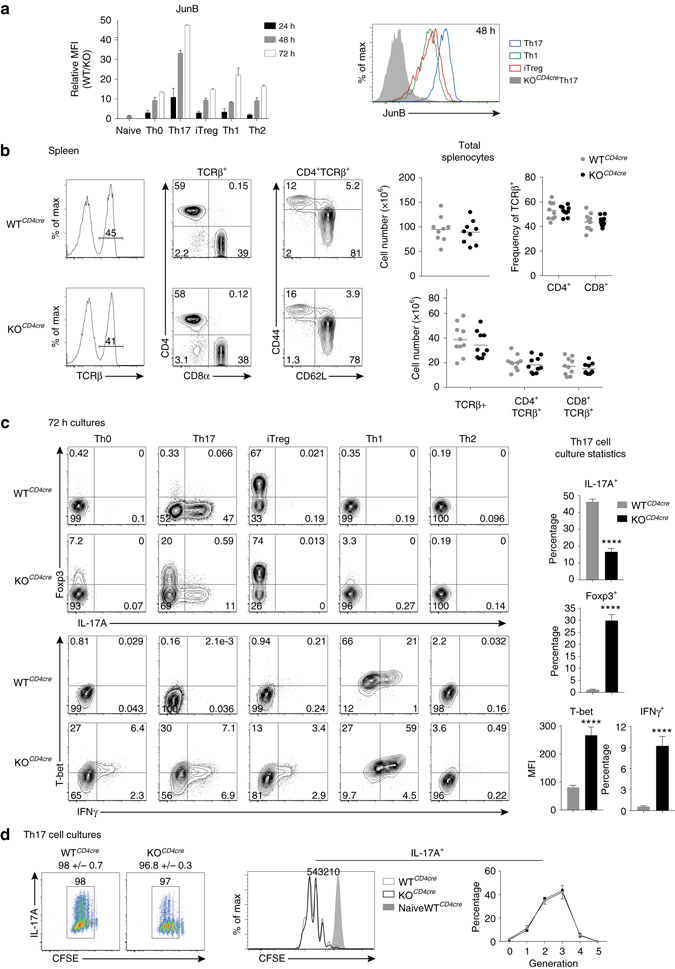
JunB promotes Th17 cell identity and represses Th1 and iTreg cell programs. **a** Flow cytometry of JunB expression in sort-purified *Junb* ^*+/+*^CD4cre (WT^*CD4cre*^) naive CD4^+^ T cells (CD4^+^CD25^−^CD44^lo^CD62L^+^) or WT^*CD4cre*^ naive CD4^+^ T cells cultured under Th0, Th17, iTreg, Th1, or Th2 conditions, for the indicated times. *Junb* ^*fl/fl*^CD4cre (KO^*CD4cre*^) naive CD4^+^ T cells were cultured and analyzed in concert as a negative control for staining. *Error bars* represent SEM of two independent experiments. Histograms depict levels of JunB in Th17 (*blue*), iTreg (*red*), and Th1 (*green*) cells, 48 h post polarization. **b** Flow cytometry of splenocytes from WT^*CD4cre*^ and KO^*CD4cre*^ mice, stained for TCRβ, CD4, and CD8α. Total splenocyte counts, frequencies of CD4^+^TCRβ^+^ and CD8^+^TCRβ^+^ splenocytes, and total numbers of TCRβ^+^ cells are shown. **c** Flow cytometry of WT^*CD4cre*^ and KO^*CD4cre*^ sort-purified naive CD4^+^ T cells cultured under Th0, Th17, iTreg, Th1, or Th2 conditions for 72 h followed by restimulation. Data are representative of ten independent experiments which are compiled into bar graphs. *Error bars* depict SEM. **d** Flow cytometric analysis of CFSE dilution in restimulated 72 h Th17 cell cultures relative to IL-17A expression (*left*), and specifically in IL-17A-expressing cells (*right*). The frequency of cells in each generation is indicated in the line graph. *Error bars* represent SEM of two independent experiments with at least five mice per group. ****p<0.0001 (unpaired two-tailed Student’s *t*-test)

To test this hypothesis, we bred mice with a conditional *Junb* allele^28^ to the CD4-Cre pan T-cell deleter strain^29^. First, we compared αβ T-cell subsets in naive *Junb* ^*+/+*^CD4-Cre (WT^*CD4cre*^) and *Junb* ^*fl/fl*^CD4-Cre (KO^*CD4cre*^) mice. Total thymocyte numbers and selection, based on TCRβ and CD69 expression, were unaffected in KO^*CD4cre*^ mice, and mature CD4^+^TCRβ^+^ and CD8α^+^TCRβ^+^ thymocytes developed in the expected frequencies (Supplementary Fig. 1c). In the spleen and mesenteric lymph nodes (LN), total cellularity, as well as the frequencies and numbers of CD4^+^TCRβ^+^ and CD8α^+^TCRβ^+^ cells were similar (Fig. 1b and Supplementary Fig. 1d). Importantly, the frequency of naive CD4^+^TCRβ^+^CD44^lo^CD62L^+^ cells was also unaltered in the periphery of KO^*CD4cre*^ mice (Fig. 1b and Supplementary Fig. 1d), permitting further study of effector diversification.

Th17 cells can be differentiated in vitro to mimic distinct functional classes. Exposure to IL-23 elicits pathogenic potential, such that Th17 cells polarized with IL-6, IL-1β, and IL-23 effectively induce disease compared to non-pathogenic Th17 cells polarized with IL-6 and TGFβ^30, 31^. Differentiation of naive CD4^+^ T cells purified from WT^*CD4cre*^ and KO^*CD4cre*^ mice with IL-6 and TGFβ revealed a striking dysregulation in cytokine and TF expression for mutant cells. JunB*-*deficient cultures displayed a 2-fold to 4-fold decrease in the proportion of IL-17A-expressing cells vs. WT^*CD4cre*^ cultures, as well as robust populations of aberrant Foxp3^+^ iTreg-like and T-bet^+^IFNγ^+^ Th1-like cells (Fig. 1c). IFNγ and IL-17A expression remained nearly mutally exclusive (Supplementary Fig. 1f). Importantly, the reduction in IL-17A^+^ cells is not due to a defect in culture proliferation, or a selective impairment of IL-17A^+^ cell proliferation or survival in the absence of JunB (Fig. 1d and Supplementary Fig. 1e). A similar dysregulation occurred using ‘pathogenic’ Th17 cell-promoting conditions (Supplementary Fig. 1g), although, KO^*CD4cre*^ cultures generated fewer Foxp3^+^ cells, suggesting that efficient release of iTreg-like potential requires TGFβ-mediated signals. Accordingly, we also observed less atypical Foxp3 expression in KO^*CD4cre*^ naive CD4^+^ T cells cultured without exogenous TGFβ in Th0 and Th1 conditions relative to ‘non-pathogenic’ KO^*CD4cre*^ Th17 conditions (Fig. 1c). In addition, the upregulated Th1-like T-bet^+^ IFNγ^+^ profile of KO^*CD4cre*^ Th17 cells also occurred in JunB-deficient Th0, iTreg, and Th1 cultures, suggesting a general role for JunB in limiting Th1 cell differentiation (Fig. 1c). Indeed, similar to studies using *Junb*-hypomorphic mice^25^, KO^*CD4cre*^ Th2 cell cultures produced reduced levels of IL-4 and increased IFNγ, compared to WT^*CD4cre*^ by day 5 (Supplementary Fig. 1h). Taken together, JunB has a nonredundant role in promoting Th17 cell identity and restraining alternative Th1 and Treg potential during Th17 cell induction.

### Th17 cells require continuous expression of JunB

To interrogate the role of JunB in the maintenance of Th17 cell effector identity we deleted *Junb* in differentiated Th17 cells and simultaneously employed a fate mapping strategy to track Th17 to Th1 or Treg cell conversion events. Specifically, conditional *Junb* mutant mice were bred with mice expressing *Cre* from the *Il17a* locus (*Il17a* ^*Cre/+*^)^11^, as well as with a reporter strain encoding a floxed-stop *Zsgreen* conditional allele in the ubiquitous *Rosa26* locus^32^. Consequently, ZsGreen expression permanently marked cells with both a history of *Il17a* expression and *Junb* gene deletion in *Junb* ^*fl/fl*^ cells (Fig. 2a).

**Fig. 2:**
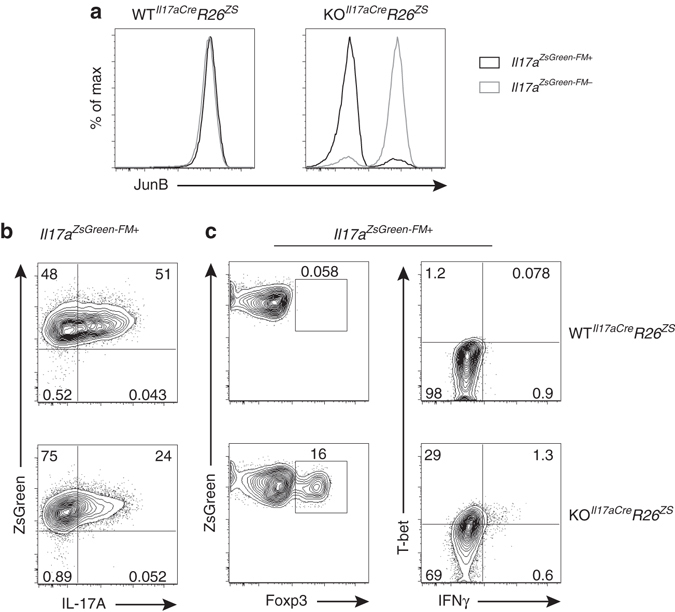
Continuous expression of JunB is required to maintain the Th17 cell phenotype. **a** Flow cytometry of JunB expression in *Il17a* ZsGreen^+^ fate-mapped (*Il17a* ^ZsGreen-FM+^) cells and *Il17a* ^ZsGreen-FM-^ cells from *Junb* ^*+/+*^ *Il17a* ^*cre+/*−^ *Rosa26* ^*ZSGreen+/*−^ (WT^*Il17aCre*^ *R26* ^*ZS*^) and *Junb* ^*fl/fl*^ *Il17a* ^*cre+/*−^ *Rosa26* ^*ZSGreen+/*−^ (KO^*Il17aCre*^ *R26* ^*ZS*^) Th17 cell cultures, day 4 post-polarization of naive CD4^+^ T cells. **b** Flow cytometry of *Il17a* ^ZsGreen-FM+^ cells sort purified from day 4 WT^*Il17aCre*^ *R26* ^*ZS*^ and KO^*Il17aCre*^ *R26* ^*ZS*^ Th17 cell cultures re-seeded in Th17 cell polarizing conditions for 4 days followed by restimulation. **c** Flow cytometry of intracellular IL-17A in *Il17a* ^ZsGreen-FM+^ cells, plated as in **b**, following stimulation with PMA and ionomycin. Data are representative of three independent experiments

Th17 cell plasticity under defined, altered conditions can be modeled in vitro^2, 3^. We differentiated naive CD4^+^ T cells from *Junb* ^*+/+*^ *Il17a* ^*Cre/+*^ *Rosa26* ^*ZsGreen/+*^ (WT^*Il17aCre*^ *R26* ^*ZS*^) and *Junb* ^*fl/fl*^ *Il17a* ^*Cre/+*^ *Rosa26* ^*ZsGreen/+*^ (KO^*Il17aCre*^ *R26* ^*ZS*^) mice under Th17 conditions for 4 days to generate *Il17a* ZsGreen^+^ fate-mapped cells (*Il17a* ^ZsGreen-FM+^). Purified *Il17a* ^ZsGreen-FM+^ cells were transferred back to Th17 conditions to evaluate the role of JunB in regulating Th17 cell stability, or alternatively, to altered cytokine conditions to establish maximal Th1 and iTreg lineage conversion potential. Compared to wild type, JunB-deficient *Il17a* ^ZsGreen-FM+^ cells preserved in Th17-promoting conditions, displayed a marked reduction in IL-17A and IL-17F expression (Fig. 2b and Supplementary Fig. 2c). Moreover, a prominent fraction of JunB-deficient *Il17a* ^ZsGreen-FM+^ cells underwent effector conversion to Treg- or Th1-like phenotypes (Fig. 2c). The extent of Treg re-direction was similar when *Il17a* ^ZsGreen-FM+^ cells were transferred to a potent iTreg-polarizing condition (Supplementary Fig. 2a), indicating that efficient transdifferentiation occurs when JunB expression is extinguished in Th17 cells. Conversely, the level of T-bet in JunB-deficient *Il17a* ^ZsGreen-FM+^ Th17 cells was higher for cells transferred to Th1 vs. Th17 cell conditions (Supplementary Fig. 2b), suggesting the full acquisition of Th1 status upon conversion is facilitated by altered cytokine inputs. Therefore, continuous JunB expression is required to both maintain Th17 cell effector identity and constrain plasticity towards alternative CD4^+^ T-cell fates in cells that have initated the Th17 cell program.

### JunB actively promotes Th17 cell identity

To uncover JunB targets that stabilize effector identity, we performed RNA-Sequencing (RNA-Seq) and differential expression analysis of WT^*CD4cre*^ vs. KO^*CD4cre*^ Th17 cell cultures. Pathway analysis of the top differential genes identified those associated with Th cell differentiation as most significantly enriched (Supplementary Fig. 3a). Several Th-related genes are highlighted in the volcano plot displaying fold change in JunB-dependent transcripts (Fig. 3a). As KO^*CD4cre*^ cultures exhibit effector cell heterogeneity, we confirmed JunB regulation via global JunB occupancy determined by chromatin immunoprecipitation sequencing (ChIP-Seq). 

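JunB occupancy was measured in 2 independent experiments on wild-type Th17 cells, polarized for 48 h with 20 ng/ml IL-6 and 0.3 ng/ml TGFβ. Each immunoprecipitation used 10 μg of antibody, N-17 in experiment 1 and C-11 in experiment 2, and each had its own input DNA as control. For each experiment the authors deposited the peaks that MACS2 called on the mm10 genome (GRCm38), with the fragment pileup at the summit, its −log10 p- and q-values, and the fold enrichment over the local background. Experiment 1 gave 22975 peaks from 26223384 tags left after MACS2 removed duplicates, against 30516844 input tags. Experiment 2 gave 36742 peaks from 34948202 tags, against 38957304 input tags. Both peak sets were called at a q-value of 0.0005, and the weakest peaks kept had a −log10 q of 3.49 and 3.33. The median fold enrichment was 8.31 in experiment 1 and 6.78 in experiment 2, and the median peak length was 374 and 392 bases. Peaks covered 9.87 Mb of the genome in experiment 1 and 17.1 Mb in experiment 2. Peaks were assigned to genes by the rule of the paper's methods, a summit no more than 5 kb outside the gene body, with the GENCODE annotation of the same assembly. Of 21951 protein-coding genes, 6563 (29.9%) had such a peak in experiment 1, and 14483 of its peaks (63.0%) lay that close to a gene. The number of genes changed most with the peaks of experiment 2, which reached 9981 genes.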

Of note, we identified Th17 cell effector genes—including *Il21*, *Il23r*, and *Il17a*—as direct JunB targets, being significantly reduced in gene expression in KO^*CD4cre*^ Th17 cell cultures (Fig. 3a), and displaying significant JunB locus-proximal occupancy (Fig. 3b and Supplmentary Fig. 3b). 

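*Il21*, on the minus strand of chromosome 3 from 37222759 to 37232636, had 5 JunB peaks by this rule in experiment 1 and 4 in experiment 2. The strongest in both experiments lay at the promoter, from 37232567 to 37233280 in experiment 1, with a summit at -0.391 kb from the transcription start and a fold enrichment of 24.7, against 32.4 in experiment 2. A further *Il21* peak in an intron, 1.32 kb into the gene, had a fold enrichment of 22.0 in experiment 1 and 28.7 in experiment 2. *Il23r*, on the minus strand of chromosome 6 from 67422932 to 67491855, had 9 and 10 peaks. The strongest lay in an intron, from 67482727 to 67483748 in experiment 1, 8.48 kb from the transcription start, and its fold enrichment was 42.8 in experiment 1 and 47.2 in experiment 2. The amplified *Il23r* CNS+8 of Supplementary Table 4 fell inside this peak, at 67483241 to 67483355, where the first 17 bases of each primer match the genome; no exact match of the full primer pair was found, and the TGAGTCA listed for it in Supplementary Table 1 is not between these positions. *Il17a*, on the plus strand of chromosome 1 from 20730905 to 20734496, had 5 peaks in each experiment. Its promoter peak, with a summit at -0.046 kb from the transcription start in experiment 1, was weaker than the others near the gene apart from one, with a fold enrichment of 5.46 in experiment 1 and 10.5 in experiment 2. The *Il17a* peak at -4.85 kb, from 20725562 to 20726292, had a fold enrichment of 22.0 in experiment 1 and 24.5 in experiment 2. Over the 20 genes that the paper names in connection with these factors, experiment 1 had 81 such peaks, and 198 when the distance was extended to 50 kb. From such locus-proximal occupancy, together with the reduced transcripts of Fig. 3a, the paper concludes that *Il21*, *Il23r*, and *Il17a* are direct targets of JunB.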

At these loci, JunB binding is associated with that of p300, a histone acetyltransferase for which occupancy is predictive of tissue-specfic enhancer activity^33^. Importantly, unlike other Th17 cell regulators, BATF^19^, IRF4^18^, and STAT3^17^, JunB is not required for *Rorc* (RORγt) expression (Fig. 3a). Thus, JunB directly activates key components of the Th17 cell program, independent of effects on *Rorc*.

**Fig. 3:**
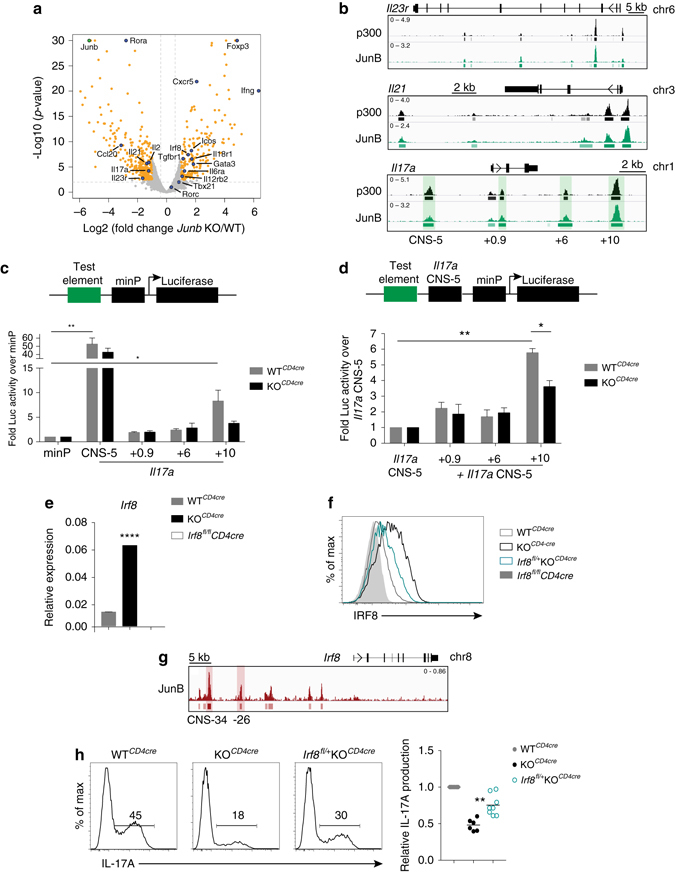
JunB actively promotes the Th17 cell program. **a** Differential mRNA expression in WT^*CD4cre*^ and KO^*CD4cre*^ 48 h Th17 cell polarization cultures, displayed as a volcano plot of log2 fold change vs. the –log10(p-value) for each gene. Genes considered significant below FDR < 0.05 are highlighted in *orange*, and select genes involved in T-cell differentiation are labeled and highlighted in *blue*. *Gray* trendlines indicate fold change of 1.5 and p-value = 0.01. p-value capped at 10^−30^. **b** JunB occupancy in 48 h polarized Th17 cells. ChIP-Seq tracks at the *Il23r*, *Il21*, and *Il17a* loci are displayed using the Integrative Genomics Viewer (IGV; Broad Institute). Lower track marks the boundaries of significant peaks called by MACS2 with FDR<0.0005. **c** Luciferase reporter assay of enhancer activity for select JunB-bound regions at the *Il17a* locus, in WT^*CD4cre*^ and KO^*CD4cre*^ naive CD4^+^ T cells cultured under Th17 cell conditions for 48 h. The JunB-bound CNS of interest at the *Il17a* locus are indicated in **b**. *Error bars* represent SEM of two independent experiments. **d** Luciferase reporter assay of silencer activity, as in **b**. *Error bars* represent SEM of two independent experiments. **e** QPCR analysis of the expression of *Irf8* transcript in WT^*CD4cre*^ and KO^*CD4cre*^ 48 h Th17 cell polarization cultures, with *Irf8* ^*fl/fl*^CD4cre Th17 cells as a negative control. mRNA expression is presented relative to *Actb* expression. Data are representative of three independent experiments, with *error bars* representing SEM. **f** Flow cytometry of IRF8 expression in WT^*CD4cre*^ (*gray*), KO^*CD4cre*^ (*black*), and *Irf8* ^*fl/+*^KO^*CD4cre*^ (*teal*) Th17 cells 72 h post polarization, with *Irf8* ^*fl/fl*^ *CD4cre* (*shaded*) Th17 cells as a negative control. Data are representative of three independent experiments. **g** JunB ChIP-Seq and MACS2 analysis tracks at the *Irf8* locus, in 48 h polarized Th17 cells. **h** Flow cytometry of IL-17A production by WT^*CD4cre*^, KO^*CD4cre*^, and *Irf8* ^*fl/+*^KO^*CD4cre*^ 72 h Th17 cell polarization cultures. Relative percentages of IL-17A^+^ cells compared to WT^*CD4cre*^ cultures are displayed. *p<0.05; **p<0.01; ****p<0.0001 (unpaired two-tailed Student’s *t*-test)

We further explored JunB regulation of *Il17a*. 

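The cloning primers of Supplementary Table 3 place 3 JunB-occupied CNS of the *Il17a* locus on chromosome 1 of GRCm38. CNS+0.9 lies in an intron of *Il17a*, from 20731586 to 20731870, and contains TGACTCA at 20731775 to 20731781, in the sequence AGCAGCCCACTGACTCATGAGCTAACA. The JunB peak over it, from 20731497 to 20731953 in experiment 1, had a fold enrichment of 22.7 in experiment 1 and 20.2 in experiment 2. CNS+6, downstream of the gene from 20736632 to 20736938, contains TGAGTCA at 20736768 to 20736774, in the sequence AAGTCAAAACTGAGTCATATTTGCCAA. Its JunB peak had a fold enrichment of 28.5 in experiment 1 and 20.3 in experiment 2, with summits 8 and 7 bases from the center of that site. CNS+10, from 20740573 to 20740856, lies beyond the end of the gene and is covered by a JunB peak from 20740272 to 20741093 in experiment 1. The summit of this peak lay 6.26 kb beyond the end of the gene in experiment 1. That peak had the highest fold enrichment between *Il17a* and *Il17f* in both experiments, 43.4 in experiment 1 and 32.5 in experiment 2. Of the pair of sites that Supplementary Table 1 lists for CNS+10, TTAGTCA is present between the cloning primers at 20740797 to 20740803, in the sequence CTGGAAAGAGTTAGTCACTGCACTTTG, and TGAGTCA was not found there in GRCm38. The *Il17a* control region of Supplementary Table 4, from 20733054 to 20733168, had no JunB peak in either experiment.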

Motif analysis of three JunB-occupied regions within the *Il17a* locus identified AP-1 consensus sites in each (Supplementary Table 1), implicating these conserved noncoding sequences (CNS) as putative JunB-dependent enhancers (Fig. 3b). Genomic regions corresponding to CN S+0.9,+6, and +10 were cloned upstream of a minimal promoter driving a luciferase reporter, and assayed for activity in both WT^*CD4cre*^ and KO^*CD4cre*^ in vitro differentiated Th17 cells. Only CNS+10, located 10 kb downstream of the *Il17a* transcription start site (TSS), displayed robust enhancer function, with an 8-fold increase in activity over that of the minimal promoter (Fig. 3c). Although CNS+10 activity was markedly less than that of CNS-5, an in vivo validated 5’ *Il17a* locus enhancer^34^, its activity was uniquely JunB-dependent, reduced by 2-fold in JunB-deficient Th17 cells (Fig. 3c). Notably, when test regions were assayed in *cis* with CNS-5, CNS+10 exclusively synergized with CNS-5 in a JunB-dependent manner (Fig. 3d), suggesting a mechanism for JunB-promoted maintainance of *Il17a*. The identification of CNS+10 as a novel JunB-dependent enhancer supports the view that JunB directly activates Th17 cell identity.

Among JunB-dependent genes, IRF8 is a compelling candidate mechanistic node for JunB-mediated Th17 cell stability. IRF8 is a negative regulator of Th17 cell differentiation^35^, and can replace IRF4 in BATF-JunB AP-1 complexes in Th17 cells^24^. *Irf8* RNA and protein levels were significantly elevated in KO^*CD4cre*^ Th17 cells and in KO*Il17a* ^ZsGreen-FM+^ cells (Fig. 3e, f and Supplementary Fig. 3c). Additionally, JunB binds upstream of the *Irf8* locus (Fig. 3g), suggesting that direct *Irf8* suppression contributes to stabilization of the Th17 cell program.

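*Irf8* lies on the plus strand of chromosome 8 from 120736358 to 120756694. No JunB summit fell inside the gene or within 5 kb of it in either experiment, and the nearest lay 8.01 kb upstream in experiment 1 and 8.06 kb upstream in experiment 2. Within 50 kb, each experiment had 8 peaks, all of them upstream. The strongest in experiment 1 extended from 120701759 to 120702223, at -34.4 kb from the transcription start, with a fold enrichment of 13.1, against 15.1 in experiment 2. The peak at -10.8 kb had a fold enrichment of 8.23 in experiment 1 and of 6.92 in experiment 2, where it was the lowest of the 8, and that at -26.9 kb had 7.13 and 9.29. The other 5 upstream peaks of experiment 1 had fold enrichments between 4.57 and 5.73.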

To assess whether IRF8 upregulation accounts for the decreased differentiation of JunB-deficient Th17 cells, we counteracted *Irf8* derepression by conditionally deleting one allele of *Irf8* on a KO^*CD4cre*^ background (generating *Irf8* ^f/+^ *Junb* ^f/f^ CD4-Cre mice), thereby restoring *Irf8* RNA and protein to near wild-type levels (Supplementary Fig. 3d and Fig. 3f). This coincided with a 50% rescue in IL-17A production (Fig. 3h); and a significant increase in the expression of lineage-relevant IRF8 repression targets (*Il23r*, *Il21*, *Ccr6*, and *Rorc*) in *Irf8* ^f/+^KO^*CD4cre*^ relative to KO^*CD4cre*^ Th17 cells (Supplementary Fig. 3e). Although heterozygous deletion of *Irf8* partially restored the Th17 cell program in the absence of *Junb*, it did not reverse the aberrant elevation of T-bet, IFNγ, and Foxp3 in KO^*CD4cre*^ Th17 cells (Supplementary Fig. 3f). Therefore, the release of alternative CD4^+^ T-cell programs upon loss of JunB is independent of IRF8 upregulation. Taken together, JunB promotes Th17 cell identity by both limiting the expression of IRF8 and directly activating effector loci.

### JunB directly represses alternative programs in Th17 cells

The lineage dysregulation observed for JunB-deficient Th17 cells was also apparent by global differential gene expression analysis (Fig. 3a). In particular, transcripts for subset-defining regulators of Treg and Th1 differentiation, including *Foxp3*, *Tbx21*, and *Ifng*, were significantly upregulated in KO^*CD4cre*^ Th17 cells (Fig. 3a and Supplementary Fig. 4a). This coincided with significant gene-proximal JunB ChIP occupancy (Fig. 4a), identifying these lineage-defining loci as likely direct JunB repression targets. 

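*Foxp3*, on the plus strand of the X chromosome from 7573644 to 7595245, had a JunB peak in the 3′ UTR, from 7593340 to 7593559 in experiment 1. It had a fold enrichment of 5.73 and a −log10 q of 9.98 in experiment 1, and 7.60 and 20.3 in experiment 2. *Tbx21*, on the minus strand of chromosome 11 from 97098071 to 97115331, had its nearest JunB summit 11.7 kb upstream in experiment 1, in a peak from 97126729 to 97127454 with a fold enrichment of 16.2. In experiment 2 that peak, with a fold enrichment of 30.9, was called as one with its upstream neighbor, which in experiment 1 was a separate peak from 97127729 to 97128202 with a fold enrichment of 14.6. A further *Tbx21* peak 31.3 kb from the transcription start, beyond the end of the gene, had a fold enrichment of 10.4 in experiment 1 and 12.9 in experiment 2. *Ifng*, on the plus strand of chromosome 10 from 118441046 to 118445892, had its nearest JunB summit of experiment 1 at 6.21 kb beyond the end of the gene. The *Ifng* peak 17.8 kb from the transcription start, from 118458634 to 118459115 in experiment 1, had a fold enrichment of 7.75 in experiment 1 and 13.5 in experiment 2.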

Gene set enrichment analysis was used to characterize the dysregulated transcriptome of KO^*CD4cre*^ relative to WT^*CD4cre*^ Th17 cells (Fig. 4b). In the absence of JunB, downregulated targets were significantly enriched in Th17 cell signature genes, whereas upregulated genes were significantly enriched for those associated with Treg and Th1 cell signatures, indicating global shifts in effector programming consistent with the adoption of alternative CD4^+^ T-cell states.

**Fig. 4:**
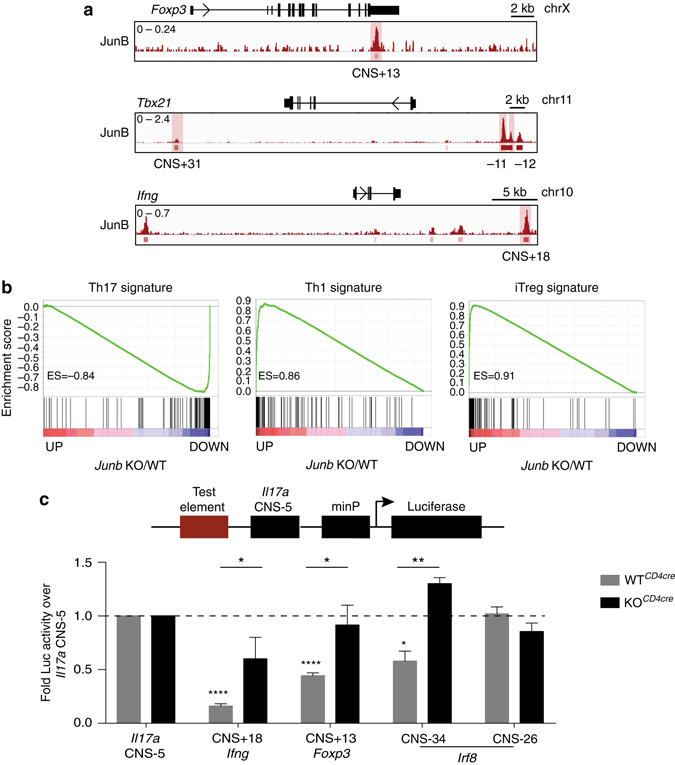
JunB binding defines novel silencer elements in Th17 cells. **a** ChIP-Seq tracks of JunB occupancy at the *Foxp3*, *Tbx21*, and *Ifng* loci in WT Th17 cells from 48 h polarization cultures. Lower track marks the boundaries of significant peaks called by MACS2 with FDR < 0.0005. **b** Gene set enrichment analysis (GSEA; Boad Institute) for KO^*CD4cre*^ relative to WT^*CD4cre*^ 48 h Th17 cell polarization cultures demonstrating significant enrichment of gene sets associated with Th1, iTreg and Th17 cell programs in the absence of *Junb* (*p* < 1 × 10^−4^). ES, enrichment score **c** Luciferase reporter assay of silencer activity for select JunB-bound regions at the *Ifng*, *Foxp3*, and *Irf8* loci, in WT^*CD4cre*^ and KO^*CD4cre*^ naive CD4^+^ T cells cultured under Th17 polarizing conditions for 48 h. JunB-bound CNS of interest at each locus are indicated in **a**. *Error bars* represent SEM of three independent experiments. *p<0.05; **p<0.01 (unpaired two-tailed Student’s *t*-test)

### JunB occupancy defines novel silencer elements

Cell identity is governed by the interaction between environment-sensing TFs, chromatin context, and the DNA elements that regulate lineage-relevant loci. The *cis* elements that restrict alternative potentials in Th17 cells are undefined. 

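The 7 cloned regions of *Irf8*, *Foxp3*, *Tbx21*, and *Ifng* (Supplementary Table 3) were located on GRCm38 by their primers, and a JunB peak overlapped each of them in both experiments. *Irf8* CNS-34, on chromosome 8 from 120701784 to 120702101, contains TGACTCA at 120701917 to 120701923, in the sequence GCGGCGTTTGTGACTCAGACCGCCTGA. *Irf8* CNS-26, from 120709245 to 120709491, contains TGAGTCA at 120709351 to 120709357, in the sequence TTTTGTAATGTGAGTCATCCTGCGAGG. *Foxp3* CNS+13, on the X chromosome from 7593335 to 7593609, lies in the 3′ UTR, 19.8 kb from the start of the gene record and 13.9 kb from the first transcript start of the basic annotation at 7579567, and contains TGACTCA at 7593461 to 7593467 (GCAGTCCTACTGACTCACACCCCAAAG). *Ifng* CNS+18, on chromosome 10 from 118458725 to 118459014, contains TGACTCA at 118458842 (GTTTAATTCGTGACTCAGGGGTACCTG) and TGAGTCA at 118458921 (GGATGCCCCGTGAGTCACTTACAAACC). *Tbx21* CNS-11, on chromosome 11 from 97126840 to 97127142, contains TGAGTCA at 97126990 (GTTCTGGCTTTGAGTCAACCCCCTGGC), as does *Tbx21* CNS+31, from 97083833 to 97084151, at 97083961 (GGAAGGACAATGAGTCAACATGGCTGT). *Tbx21* CNS-12, from 97127849 to 97128155, contains no complete TGA(C/G)TCA, and the shorter TGAGT and TGAGA that Supplementary Table 1 lists for it are present at 97127911 and at 97127979. The 6 control regions of Supplementary Table 4 had no peak in either JunB experiment.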

To address this, putative JunB-dependent silencer elements were identified as JunB-occupied CNS proximal to lineage-defining repressed loci (*Irf8*, *Foxp3*, *Tbx21*, and *Ifng*), which also contained AP-1 consensus sites (Fig. 3g and Fig. 4a, Supplementary Table 1). Candidate regions were cloned upstream of the JunB-independent *Il17a* CNS-5 enhancer in a minimal promoter-driven luciferase reporter construct, and assayed in Th17 differentiation cultures for the ability to diminish enhancer activity. Three of seven regions displayed silencer activity, including *Ifng* CNS+18, *Foxp3* CNS+13 (3’UTR-localized), and *Irf8* CNS-34. Each significantly attenuated the activity of *Il17a* CNS-5 (Fig. 4c), and did not display enhancer activity (Supplementary Fig. 4b). Notably, when these 3 silencer CNSs were assayed in KO^*CD4cre*^ Th17 cells, *Il17a* CNS-5 activity was significantly restored and, in the case of *Irf8* CNS-34, enhanced (Fig. 4c), indicating that their repressive potential is JunB-dependent. Interestingly, none of the *Tbx21* CNS demonstrated silencing activity (Supplementary Fig. 4c), potentially reflecting the presence of distal *cis* elements^36^. Together, these data implicate *Ifng* CNS+18, *Foxp3* CNS+13, and *Irf8* CNS-34 as novel JunB-dependent silencer elements, which coordinate to protect Th17 cell status, and through regulation of *Ifng* and *Foxp3*, are potential restriction elements that actively repress alternative Th1/Treg cell fates.

### JunB deficiency results in enhanced JunD occupancy

JunB is a core component of AP-1 complexes in Th17 cells. As the main BATF heterodimerization partner^19^, JunB binds cooperatively to AP1-IRF composite motifs with BATF and IRF4^23^, essential pioneer factors for Th17 cell specification^14^. JunB also dimerizes with Fosl2, a negative regulator of effector potential in Th17 cells^14, 19, 24^. Consistent with this diversity, ChIP-Seq revealed a high degree of colocalization of JunB with known partners at Th17 cell (*Il17a*), and alternative Th subset (*Ifng*) loci (Fig. 5a and Supplementary Fig. 5a)^23^. 

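From 5 kb upstream of *Il17a* to 5 kb upstream of *Il17f*, on chromosome 1 from 20725905 to 20795617, each JunB experiment had 14 peaks. Besides those at the *Il17a* CNS, the strongest of experiment 1 lay between the genes, from 20759496 to 20760333, with a fold enrichment of 24.2 in experiment 1 and 30.2 in experiment 2. Over *Il17f* itself, the strongest JunB peak, from 20784160 to 20784844, had a fold enrichment of 12.9 in experiment 1 and 20.5 in experiment 2. At *Ifng*, JunB had 9 peaks within 50 kb of the gene in experiment 1 and 12 in experiment 2. Occupancy of BATF, IRF4, and Fosl2 was not analysed here.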

To examine global patterns of TF binding in Th17 cells, we merged overlapping binding peaks for AP-1 TFs, IRF4, RORγt, and p300 into putative *cis* regulatory modules (pCRM), and generated a clustered heatmap of TF distribution at pCRMs. JunB showed a striking, near-exclusive binding overlap with BATF, Fosl2, and IRF4, indicating global occupancy of common regulatory regions (Fig. 5b, clusters 1, 2, and 3).

**Fig. 5:**
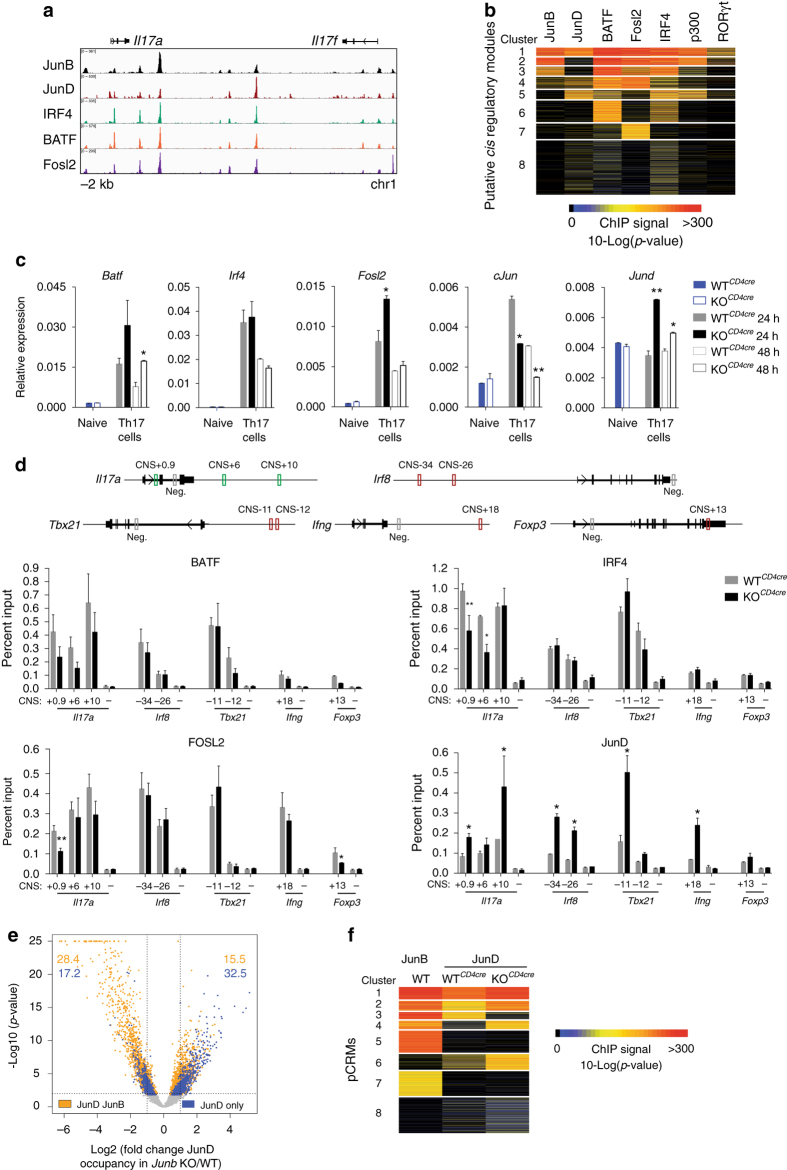
Enhanced JunD occupancy in the absence of JunB. **a** ChIP-Seq tracks for JunB, JunD, IRF4, BATF, and Fosl2 at the *Il17a* and *Il17f* loci in 48 h polarized wild-type Th17 cells. **b** Clustered heat map of pCRM regions of JunB, JunD, BATF, Fosl2, IRF4, p300, and RORγt occupancy in wild-type 48 h Th17 cell polarization cultures. **c** QPCR analysis for *Batf*, *Irf4*, *Fosl2*, *cJun*, and *Jund* transcripts, relative to *Actb* expression, in WT^*CD4cre*^ and KO^*CD4cre*^ CD4^+^ naive T cells and naive CD4^+^ T cells cultured under Th17 cell conditions for 24 and 48 h. **d** ChIP of WT^*CD4cre*^ and KO^*CD4cre*^ 48 h polarized Th17 cells, using α-BATF, α-IRF4, α-Fosl2, or α-JunD followed by QPCR. Primers used encompassed the AP-1 consensus site at select JunB-bound regions or a negative control region, as depicted with boxes in the schematics of the relevant loci. ChIP recovery at negative control loci provides local background for the assay. *Error bars* represent SEM of two independent experiments. **e** Differential global occupancy of JunD in KO^*CD4cre*^ vs. WT^*CD4cre*^ 48 h Th17 cell polarization cultures displayed as a volcano plot of fold change vs. significance. Differential binding of JunD is considered significant below FDR < 0.05; pCRMs with and without JunB co-occupancy displayed in *orange* and *blue*, respectively. The percentage of pCRMs for each subtype with fold change≥2 and *p*-value<0.01 are indicated for the regions bounded by *gray* trendlines. *p*-value capped at 10^−25^. **f** Clustered heat map of pCRM regions defined by occupancy of JunB and JunD in WT (C57Bl/6), WT^*CD4cre*^, or KO^*CD4cre*^ 48 h Th17 cell polarization cultures, as indicated. *p<0.05; **p<0.01 (unpaired two-tailed Student’s *t*-test)

In light of the strong regulatory interaction between AP-1 TFs, we characterized how the loss of JunB influences the chromatin occupancy of JunB binding partners in Th17 cells. Importantly, *Batf*, *Irf4*, and *Fosl2* transcript levels were not reduced in KO^*CD4cre*^ relative to WT^*CD4cre*^ Th17 cell polarization cultures by 48 h (Fig. 5c). ChIP for BATF, IRF4, and Fosl2 from KO^*CD4cre*^ cultures demonstrated comparable occupancy to WT^*CD4cre*^ at select JunB-bound regions in the *Il17a*, *Irf8*, *Tbx21*, *Ifng*, and *Foxp3* loci (Fig. 5d). A notable reduction was observed for IRF4 at the *Il17a* locus, potentially reflecting replacement by elevated IRF8^24^ (Fig. 3f), which can bind to and regulate *Il17a* both directly and indirectly^35^. Therefore, the DNA binding pattern of Th17 cell-relevant AP-1 complex TFs is largely independent of JunB, unlike the collaborative binding of BATF with IRF4, which is greatly reduced in cells lacking the respective partner^14, 23, 24^.

The incomplete block in Th17 cell differentiation in the absence of JunB, compared to either BATF or IRF4, implies that other Jun family members play a compensatory role^23, 24^. JunD is an excellent candidate in this regard. Whereas *cJun* transcripts were dramatically reduced in KO^*CD4cre*^ relative to WT^*CD4cre*^ cultures by 48 h (Fig. 5c), *Jund* expression was elevated in *Junb*-deficient cells specifically under Th17-promoting conditions (Fig. 5c and Supplementary Fig. 5b). Moreover, 68% of significant genome-wide JunD binding peaks, vs. only 24% of cJun peaks, overlapped with those of JunB (Supplementary Fig. 5c and d). 

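JunD occupancy in WT CD4cre Th17 cells was measured in 2 experiments under the culture conditions of the JunB experiments, with 10 μg of the anti-JunD antibody 329 and a common input library of 33645550 tags. The authors deposited MACS2 peaks in the same form as for JunB. Experiment 1 gave 8168 JunD peaks from 42558714 tags after duplicate removal, and experiment 2 gave 866 from 36452068. MACS2 extended the tags, 51 bases long, to an estimated fragment length of 112 bases in experiment 1 and 53 bases in experiment 2. The median peak was short, 226 and 95 bases, and the peaks covered 2.08 Mb and 0.107 Mb. The median fold enrichment was 6.62 in experiment 1 and 7.10 in experiment 2.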

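Of the 8168 JunD peaks of WT CD4cre experiment 1, 6881 shared at least 1 base with a JunB peak of experiment 1, or 84.2% (95% Wilson confidence interval over peaks, 83.4 to 85.0%, which covers counting error only). Of the 866 JunD peaks of experiment 2, 819 did, or 94.6%. When the JunD peaks of experiment 1 were placed at random on the same chromosomes 100 times, an average of 0.631% and at most 0.869% overlapped JunB. The placements were not confined to open chromatin, so they do not separate shared binding from shared open chromatin. With JunB peaks of either experiment counted, 96.1% of the JunD peaks of experiment 1 overlapped one. The share changed most when at least 50% of both peaks had to be shared, which 33.3% of the JunD peaks met. In the other direction, 16398 of the 22975 JunB peaks (71.4%) had no WT CD4cre JunD peak of experiment 1, and 96.9% had none of experiment 2. The 866 JunD peaks of experiment 2 could cover only a small share of them. Occupancy of cJun was not analysed here.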

Like JunB, JunD can bind cooperatively to DNA with BATF and IRF4^23^. Accordingly, the global binding pattern of JunD in Th17 cells highly overlapped with that of BATF, and IRF4 as reported ^23^, and also with that of Fosl2 and JunB (Fig. 5a, b, cluster 1, 5).

The overlap in JunD and JunB occupancy suggests an antagonistic relationship. In addition to shared pCRMs (Fig. 5b, cluster 1), JunB binding in regions devoid of JunD implies that JunD is excluded in some contexts (cluster 2,3). Consistent with TF antagonism, in the absence of JunB, we observed a striking elevation in the binding of JunD at many AP-1 consensus sites typically bound by JunB in lineage-defining regulatory loci (Fig. 5d). Notably, global ChIP-Seq revealed elevated JunD binding in JunB-deficient Th17 cell cultures at numerous sites throughout the genome (Fig. 5e). 

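JunD occupancy in KO CD4cre Th17 cells was measured with the same antibody and culture in 2 experiments, with a common input library of 32985058 tags. The deleted gene, *Junb*, lies on the minus strand of chromosome 8 from 84974484 to 84978718, and its transcript is not measured by these libraries. Over its 3′ part, the JunD peak of WT CD4cre experiment 1, from 84975253 to 84976830, had a fold enrichment of 14.5, and that of experiment 2, from 84976353 to 84976614, had 9.24. In KO CD4cre experiment 1 the strongest peak there, from 84976250 to 84976787, had a fold enrichment of 5.25, and KO CD4cre experiment 2 had none. The *Junb* promoter carried a JunD peak in WT CD4cre experiment 1 and in both KO CD4cre experiments, with fold enrichments between 6.27 and 7.45. The authors deposited 14253 peaks for KO CD4cre experiment 1 and 9061 for experiment 2, called from 37290041 and 36715184 tags with estimated fragment lengths of 212 and 175 bases. The mean number of JunD peaks was 11657 ± 3671 (SD, n = 2) in KO CD4cre and 4517 ± 5163 (SD, n = 2) in WT CD4cre cultures, a difference smaller than the sum of those deviations, although KO CD4cre had more in each experiment.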

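Read counts, on which the paper's differential binding test runs, are not part of peak lists, so the change in JunD occupancy was taken from the MACS2 fold enrichment. The estimated fragment length, shorter in the WT CD4cre libraries, can affect fold enrichment, and its effect was not tested. The JunD peaks of the 4 libraries merged into 16136 regions, of which 707 were called in every library and therefore have a value in each. Without centering, the median log2 ratio of KO CD4cre to WT CD4cre fold enrichment over these 707 regions was 0.55 in experiment 1 and 0.74 in experiment 2, with 563 and 610 regions higher in KO CD4cre. The changes given from here on are relative to that median. After each library was centered on its median, limma's moderated test with Benjamini-Hochberg adjustment called 58 regions higher and 101 lower in KO CD4cre at an adjusted p under 0.05. The count of higher regions rose to 187, and that of lower regions fell to 4, without centering; quantile normalization left 1 higher and 7 lower. With the experiment number as a block, so that KO CD4cre and WT CD4cre of the same experiment were paired, 100 regions were higher and 135 lower. As a check of the pairing, deviations from the group means correlated at 0.0137 between libraries of the same number; with 2 libraries per group, the value for different numbers is the same with the opposite sign. In the blocked fit limma gave all regions one common standard error, 0.24. Only 3 regions rose at least 2-fold in both experiments, each with JunB. The largest rise, in an intron of *Arhgef3* on chromosome 14 from 27375899 to 27376687, had a log2 fold change of 1.92 (standard error 0.246, limma adjusted p = 0.00412; 2.09 and 1.76 in the 2 experiments). The others lay on chromosome 15 from 52944528 to 52945119, 119 kb downstream of *Ext1* (1.31, standard error 0.184, limma adjusted p = 0.00555), and on chromosome 18 from 65478940 to 65479648, 0.227 kb downstream of *Malt1* (1.17, standard error 0.184, limma adjusted p = 0.00826). A single region compared between 2 and 2 libraries without limma's pooling could not reach a two-sided exact permutation p below 0.333.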

Among these, there are regions that acquire novel JunD binding when JunB is eliminated (Supplementary Fig. 5d) indicative of factor antagonism, either through competition for DNA binding (Fig. 5f, JunB^+^ cluster 4), or for co-factors (Fig. 5f, JunB-devoid cluster 6). 

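In experiment 1, JunD was called in KO CD4cre and not in WT CD4cre at 3847 merged regions with a JunB peak of experiment 1 and at 3949 without. These were 36.4% of all JunD regions with JunB and 76.2% of those without, and in experiment 2 the shares were 89.7% and 97.9%. With 866 WT CD4cre peaks against 9061 in KO CD4cre, the shares of experiment 2 are set largely by the numbers of peaks. Regions called in WT CD4cre only numbered 1188 with JunB and 322 without in experiment 1, and 45 and 9 in experiment 2. In total 3140 regions were called in both KO CD4cre libraries and in neither WT CD4cre library, 2028 of them with JunB. Of the 1112 others, 896 had a JunB peak in JunB experiment 2, and 216 had none in either. The strongest, on chromosome 11 from 54294001 to 54294733, 9.43 kb upstream of *Acsl6*, had a fold enrichment of 20.4 in KO CD4cre experiment 1 and 15.4 in KO CD4cre experiment 2. The next lay in introns of *Cyth1* (17.9 and 13.2), *Capn2* (18.5 and 8.60), *Ttc28* (18.3 and 14.3), and *Ppfibp2* (17.8 and 17.6), all with JunB in both JunB experiments. The count of such regions was 237 with the 866 strongest peaks of every JunD library, and 8353 and 7807 when experiment 1 or experiment 2 was left out. Counted as peaks rather than merged regions, 3765 JunB peaks had JunD in KO CD4cre only in experiment 1 and 6245 in experiment 2. Of the KO CD4cre JunD peaks, 3957 of 14253 (27.8%, 95% Wilson confidence interval 27.0 to 28.5%) overlapped neither JunB nor WT CD4cre JunD in experiment 1, against 1946 of 9061 in experiment 2; with the 866 strongest peaks per library these numbers were 420 JunB peaks and 10 KO CD4cre JunD peaks. A JunB peak of experiment 1 overlapped 65.8% of the KO CD4cre JunD peaks of experiment 1 and 78.2% of those of experiment 2. From regions that acquire JunD when JunB is eliminated, the paper proposes that the factors antagonize each other, through competition for DNA binding where JunB is present and for co-factors where it is not.

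**Figure D1:**
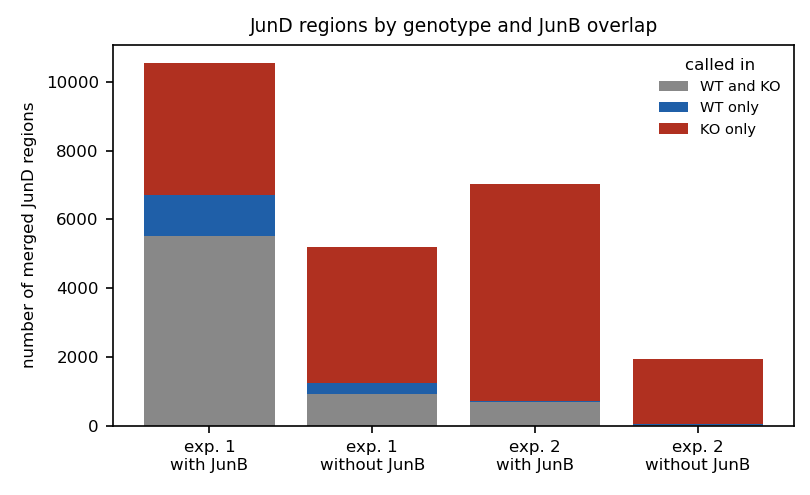
Number of merged JunD regions (vertical axis) in each experiment, with and without a JunB peak of experiment 1; colors give the genotype in which JunD was called. Regions called in KO CD4cre only outnumber those called in WT CD4cre only in all 4 bars, from 3847 against 1188 with JunB in experiment 1 to 1897 against 9 without JunB in experiment 2. The KO CD4cre libraries had more peaks in each experiment, 14253 against 8168 and 9061 against 866, which alone favors regions called in KO CD4cre only.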

Importantly, JunD binding is not globally elevated, as an abundance of JunB-bound pCRMs displayed significantly diminished JunD occupancy in the absence of JunB (Fig. 5e), potentially reflecting binding of JunB-JunD heterodimers. Furthermore, unlike JunB, Batf, or Fosl2, JunD localizes near-exclusively to p300-occupied pCRMs (Fig. 5b, clusters 1,5), implying a dominant activating role in Th17 cells. 

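Of the 707 JunD regions called in all 4 libraries, 676 overlapped a JunB peak of experiment 1 and 31 did not; 30 of these 31 overlapped a JunB peak of experiment 2, and with and without JunB refer to experiment 1 in what follows. Regions with JunD called in KO CD4cre only cannot be among the 707. The median log2 fold change of KO CD4cre over WT CD4cre, centered as above, was 0.02 at the regions with JunB (interquartile range -0.40 to 0.38) and -0.56 at those without. It was 0.02 and -0.48 in experiment 1, and 0.01 and -0.53 in experiment 2. Without centering, the medians moved to 0.67 and 0.09. Of the 676 JunB co-bound regions, 42 (6.21%) fell and 14 (2.07%) rose at least 2-fold; without centering 0.444% fell and 26.9% rose. Of the 31 regions without JunB, 6 fell and 1 rose at least 2-fold. At least 2-fold decreases in both experiments were seen at 29 regions, 24 of them with JunB. The smallest limma adjusted p among these, 0.00368, was shared by 8 regions, and the 5 with the smallest unadjusted p are given here. They lay on chromosome 8 from 22859201 to 22859644, 0.113 kb upstream of *Kat6a* (log2 fold change -1.92, standard error 0.187), on chromosome 3 from 103682486 to 103682868, 36.6 kb upstream of *Atg4a-ps* (-1.85, 0.215), and in introns of *Ptprj* on chromosome 2 from 90542709 to 90543404 (-1.60, 0.189), *Irak4* on chromosome 15 from 94574829 to 94575226 (-1.66, 0.199), and *Farp2* on chromosome 1 from 93529760 to 93530354 (-1.59, 0.191). All overlapped a JunB peak of experiment 1 except the region near *Kat6a*, which overlapped one of experiment 2. Loss of JunD from both KO CD4cre libraries, where both WT CD4cre libraries had a peak, occurred at 20 regions, 19 of them with JunB. By WT CD4cre signal the first of these lay in introns of *Sdccag8* on chromosome 1 and *Chd2* on chromosome 7, with fold enrichments of 15.0 in WT CD4cre experiment 1 and 6.65 and 6.79 in WT CD4cre experiment 2.

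**Figure D2:**
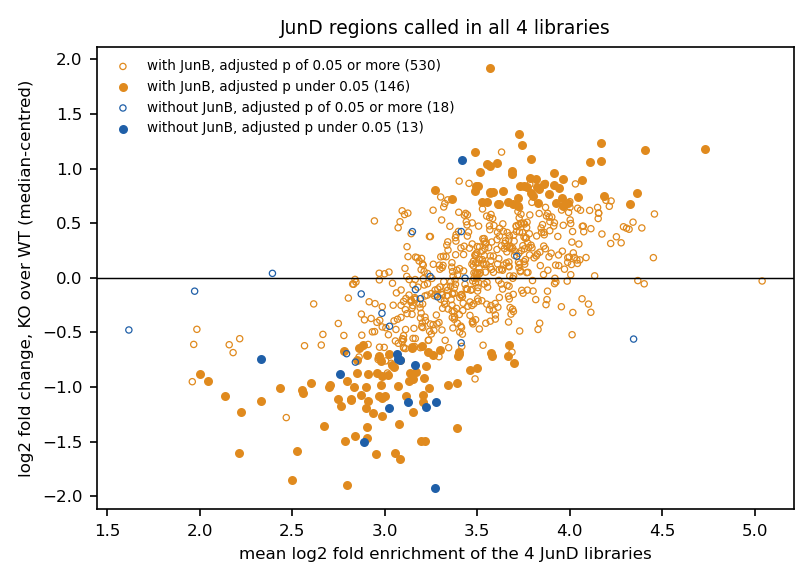
Median-centered log2 fold change of JunD fold enrichment in KO CD4cre over WT CD4cre (vertical axis) against the mean log2 fold enrichment of the 4 JunD libraries (horizontal axis), one point per region called in all 4 libraries; colors give JunB overlap, and filled points have a limma adjusted p under 0.05. Filled points number 146 of the 676 regions with JunB and 13 of the 31 without.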

Taken together, JunD can effectively replace JunB as an AP-1 dimerization partner at select genomic regions that include key effector loci, suggesting a potential mechanism for repression to activation switches during lineage conversion events mediated by loss of JunB.

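JunD peaks overlapped 8 of the 10 cloned CNS in WT CD4cre experiment 1, 2 in WT CD4cre experiment 2, and 7 in each KO CD4cre experiment, and none of the 6 control regions in any library. The fold enrichments below were not corrected for the shorter fragment length estimated in the WT CD4cre libraries. At *Il17a* CNS+10 the fold enrichment was 10.0 and 8.33 in WT CD4cre experiments 1 and 2 against 26.7 and 26.8 in KO CD4cre. In the region from 20740346 to 20741071 this was a log2 fold change of 0.90 relative to the median of all regions (standard error 0.224, limma adjusted p = 0.0295), and 0.66 (limma adjusted p = 0.168) after quantile normalization. At *Il17a* CNS+0.9 the fold enrichment was 9.44 in WT CD4cre experiment 1 and 12.9 and 12.8 in KO CD4cre, and at *Il17a* CNS+6 it was 4.79 against 12.8 and 11.4, with no peak at either in WT CD4cre experiment 2. *Irf8* CNS-34 and CNS-26 likewise had a WT CD4cre peak in experiment 1 only, with a fold enrichment of 7.63 against 17.1 and 12.2 in KO CD4cre for the first, and 5.31 against 15.0 and 7.71 for the second. At *Ifng* CNS+18 the values were 5.88 in WT CD4cre experiment 1 and 8.99 and 6.90 in KO CD4cre. *Tbx21* CNS-11 had 12.7 and 6.60 in WT CD4cre against 22.0 and 16.8 in KO CD4cre, a centered log2 fold change of 0.42 (standard error 0.201, limma adjusted p = 0.157). Without centering, the log2 fold change at *Tbx21* CNS-11 was 1.07 (limma adjusted p = 0.0333), so its call depended on the centering. *Tbx21* CNS+31 had a JunD peak in WT CD4cre experiment 1 only (6.10), and *Tbx21* CNS-12 and *Foxp3* CNS+13 had none in any library. *Il23r* CNS+8 had 12.9 and 8.35 in WT CD4cre against 14.6 and 12.8 in KO CD4cre, a rise below the median of all regions, at -0.25 (limma adjusted p = 0.347). Of the 8 regions called in all 4 libraries at loci named in the paper, the *Il21* promoter was also higher in KO CD4cre (0.82, standard error 0.188, limma adjusted p = 0.0248), and it did not pass 0.05 after quantile normalization (limma adjusted p = 0.0941). With pileup in place of fold enrichment, the limma adjusted p of the *Il21* promoter was 0.0632. None of the 8 was lower at that threshold (1 at an unadjusted p under 0.05), and *Jund* had the largest decrease, at its promoter (-0.93, standard error 0.292, limma adjusted p = 0.0561). The decrease at *Jund* passed the threshold with the experiment as a block (limma adjusted p = 0.00112) and with pileup (-1.37, limma adjusted p = 0.000117), and not with quantile normalization (-0.94, limma adjusted p = 0.207) or without centering (-0.28, limma adjusted p = 0.604). The centered change at *Jund* was -0.41 in experiment 1 and -1.44 in experiment 2. The common standard error of the blocked fit, 0.24, does not measure that spread. Within 5 kb of *Irf4*, JunD had no peak in either WT CD4cre library and 5 and 4 peaks in the KO CD4cre libraries. Within 5 kb of *Jun*, JunD had a peak in both WT CD4cre libraries (14.5 and 9.27), one with a fold enrichment of 7.30 in KO CD4cre experiment 1, and none in KO CD4cre experiment 2.

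**Figure D3:**
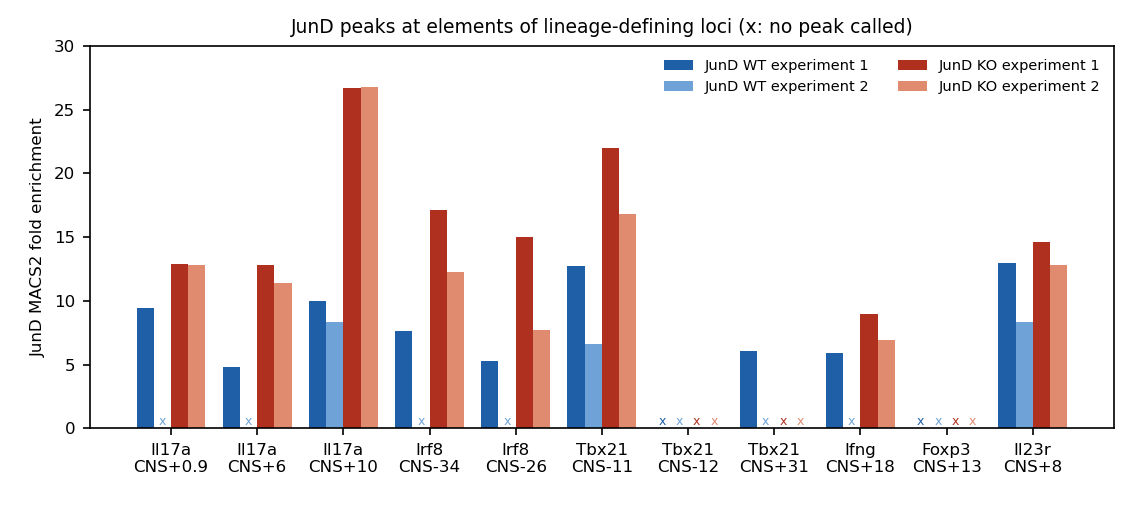
MACS2 fold enrichment of the JunD peak over each CNS (vertical axis) in the 2 WT CD4cre and 2 KO CD4cre libraries, 1 bar per library; x marks a CNS without a peak in that library. The highest bars are those of both KO CD4cre libraries at *Il17a* CNS+10, at 26.7 and 26.8.

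**Figure D4:**
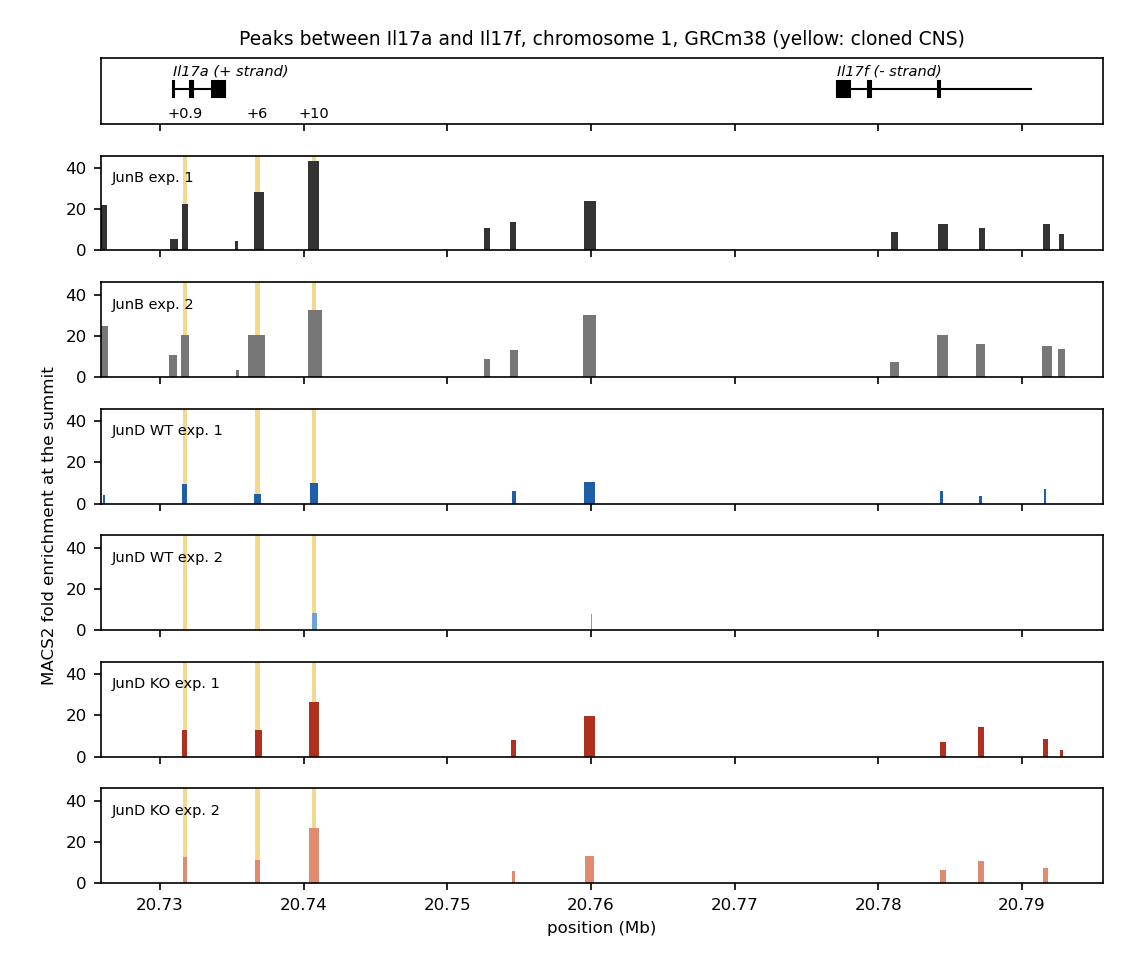
Peaks of the 2 JunB and 4 JunD libraries between *Il17a* and *Il17f* on chromosome 1 of GRCm38 (horizontal axis, Mb), each drawn from its start to its end with its MACS2 fold enrichment as height; yellow marks the cloned CNS and the upper panel the exons. JunD has 9 peaks here in WT CD4cre experiment 1, 2 in WT CD4cre experiment 2, and 9 and 8 in the KO CD4cre libraries.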

### Global coordination of JunB with Th17 specification factors

The interplay between AP-1 proteins in Th17 cells is complex as JunB can homodimerize, or form heterodimers with partners such as BATF or Fosl2. To examine global trends in the regulation of shared targets by individual AP-1 factors in Th17 cells, we compared the JunB-dependent differential expression profile with that of BATF and Fosl2 (Fig. 6a, *red dots*). Notably, the majority of TF-dependent genes (90%) were similarly affected (i.e. both up- or downregulated) in JunB- and BATF-deficient Th17 cells, in contrast to a comparison of JunB- and Fosl2-dependent genes, where a relatively large proportion (32%) demonstrate discordant regulation (Fig. 6a). Highly coordinate regulation of gene expression by JunB and BATF is consistent with the predominant formation of a heterodimer pair, vs. potentially greater JunB-independent diversity in AP-1 or co-factor associations for Fosl2.

**Fig. 6:**
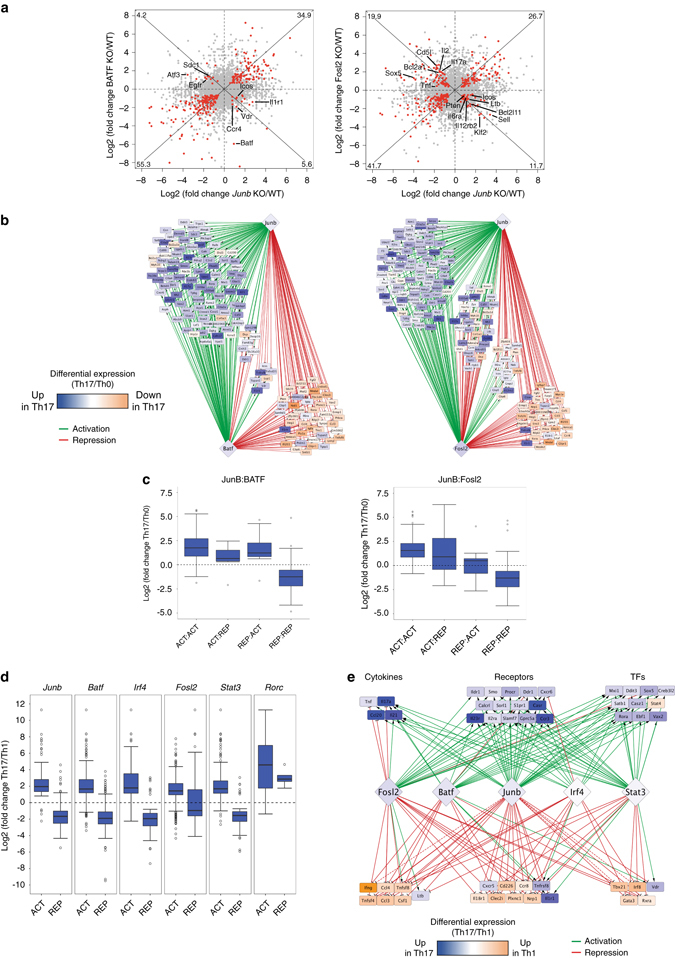
Global regulatory trends for targets of JunB, BATF, and Fosl2. **a** Comparison of differential expression (DE) targets of JunB in combination with BATF or Fosl2 from RNA-Seq of 48 h Th17 cell polarization cultures with individual TF KO. Genes highlighted in *red* show DE (FDR<0.05) in both datasets, and represent the subset of genes used for subsequent analyses. Numbers in corners indicate the percentage of all significant genes that fall within that quadrant. Genes with opposing AP-1 mediated regulation fall in quadrants 1 and 3, and select genes in these categories are labeled. **b** Network representation of shared targets of JunB and BATF or Fosl2. Networks were constructed by combining RNA-Seq and ChIP-seq data to determine direct regulatory targets. *Green* edges indicate activation, *red* edges indicate repression based on DE measured by RNA-Seq. Nodes are colored based on log2FC of DE in Th17 vs. Th0 RNA-Seq (only significantly DE nodes are included; FDR < 0.05), and are grouped based on combinatorial interactions between JunB and BATF or Fosl2 (i.e., activation:activation, activation:repression, etc.). **c** Comparison of the net effect of JunB:BATF and JunB:Fosl2 interactions on Th17-specific gene expression. Common targets were classified based on positive or negative regulatory action (ACT or REP) for each TF, then grouped based on 4 possible modes of cooperative regulation. The log2FC for DE genes (FDR<0.05) from Th17 vs. Th0 RNA-Seq is shown as a boxplot for each group. **d** Comparison of the Th17 vs. Th1 preference of activation and repression targets of Th17 TFs. Target genes were given regulatory classification as in **c**. For each category, the log2FC for genes with DE in Th17 vs. Th1 (FDR<0.05) is plotted. **e** Network representation of Th17 TF targets with functional categorization. Networks were constructed as in **b**, except with node coloring indicating log2FC of DE in Th17 vs. Th1 (FDR<0.05). Genes were classified and grouped based on molecular function. Only targets with JunB-connected edges are shown. *Dashed lines* indicated direct targets validated using ChIP-QPCR and luciferase assay that fall outside the 5 kb threshold used for global target classification

To evaluate the regulatory collaboration between JunB and Th17 cell identity factors (BATF, Fosl2, IRF4 and STAT3), we defined direct, functional targets for each TF as those that are significantly differentially expressed in TF knockout vs. wild-type RNA-seq; and for which one or more significant TF ChIP-seq peaks localize within 5 kb of the gene. The high-confidence network of TF-target interactions are visualized in Cytoscape (Supplementary Fig. 6a). JunB target genes display a high degree of co-regulation by other Th17 cell specifying TFs, with 83% regulated by at least one additional TF. Notably, AP-1 TF subnetworks reveal a striking, near-absolute activation-repression concordance by JunB and BATF, with a lesser degree of coordinate regulation by JunB and Fosl2 (Fig. 6b), consistent with the comparisons of RNA differential expression (Fig. 6a). Coherent activation or repression activity by either JunB-BATF or JunB-Fosl2 collaborations are well correlated with actual changes in gene expression in Th17 relative to Th0 cells (i.e., genes activated by both TFs are upregulated in Th17 cells) supporting dominant regulatory action by AP-1 complexes in Th17 cell differentiation (Fig. 6b, c). Conversely, in instances where JunB and Fosl2 show opposing regulation, differential gene expression upon Th17 differentiation is most consistent with JunB activity, implicating JunB as a more influential activator and repressor (Fig. 6c).

Does JunB globally silence alternative CD4^+^ T-cell programs? Direct repression targets of JunB are significantly enriched for genes that are differentially expressed in Th1 vs. Th17 polarization cultures (Th1 signature in orange; Supplementary Fig. 6b and Fig. 6d), and similarly in iTreg vs. Th17 differentiation (Supplementary Fig. 6c), supporting a role for JunB in broad silencing of Th1- and iTreg-associated loci. This strong correlation is mirrored for repression targets of BATF, IRF4, and STAT3, but not of RORγt (Fig. 6d, Supplementary Fig. 6c). Consistent with a more general role in limiting effector plasticity, Fosl2 represses genes that are upregulated in Th1, iTreg, and Th17 signatures. Focusing our analysis on functional gene classes (e.g., cytokines, receptors, and TFs) reveals a high level of coordinated regulation of global Th17 (colored *blue*), Th1, and iTreg cell signature genes by JunB, BATF, IRF4, STAT3, and Fosl2 (Fig. 6e, and Supplementary Fig. 6d). 

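Among further Th1 and Treg loci, JunB bound *Tnfsf4* most strongly, in an intron on chromosome 1 from 161406251 to 161406916, with a fold enrichment of 43.2 in experiment 1 and 40.1 in experiment 2. *Nrp1*, on chromosome 8 from 128358604 to 128503363, had 7 JunB peaks within 5 kb in experiment 1 and 12 in experiment 2, the strongest in the gene at 128420319 to 128421351 with fold enrichments of 24.1 and 33.4. *Il18r1*, on chromosome 1 from 40465552 to 40500854, had 1 peak in experiment 1 and 4 in experiment 2. The strongest, 1.92 kb from the transcription start, had a fold enrichment of 10.2 in experiment 1 and 10.8 in experiment 2.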

The concerted negative regulation is highlighted for key Th1 and Treg loci (*Ifng*, *Tbx21*, *Il18r1*,*Tnfsf4*, *Nrp1*, and *Foxp3*) among others that are upregulated upon Th1 and iTreg differentiation. JunB is also highly integrated into the global Th17 cell activation program coordinated by initiator TFs BATF, IRF4 and STAT3^14^. Indeed, the Th17 cell signature is strongly enriched among direct JunB activation targets (Fig. 6d), and JunB co-activates many of these signature genes (*Il17a*, *Il23r*, *Ccl20*, and *Rora*) in conjunction with Th17 pioneer TFs (Fig. 6e). In addition to influencing ‘master’ regulator loci, JunB directly contributes more broadly to global regulatory programs that promote Th17 cell identity and restrict alternative Th1 and Treg programs.

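By the same 5 kb rule *Ccl20*, on chromosome 1 from 83116766 to 83119167, had 2 JunB peaks in experiment 1 and 4 in experiment 2. Its strongest peak, downstream of the gene from 83123247 to 83123754, had a fold enrichment of 15.5 in experiment 1 and 17.4 in experiment 2. *Rora*, on chromosome 9 from 68653786 to 69388246, had 27 JunB peaks in experiment 1 and 47 in experiment 2. The highest fold enrichment at *Rora* was 35.2 in experiment 1, from 69155793 to 69157136, and 36.6 in experiment 2, in another peak from 69017735 to 69018840.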

### Steady-state Th17 cells are unaltered in the absence of JunB

Given the dysregulation of JunB-deficient polarization cultures, we examined whether Th17 cell differentiation was also altered in vivo. Notably, there was no difference in the proportion of IL-17A- or IFNγ-expressing steady-state CD4^+^ T cells localized to the spleen, mesenteric LNs, or small intestine lamina propria (SILP) between WT^*CD4cre*^ and KO^*CD4cre*^ mice (Fig. 7a). The frequency of SILP CD4^+^ T cells expressing RORγt or T-bet was also unaltered in JunB mutants (Fig. 7b, c). However, there was a modest reduction in the frequency and number of Foxp3^+^ Treg cells in KO^*CD4cre*^ mice in every tissue evaluated (Fig. 7d and Supplementary Fig. 7a). The decrease in Treg cells in vivo is similar to the defect observed when IL-2 is omitted from mutant iTreg cultures in vitro (Supplementary Fig. 7b). This is in contrast to the unperturbed status of IL-2 supplemented cultures (Fig. 1c), suggesting a potential non cell-intrinsic role for JunB in Treg cell development or maintenance. Accordingly, deletion of *Junb* exclusively in Foxp3^+^ cells resulted is similar frequencies of Tregs compared to control mice in secondary lymphoid organs (Supplementary Fig. 7c). Overall, steady-state CD4^+^ Th cell subsets, including homeostatic Th17 cells, were similar in WT^*CD4cre*^ and KO^*CD4cre*^ mice.

**Fig. 7:**
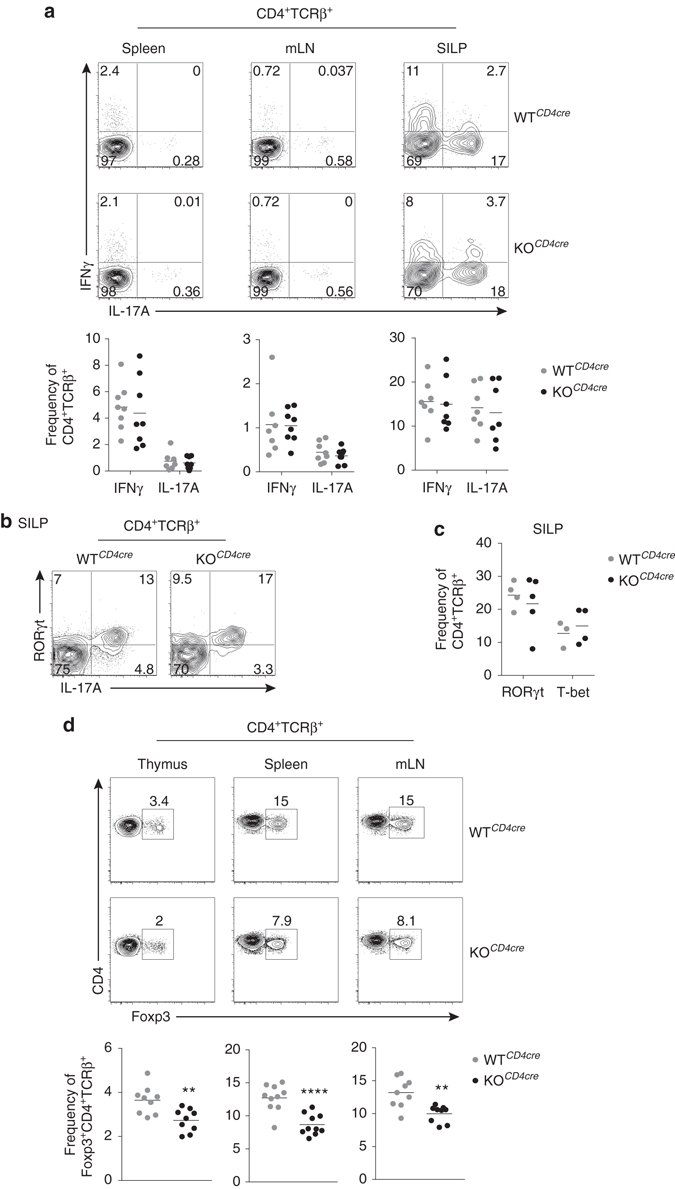
JunB is not required for homeostatic CD4^+^ Th cell differentiation. **a** Flow cytometry of intracellular IL-17A vs. IFNγ in CD4^+^TCRβ^+^ cells from the spleen, mesenteric lymph node (mLN), and small intestine lamina propria (SILP), of WT^*CD4cre*^ and KO^*CD4cre*^ mice. The frequencies of total IL-17A and IFNγ producing CD4^+^TCRβ^+^ cells from each tissue are shown. **b** Flow cytometry of RORγt and IL-17A expression in CD4^+^TCRβ^+^ cells from the SILP of WT^*CD4cre*^ and KO^*CD4cre*^ mice. **c** Frequencies of RORγt^+^ and T-bet^+^ CD4^+^TCRβ^+^ cells from the SILP of WT^*CD4cre*^ and KO^*CD4cre*^ mice are shown. **d** Flow cytometry of Foxp3 expression by CD4^+^TCRβ^+^ cells from the thymus, spleen, and mLN of WT^*CD4cre*^ and KO^*CD4cre*^ mice. Frequencies of Foxp3^+^CD4^+^TCRβ^+^ cells from each tissue are shown. **p<0.01; ****p<0.0001 (unpaired two-tailed Student’s *t*-test)

### JunB promotes Th17 cell subset stability in vivo

To evaluate the role of JunB in restricting alternative CD4^+^ T-cell programs in an inflammatory setting where Th17 cell plasticity occurs physiologically, we used the EAE mouse model of MS, which is dependent upon the activity of CD4^+^ Th cells^37^. In EAE, IFNγ^+^ encephalitogenic T cells originate nearly entirely from Th17 cells that have undergone subset conversion^11^. Notably, JunB levels decrease as *Il17a* ^ZsGreen-FM+^ CD4^+^ T cells transition from IL-17A^+^ to IL-17A^+^IFNγ^+^ or to IFNγ^+^ status post EAE induction. Consistent with in vitro differentiation cultures (Fig. 1a), JunB is more highly expressed by IL-17A- vs. IFNγ-producing CD4^+^ T cells (Fig. 8a). These trends indicate that JunB protein levels are modulated during physiological Th17 cell plasticity, suggesting that JunB is part of the mechanism that regulates effector conversions. Thus, EAE is an ideal model to evaluate the role of JunB in Th17 cell lineage stability.

**Fig. 8:**
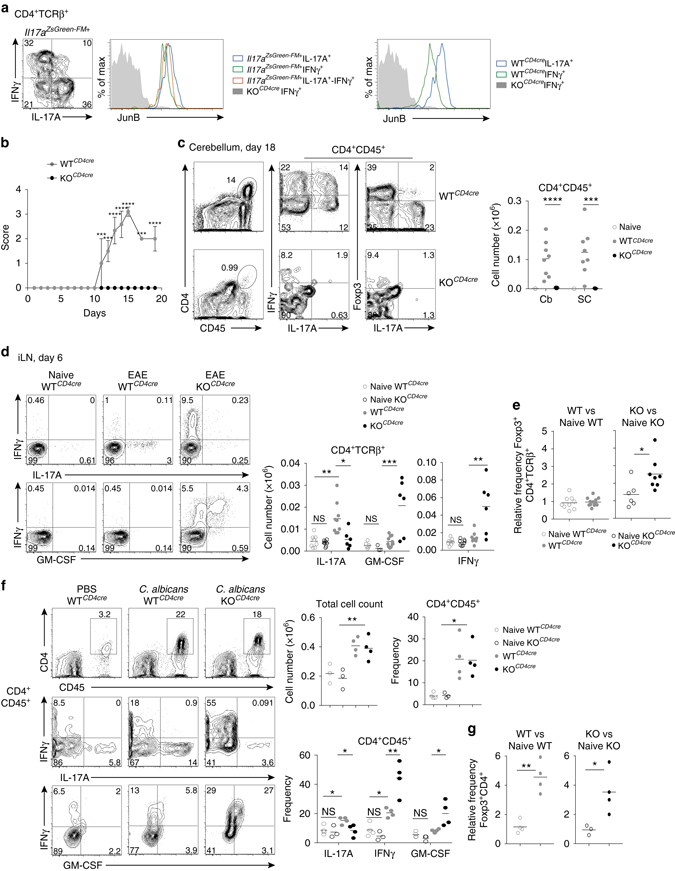
JunB promotes inflammatory Th17 cells and limits alternative CD4^+^ Th cell programs in vivo. **a** Flow cytometry of JunB expression by *Il17a* ^ZsGreen-FM+^CD4^+^TCRβ^+^ cells producing IL-17A, IFNγ, or IL-17A-IFNγ in the draining lymph node of WT^*Il17aCre*^ *R26* ^*ZS*^ mice day 6 post induction of EAE, with KO^*CD4cre*^ as a negative staining control (*left*). Flow cytometry of JunB expression in CD4^+^TCRβ^+^ IL-17A or IFNγ producing cells from the inguinal lymph node of WT^*CD4cre*^ mice, with KO^*CD4cre*^ cells as a negative staining control (*right*). Data are representative of two independent experiments. **b** WT^*CD4cre*^ and KO^*CD4cre*^ mice were injected with an emulsification of Complete Freund’s Adjuvant and MOG_35-55_ peptide and monitored for disease severity over time. Error bars represent SEM of six mice in each cohort, from three independent experiments. **c** Flow cytometry of IL-17A, IFNγ, and Foxp3 expression in CD4^+^CD45^+^ cells isolated from the cerebellum at day 18 post induction of EAE and restimulated ex vivo. Plots are representative of all mice analyzed in **a**. Total cell numbers of CD4^+^CD45^+^ cells in the cerebellum and spinal column of WT^*CD4cre*^ and KO^*CD4cre*^ mice, as well as naive control, when WT^*CD4cre*^ mice were at max score are shown. **d** Flow cytometry of cytokine production in WT^*CD4cre*^ and KO^*CD4cre*^ CD4^+^TCRβ^+^ cells from the draining lymph node of mice on day 6 post induction of EAE and restimulated ex vivo. Total cell numbers of CD4^+^TCRβ^+^ cells producing IL-17A, IFNγ, or GM-CSF are shown. ns, not significant. **e** Relative frequency of Foxp3^+^CD4^+^TCRβ^+^ cells in the draining lymph node of WT^*CD4cre*^ and KO^*CD4cre*^ mice at day 6 post-induction of EAE relative to naive mice of the same genotype. **f** *C. albicans*. cutaneous infection model in WT^*CD4cre*^ and KO^*CD4cre*^ mice. Flow cytometry of cytokine production by ex vivo restimulated CD4^+^CD45^+^ cells harvested from the skin 5 days post infection, as well as naive control. Data are compiled from three independent experiments. **g** Relative frequencies of Foxp3^+^CD4^+^CD45^+^ by ex vivo restimulated WT^*CD4cre*^ and *KO* ^*CD4cre*^ cells harvested from the skin 5 days post infection, compared to their respective naive controls. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001 (unpaired two tailed Student’s *t*-test)

Following induction of EAE, WT^*CD4cre*^ mice progressed to near-complete paralysis, whereas KO^*CD4cre*^ mice were absolutely protected from disease (Fig. 8b). Analysis of cerebellum and spinal columns at peak disease in WT^*CD4cre*^ mice, uncovered a dramatic reduction in encephalitogenic CD4^+^CD45^+^ cells infiltrating the central nervous system (CNS) of KO^*CD4cre*^ mice, precluding cellular phenotyping (Fig. 8c). This likely accounted for the lack of symptoms, and revealed an unexpected requirement for JunB for pathogenic T-cell CNS infiltration. Accordingly, genes involved in migration are enriched in the altered transcriptome of JunB-deficient Th17 cells (Supplementary Fig.3a). To assess early CD4^+^ T-cell responses, draining LNs were examined at 6 days post induction of EAE, where there is no significant difference in baseline effector profiles in naive KO^*CD4cre*^ mice (Fig. 8d). This revealed a striking dysregulation in CD4^+^ T-cell cytokine production in KO^*CD4cre*^ mice similar to that of JunB-deficient Th17 cell cultures (Fig. 8d). In particular, KO^*CD4cre*^ mice had fewer IL-17A-producing CD4^+^ T cells compared to WT^*CD4cre*^ mice, with numbers similar to naive levels (Fig. 8d). Importantly, mutant CD4^+^ T cells were not refractory to activation; rather, KO^*CD4cre*^ LNs showed a striking predominance of IFNγ- and GM-CSF-producing CD4^+^ T cells relative to WT^*CD4cre*^ EAE mice (Fig. 8d). Enhanced GM-CSF was also a feature of KO^*CD4cre*^ Th17 cell cultures in vitro (Supplementary Fig. 8a). Moreover, taking into account that Treg cells are reduced in steady-state KO^*CD4cre*^ mice, we observed a selective twofold increase in the frequency of LN Foxp3^+^CD4^+^ T cells relative to naive mice at day 6 of EAE, implying that enhanced Treg induction also occurs in vivo in the absence of JunB (Fig. 8e and Supplementary Fig. 8b). Notably, while JunB is essential for inflammatory Th17 cell induction and expression of important effector genes, JunB does not globally regulate the previously defined pathogenic Th17 cell profile^30^ (Supplementary Fig. 8c). Thus, in an inflammatory setting, JunB is essential for the induction of appropriate Th17 cell responses; for restricting alternative CD4^+^ Th and Treg programs; and for enabling pathogenic CD4^+^ T-cell CNS migration during EAE.

To assess the role of JunB in regulating lineage conversion events during inflammation, we induced EAE in WT^*Il17aCre*^ *R26* ^*ZS*^ and KO^*Il17aCre*^ *R26* ^*ZS*^ mice and tracked fate-mapped *Il17a* ^ZsGreen-FM+^ cells in vivo. Similar to KO^*CD4cre*^ mice, *Junb* deletion in *Il17a*-expressing cells resulted in a complete rescue from symptoms (Supplementary Fig. 8d). At peak disease, 50% of CD4^+^ CNS infiltrating cells in WT^*Il17aCre*^ *R26* ^*ZS*^ mice were *Il17a* ^ZsGreen-FM+^ and enriched for encephalitogenic IL-17A^+^IFNγ^+^ CD4^+^ T cells, as reported^11^ (Supplementary Fig. 8e). In contrast, although CD4^+^ T cells were identified in the CNS in KO^*Il17aCre*^ *R26* ^*ZS*^ mice, these were selectively devoid of the *Il17a* ^ZsGreen-FM+^ fraction that marks JunB-deficient cells. Unexpectedly, this specific depletion was mirrored in the draining LN early post-induction of EAE in KO^*Il17aCre*^ *R26* ^*ZS*^ vs. WT^*Il17aCre*^ *R26* ^*ZS*^ mice (Supplementary Fig. 8f), and this coincided with a dramatic elevation in the frequency of AnnexinV^+^ apoptotic cells (Supplementary Fig. 8g). While the loss of JunB-deficient *Il17a* ^ZsGreen-FM+^ T cells precluded analysis of fate conversion events, it revealed a distinct requirement for sustained JunB expression for survival of differentiated Th17 cells. Importantly, an unaltered frequency of AnnexinV^+^ cells among homeostatic SILP Th17 cells suggests that the role of JunB in Th17 cell survival is restricted to an inflammatory setting (Supplementary Fig. 8h).

In addition to the chronic inflammatory context of EAE, we employed an acute cutaneous infection model with *Candida albicans* to assess the role of JunB in an inflammatory setting where Th17 cells do not typically exhibit plasticity^11^. IL-17A-producing Th17 cells are important in the defense against *C*. *albicans* ^38, 39^. On day 5 post infection, similar frequencies of CD4^+^ cells were observed in the skin explants from WT^*CD4cre*^ and KO^*CD4cre*^ mice, both significantly enhanced relative to mock-treated controls (Fig. 8f). As expected, WT^*CD4cre*^ mice produced a balanced IL-17A/IFNγ cytokine response to *C*. *albicans* ^11^. However, comparable to our findings in the EAE model, infected KO^*CD4cre*^ mice failed to induce a Th17 cell response, instead having a proportion of IL-17A^+^ cells ressembling uninfected mice (Fig. 8f). Moreover, T-cell loss of *Junb* skewed the CD4^+^ effector profile toward a predominantly Th1 phenotype, characterized by a striking enhancement in IFNγ and GM-CSF production. This dysregulation reflects an inflammation-dependent role for JunB in effector cell generation as steady-state cytokine-producing skin CD4^+^ cells are unaltered in KO^*CD4cre*^ mice (Fig. 8f). However, as in other tissues, there is a reduction in Foxp3^+^ Treg cells in the skin of naive KO^*CD4cre*^ mice that persists post infection (Supplementary Figs. 8i and 7d), despite a similar relative expansion in WT^*CD4cre*^ and KO^*CD4cre*^ mice (Fig. 8g). The lack of increased enhancement of Treg cells in mutants relative to controls may reflect the non-supportive environment for Treg cells in KO^*CD4cre*^ mice (Fig. 7d and Supplementary Fig. 7), which is perhaps selectively exacerbated in an acute inflammatory setting of *C. albicans* infection that is inherently non-permissive to plasticity.

Taken together, the in vivo findings identify an absolute and selective requirement for JunB in the induction and maintenance of Th17 effector cells during inflammation, in the context of both chronic autoimmunity and acute infection. Coordinately, JunB serves an essential role in constraining Th1 and Treg features, suggesting that the modulation of JunB in an environment-dependent manner can permit controlled adoption of alternative effector programs.

## Discussion

Previous studies have identified the pioneer factors and transcriptional regulators required to implement the Th17 cell program downstream of TCR and cytokine signals, however, the mechanisms underlying the inherent plasticity of the Th17 cell subset are less characterized^14, 17–19^. Here, we define JunB as a novel, nonredundant regulator of global programs that support Th17 cell identity and that restrain alternative Th1 and Treg cell fates in inflammatory contexts.

Th17 cells are functionally heterogeneous. Those produced at steady-state promote intestinal barrier homeostasis and defense^4^, whereas those elicited by IL-23 exposure are pathogenic, express IFNγ and GM-CSF, and exacerbate inflammatory disease^10, 11, 40, 41^. Although all subsets are RORγt-dependent^16^, the TFs that distinguish the development of homeostatic vs. inflammatory Th17 cells are less defined. In this regard, JunB is a selective, obligatory regulator of inflammatory Th17 cell induction, but dispensable at steady-state. In contrast to Blimp-1 and RBPJ, which confer IL-23R-driven pathogenicity to Th17 cells^42, 43^, JunB restrains pathogenic IFNγ and GM-CSF production, and supports the underlying Th17 cell program. However, the selective role of JunB during inflammation does not discriminate pathogenic vs. non-pathogenic Th17 cell differentiation. Rather, JunB is necessary in the context of IL-6. JunB is essential for Th17 cell induction in the IL-6-dependent inflammatory contexts of EAE and *C*. *albicans* infection^44, 45^, but not for homeostatic IL-6-independent intestinal Th17 cell development^46^. In addition, JunB expression is upregulated by TCR activation in vitro, suggesting that the priming environment may drive unique inflammatory vs. homeostatic Th17 programs, whereby JunB differentially integrates into AP-1 complexes that program the regulatory landscape^14^.

JunB is required at distinct stages of inflammatory Th17 cell differentiation. It is necessary during initiation for robust induction of the Th17 cell effector program, and restraint of Th1 and Treg cell potentials. Thereafter, sustained JunB expression is essential to maintain identity and limit plasticity in differentiated Th17 cells. Examination of lineage conversion events in vivo were precluded by apoptosis following JunB withdrawal from *Il17a*-expressing cells. Therefore, once established, continued JunB activity supports Th17 cell viability in inflammatory environments. Notably, no CD4^+^ T-cell subset completely lacks JunB expression. Thus, whereas JunB deletion causes apoptosis, reduced levels of JunB, as observed in EAE for non-Th17 or ex-Th17 converted subsets, appear to be compatible with lineage conversion events. A similar modulation of JunB may contribute to Th17 cell transdifferentiation into pathogenic IFNγ^+^ex-Th17 cells during colitis, or into regulatory cells during resolution of inflammation^6, 13^. Lastly, JunB is obligatory for the infiltration of inflammatory CD4^+^ T cells into the CNS during EAE, but not the skin in *C. albicans* infection, impling that JunB regulates a factor that mediates CNS-specific entry. Taken together, JunB plays multiple essential roles in CD4^+^ T cells.

AP-1 complexes are fundamental to Th17 cell identity. Like JunB, Fosl2 modulates plasticity in Th17 cells^14^. Analysis of the collaboration between JunB and Fosl2 revealed both concordant and discordant regulation of shared target genes, highlighting shared and unique roles in Th17 cells. Indeed, both TFs restrain Th1 and Treg potential, however, whereas JunB predominantly activates the Th17 program, Fosl2 represses many Th17-relevant genes^14^. Conversely, the highly coincident gene regulation by JunB and BATF identifies BATF as the dominant regulatory partner for JunB in Th17 cells. Further, JunB is integrated into a broad collaboration with pioneer TFs, BATF and IRF4^14^. This encompasses both coordinate activation of Th17 lineage genes and repression of alternative Th1/Treg programs. The latter implies an unappreciated role for BATF and IRF4 in limiting alternative CD4^+^ T-cell potentials, which is otherwise masked by their absolute requirement during Th17 cell differentiation^18, 19^. Thus, it is tempting to speculate that BATF and IRF4 establish a general CD4^+^ T-cell enhancer landscape downstream of the TCR that is poised to respond to inductive cytokine signals, and exploited by various AP-1 complexes to facilitate effector switches.

Alterations in AP-1 complex composition coincide with CD4^+^ T-cell effector flexibility. In the absence of JunB, the binding of BATF, IRF4, and Fosl2 are largely unaltered at effector loci, whereas JunD binding is significantly elevated, suggesting that JunD replaces JunB in AP-1 complexes and alters regulatory dynamics. Accordingly, this coincides with a repression-to-activation switch at Th1- and Treg-promoting loci, suggesting antagonistic roles for JunB and JunD, consistent with their regulation of *Il4* expression in Th2 cells^47^. Moreover, TFs such as BACH2, the global repressor of CD4^+^ T-cell effector programs^48^, may collaborate with JunB in restricting alternative fates. Indeed, in CD8^+^ T cells, BACH2 impedes access of JunD to enhancers of terminal differentiation effector loci and prevents their aberrant activation^49^. A similar mechanism may regulate JunD function in Th17 cells, where extensive colocalization with p300 implies a dominant activating role for JunD. However, at Th17-relevant loci (e.g., *Il17a*), which are downregulated in JunB deficiency, JunD activity may be countered by the concomitant derepression of the Th17 cell negative regulator, IRF8^35^. The capacity of IRF8 to replace IRF4 in AP-1 complexes suggests a mechanism for the downregulation of *Il17a* and other Th17 cell-defining loci repressed by IRF8. Altogether, this supports the model that dynamic changes in AP-1 complex and co-regulator composition coordinates the loss of Th17 cell effector function with the acquisition of alternative fates during lineage conversion.

Silencers are conserved elements that permit context-dependent expression of target loci. Capitalizing on the role of JunB as a plasticity regulator, we identified novel silencers at *Ifng*, *Foxp3*, and *Irf8* where negative regulation by JunB is central to maintenance of Th17 cell effector status. It is tempting to speculate that the coordinated loss of JunB activity at a network of such silencers facilitates transdifferentiation by simultaneously reversing the restriction of alternative potentials (e.g., via *Foxp3*, and *Ifng*) and releasing antagonists of Th17 cell identity (e.g., *Irf8*). Although there are examples of silencers that enforce long-term lineage identity (e.g., *Cd4* ^50^, and *Zbtb7b* ^51, 52^), those elements that underlie plasticity by permitting flexible changes in expression between CD4^+^ T-cell states are undefined. An interesting candidate is *Ifng* CNS-18, implicated as an enhancer in Th1 cells^53^, and here, as a potent silencer in Th17 cells. Such dual-activity elements have been described^54, 55^. Encompassing activating and repressive functions in single *cis* elements proposes a mechanism for efficient toggling between effector states in changing environments.

The mechanisms governing Th17 cell plasticity in immunity and autoimmunity are unclear. Here, we identify JunB as an obligatory regulator of Th17 cell stability that promotes the development of inflammatory Th17 cells and restricts flexibility towards alternative effector and regulatory programs. Targetted modulation of JunB to attenuate conversion to pathogenic Th17 cell subtypes, or rather, to promote transdifferentiation to anti-inflammatory regulatory cells presents possible avenues for therapeutic intervention in disease.

## Methods

### Mice

Mice encoding a conditional *Junb* floxed allele were obtained from Erwin Wagner (CNIO, Spain), and backcrossed at least five generations onto the C57BL/6 background. *Junb* ^*fl/fl*^ mice were bred with CD4cre^29^ and *Il17a* ^*Cre*^deleter strains^29, 11^, allowing for pan T-cell deletion or Th17 cell deletion, respectively (Jackson Laboratory). To enable tracking of *Il17a* ^*Cre*^ activity, mice encoding a *loxP-STOP-loxP-ZsGreen* conditional allele in the ubiquitous *Rosa26* locus^32^ (Jackson Laboratory), were bred to *Junb* ^*fl/fl*^ mice in order to obtain *Junb* ^*fl/fl*^ *Il17a* ^*Cre+/*−^ *R26* ^*ZS+/*−^ mice. *Junb* ^*fl/fl*^CD4cre mice were also mated with mice harboring a conditional *Irf8* floxed allele, to generate *Junb* ^*fl/fl*^ *Irf8* ^*fl/+*^CD4cre mice (Jackson Laboratory). For deletion in Treg cells, *Junb* ^*fl/fl*^ mice were bred with *Foxp3* ^YFP-Cre^ mice (Jackson Laboratory). C57Bl/6 wild-type mice were obtained from Taconic Biosciences. Experimental mice were between 7 and 12 weeks of age, with no preference to gender. Sample size was chosen using Mead’s equation to ensure adequate power. No blinding or randomization was used. Mice were maintained in specific-pathogen-free conditions at Duke University and all experiments were performed with permission from and in accordance with the guidelines of the Duke Institutional Animal Care and Use Committee.

### Cell culture

Naive CD4^+^ T cells were sort-purified from pooled spleen and lymph nodes, using the MoFlo XDP (Beckman Coulter). In short, red blood cells were removed by incubation with ACK lysis buffer (Lonza), and the resultant single cell suspensions enriched for CD4^+^ T cells using depletion-based magnetic separation (MagniSort Mouse CD4 T Cell Kit; eBioscience; 8804-6821-74), in accordance with the manufacturer’s protocol. Thereafter, cells were surface stained with antibodies specific for CD4, CD25, CD44, and CD62L, and sorted to isolate CD4^+^CD25^−^CD44^+/lo^CD62L^+^ naive T cells. The sort-purified naive CD4^+^ T cells were cultured in 12-, 24-, or 48-well plates coated with anti-hamster IgG secondary antibody (MP Biomedicals), in IMDM supplemented with 10% FBS, penicillin (10 U/ml), streptomycin (10 μg/ml), glutamine (2 mM), gentamicin (50 μg/ml), and β-mercaptoethanol (55 μM) (complete IMDM). For TCR stimulation, cultures were provided with anti-CD3ε (145^−^2C11; 0.25 μg/ml) and anti-CD28 (37.51; 1 μg/ml). Cultures were also supplemented with anti-IL-4 (1B11; 2 μg/ml) and anti-IFNγ (XMG1.2; 2 μg/ml), in addition to IL-2 (50 U/ml) for Th0 cell conditions; IL-6 (1.25 ng/ml) and TGFβ1 (0.3 ng/ml) for Th17 cell conditions; IL-6 (1.25 ng/ml), IL-1β (20 ng/ml), and IL-23 (25 ng/ml) for pathogenic Th17 cell conditions; or TGFβ1 (5 ng/ml) and IL-2 (50 U/ml) for iTreg conditions. In Th1 cell polarizing conditions, cultures were supplemented with anti-IL-4 (2 μg/ml) and IL-12 (10 μg/ml), while Th2 cell cultures included anti-IFNγ (2 μg/ml) and IL-4 (2 ng/ml). After 72 h, Th1 and Th2 cell cultures were removed from TCR stimulation and supplemented with IL-2 (50 U/ml), while Th0, Th17, and iTreg cell cultures continued to receive TCR stimulation. If maintained past 72 h, blocking antibodies were omitted from all five culture conditions upon passaging. The WT^*Il17aCre*^ *R26* ^*ZS*^ and KO^*Il17aCre*^ *R26* ^*ZS*^ starter Th17 cell culture conditions used to assess lineage conversion, were the same as above, as were the Th17, Th0, iTreg, and Th1 cell conditions used to plate the sort-purified *Il17a* ^*ZsGreen-FM+*^ cells. All antibodies and cytokines were purchased from eBioscience unless otherwise indicated.

### Isolation of cells from tissues

Single cell suspensions of the thymus, spleen, and lymph nodes were obtained by mechanical disruption of the tissues through a 40 μm cell strainer (Falcon). To isolate leuckocytes from the small intestine lamina propria (SILP), the small intestine was harvested, fat removed, Peyer’s patches excised, and luminal contents expelled. The intestine was cut into 1–2 cm pieces and shaken in PBS containing 1 mM DTT to remove mucus. The intestinal pieces were then transferred to PBS supplemented with 5 mM EDTA and 10 mM Hepes, and incubated twice at 37 °C for 10 min with rotation, to remove the epithelial cell layer. After the second incubation, intestinal pieces were collected and washed with HBSS. Pieces were transferred to HBSS supplemented with collagenase D (1 mg/ml; Roche), DNaseI (0.1 mg/ml; Sigma), and dispase (0.1 U/ml; Worthington), and subsequently, minced with scissors and incubated in the digestion cocktail at 37 °C for 25 min with rotation. The intestinal suspension was passed through a 100 μm cell strainer and a discontinuous 40:80 Percoll gradient used to further remove epithelial cells and debris. Percoll gradient separation was performed by centrifugation at 2200 rpm for 22 min at room temperature, with no brake. SILP lymphocytes were collected at the Percoll interphase, washed, and resuspended in complete IMDM, followed by stimulation and flow cytrometic analysis as detailed above.

### Antibodies and flow cytometry

To analyze cytokine production, cultured or primary cells were incubated in complete IMDM with phorbol 12-myristate 13-acetate (PMA; 50 ng/ml; Sigma) and ionomycin (500 ng/ml; Sigma), in the presence of GolgiStop (BD) for 4 h, in a 37 °C tissue culture incubator. Single cell suspensions were surface stained with flourochrome-conjugated antibodies in PBS containing 0.5% BSA and 2 mM EDTA (staining buffer) for 30 min at 4 °C. Primary cells were blocked with anti-FcγR (93; Biolegend), prior to staining surface markers. To allow for the exclusion of dead cells in all analyses, a fixable viability dye (eBioscience) was included with the surface staining. For live cell flow cytometric analysis or cell sorting, cells were washed twice and resuspended in staining buffer. For intracellular staining, cells were washed twice with staining buffer and resuspended in Fixation-Permeabilization solution (Foxp3/Transcription Factor Staining Buffer Set; eBioscience; 00-5523-00), with subsequent intracellular staining performed as detailed in the protocol provided with the kit. For surface staining, antibodies were purchased from eBioscience against the following antigens: CD4 (RM4-5; 1 : 500), CD8α (53-6.7: 1 : 500), TCRβ (H57-597; 1 : 500), CD69 (H1.2F3; 1 : 200), and CD45 (30-F11; 1 : 500). Antibodies were also purchased from eBioscience for intracellular staining of the following antigens: IL-17A (eBio17B7; 1 : 400), IFNγ (XMG1.2; 1 : 400), Foxp3 (FJK-16S; 1 : 200), T-bet (eBio4B10; 1 : 300), GM-CSF (MP1-22E9; 1 : 200), IRF8 (V3GYWCH; 1 : 200), RORγt (B2D; 1 : 100), and IL-4 (11B11; BD; 1 : 100). For detection of JunB, an unconjugated primary antibody (C-11; sc-8051x; 1 : 2000) from Santa Cruz was used in combination with a fluorescence-labeled secondary anti-mouse IgG (M1-14D12; 1 : 600). AnnexinV staining (Annexin V Apoptosis Detection Kit; eBioscience; 88-8006-74) was performed prior to fixation and in accordance with the manufacturer’s protocol provided. For analysis of cell proliferation, cells were labeled with CFSE (Cell Trace CFSE Cell Poliferation Kit; Life Technologies; C34554) according to the protocol provided by the manufacturer and cultured in Th17 cell polarizing conditions for 72 h. All antibodies were purchased from eBioscience unless otherwise indicated. Cells were acquired on a BD FACSCantoII and then analyzed with FlowJo software (Tree Star).

### Western blot

For immunoblot of JunB, WT^*CD4cre*^ naive CD4^+^ T cells were cultured for 5 days in Th17, iTreg, Th1, or Th2 polarizing conditions. KO^*CD4cre*^ naive CD4^+^ T cells were also cultured in Th17 cells conditions as a negative control. On day 5, cells were harvested, resuspended in RIPA lysis buffer (25 mM Tris, 150 mM Nacl, 1% NP-40, 1% sodium deoxycholate, and 0.1% SDS), and incubated at 4 °C for 30 min with rotation. Lysates were sonicated and subsequently centrifuged to remove debris. Equivalent masses of protein were mixed with LDS sample buffer (Invitrogen), separated on a 10% acrylamide gel, and transferred to PVDF membrane. Membranes were blocked with TBST containing 5% nonfat dry milk, and subsequently, incubated with anti-JunB (N-17; sc-46x; 1 : 2000) or anti-Actin Ab-5 (C4/actin; BD Transduction laboratories; 1 : 2000) as a loading control. ECL western blotting substrate (Thermo Fisher Scientific) was used in accordance with the manufacurer’s instructions, for detection of horseradishperioxidase labeled secondary antibodies.

### Luciferase assay

Select JunB-bound regions within the *Il17a*, *Irf8*, *Tbx21*, *Ifng*, and *Foxp3* loci were assessed by dual luciferease reporter assays for enhancer and silencer activity by cloning the sequences upstream of a minimal promoter driving a luciferase gene (pGL4.21[luc2/minP]) or a characterized enhancer from the Il17a locus (CNS-5) cloned into pGL4minP, respectively^34^. Primers used for cloning are available in Supplementary Table 3. Sort-purified naive CD4^+^ T cells were cultured for 48 h in Th17 cell polarizing conditions (20 ng/ml IL-6 and 0.3 ng/ml TGFβ), and subsequently, harvested for electroporation. In short, 2.5−5 × 10^6^ cells were incubated on ice in 500 μl RPMI with 2 μg pCMVRL and 10 μg pGL4 construct, empty or encoding a JunB-bound region. Cells were electroporated using a BioRad GenePulser II at 325 V and 960 μF, and subsequently, placed back on ice for 10 min to recover. Cells were transferred to prewarmed Th17 cell culture medium, and harvested 20 to 24 h later. Luciferase assays were performed using the Dual Luciferase Reporter Assay System (Promega; E1910). For each sample, firefly luciferase measurements were normalized to renilla luciferase readings and data presented as fold change over empty pGL4minP or CNS-5-pGL4minP, as appropriate.

### Chromatin immunoprecipitation

Naive CD4^+^ T cells were sorted as CD25^−^CD44^lo/−^CD62L^+^ and cultured under Th17 cell polarizing conditions (20 ng/ml IL-6 and 0.3 ng/ml TGFβ) for 48 h. For each ChIP, 8 million Th17 cells were cross-linked with 1% paraformaldehyde for 10 min at room temperature. Chromatin was isolated by sequential resuspension in Farnham Lysis and RIPA buffers, and subsequently, fragmented with a Vibra-Cell VCX130PB (Sonics & Materials). For immunoprecipitation, anti-mouse IgG1 or protein G Dynabeads were incubated overnight at 4 °C with 10 μg anti-JunB (N-17; sc-46x), anti-JunB (C-11; sc-8051x), anti-BATF (WW8; sc-100974), anti-IRF4 (M-17; sc-6059x), anti-Fra2 (Q-20; sc-604x), or anti-JunD (329; sc-74x). The labeled beads were subsequently washed and incubated overnight with the sonicated chromatin preparation at 4 °C. After immunoprecipitation, the protein-DNA crosslinks were reversed by heating at 65 °C, followed by proteinase K and RNase A treatment. DNA was purified by extraction with Phenol/Chloroform/Isoamyl Alcohol and amplified by QPCR with primers specific for JunB-bound regions of interest at the *Il17a*, *Irf8*, *Tbx21*, *Ifng*, *Foxp3*, and *Il23r* loci, as well as an irrelevant region within each locus. Biological replicates were performed for each ChIP. Primers used can be found in Supplementary Table 4.

### Quantitative real-time PCR

RNA was extracted with Trizol, from sort-purified naive CD4^+^ T cells or naive CD4^+^ T cells cultured under Th0, Th17, iTreg, Th1, or Th2 cell conditions. The RNA was reverse transcribed using SSRTIV (Invitrogen; 18091050) according to the manufacturer’s protocol. The resultant cDNA served as the template for amplification of genes of interest and housekeeping gene (*Actb*), by QPCR using iQ SYBR Green Supermix (Bio-Rad Laboratories). Primers used can be found in Supplementary Table 2. Relative expression was calculated using the ΔCT method.

### EAE induction

To induce EAE, mice were injected subcutaneously at three locations on day 0 with 200 μg MOG_35-55_ peptide (United Biosystems) emulsified in CFA supplemented with 2 mg/ml heat-killed *Mycobacterium tuberculosis* (VGD, Inc./Voigt Global). On days 0 and 2, mice were also injected intraperitoneally with 200 ng of pertussis toxin (List Biologicals). Mice were assessed daily for symptoms and scores were assigned as follows: 0, no symptoms; 0.5, limp tail tip; 1.0, limp tail; 1.5, quick recovery after inversion; 2.0, cannot recover after inversion; 2.5, one weak/partially paralyzed hind leg; 3.0, two weak/partially paralyzed hind legs; 3.5, complete hind and partial front paralysis; 4.0, complete hind and front paralysis. Mice that reached score 4.0 were deemed moribund and euthanized. Leukocytes from the cerebellum and spinal column of mice with a score of 2.5 to 3.5 were harvested for phenotyping by flow cytometry. Briefly, mice were perfused with PBS containing 5 mM EDTA. The cerebellum was removed and placed in PBS supplemented with 1% FBS and 1 mM Hepes (PFH). The spinal column was expelled with PFH, using a 21 G needle affixed to a 20 mL syringe, and also placed in PFH. Following mincing, samples were digested in PFH containing 10 mg/ml collagenase D for 30 min in a 37 °C tissue culture incubator, and EDTA added to a final concentration of 12.5 mM to terminate the digestion. The digests were subsequently aspirated through a 3 ml syringe with 18 G needle and filtered through a 100 μm cell strainer. Cells were washed once with PFH, resuspended in 38% Percoll solution, and pelleted at 2000 r.p.m. for 30 min at RT with no brake. The cell pellet was washed once with PFH and resuspended in complete IMDM, followed by stimulation and flow cytrometic analysis as detailed above.

### Cutaneous infection with *Candida albicans*

*C. albicans* strain SC5314 was kindly provided by the laboratory of Dr. Joseph Heitman. They were grown in YPD medium at 30 °C overnight for yeast morphology, and the next day diluted to OD_600_ of 0.6 and cultured until OD_600_ reached 1.5^44^. The *C. albicans* was washed once with PBS, and resuspended to infect each mouse with 2 × 10^8^ yeast in 50 μl PBS. An ~2 cm^2^ region of the ventral skin was plucked and scotch tape used to abraize the region. The 50 μl *C. albicans* suspension was subsequently applied to the skin. On day 5 post infection, mice were euthanized and leukocytes isolated from the infected skin for phenotyping by flow cytometry. Briefly, the infected skin was excised and minced in complete IMDM. The tissue was digested for 1 h at 37 °C in complete IMDM supplemented with Collagenase D (1 mg/ml), dispase (5 U/ml), and DNase I (0.1 mg/ml). The digests were subsequently filtered through a 100 μm cell strainer and the cells washed once with PBS. The cells were then resuspended in 38% Percoll solution, and pelleted at 2000 r.p.m. for 30 min at RT with no brake. The cell pellet was washed once with PBS and resuspended in complete IMDM, followed by stimulation and flow cytrometic analysis as detailed above.

### Statistical analysis

A standard unpaired two tailed Student’s *t* test was used, unless otherwise stated, to determine the statistical probability of the difference observed between two populations of cells in our phenotyping analyses (GraphPad Software): *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. Parametric tests were used when variance between groups was similar, as determined by F-tests; however, when variance was significantly different non-parametric tests were performed.

### Library preparation and sequencing

RNA was purified from Th cultures for RNA-Seq using the Trizol method and used directly for library preparation. For ChIP-Seq, the same general ChIP protocol (see above) was used with some modifications. Briefly, 4 × 10^7^ Th17 cells were cross-linked and the resulting sonicate was subjected to immunoprecipitation using 10 μg of anti-JunB (N-17; sc-46x), anti-JunB (C-11; sc-8051x), or anti-JunD (329; sc-74x). Following reverse-crosslinking, ChIP and input samples were processed to obtain purified DNA as described^56^.

Raw material (RNA or DNA) was provided to the Duke Center for Genomic and Computational Biology for library preparation and sequencing. Sample integrity was first verified for quality using an Agilent Bioanalzyer. Libraries were then prepared for RNA-Seq using a Kapa Stranded mRNA-Seq Kit (Kapa Biosystems; Cat # KK8420), or for ChIP-Seq using a Kapa Hyper Prep Kit (Kapa Biosystems; Cat # KK8504). Libraries were then run on an Illumina HiSeq 2500 to generate 50 bp single-end reads. Sequence read quality was subsequently verified using FastQC, and only high-quality samples were used for downstream analysis.

### Sequence read alignment

Raw sequence data was either generated in house (*Junb* KO RNA-Seq and JunB ChIP-Seq) or downloaded from the NCBI SRA database (see Supplementary Data 1 for full listing of datasets used). For RNA-Seq experiments, raw sequence reads were aligned to the *Mus musculus* mm10 genome using the gapped-read alignment software Tophat2 (ver. 2.0.13), with the following parameters: “-a 10 -g 20—no-novel-juncs -G”^57^ using UCSC mm10 genes as a transcriptome reference. For ChIP-Seq experiments, raw sequence reads were aligned to the *Mus musculus* mm10 genome using Bowtie2 (ver. 2.2.5), with the setting “-k 1”^58^.

### Differential expression analysis

Reads were assigned to features found in the UCSC mm10 genome annotation and counted using the “count” function from the HTseq package (ver. 0.6.1), with options “-s no -m union”^59^. Raw feature counts were then analyzed for differential expression using the edgeR (ver. 3.16) software package^60^. Briefly, within each comparison, raw counts were filtered to remove genes with less than 1 count per million reads in at least two of the samples analyzed. Filtered counts for biological replicates were then used to sequentially estimate library size and dispersion by calling the estimateSizeFactors(), estimateCommonDisp(), and estimateTagwiseDisp() functions. Finally, differential expression testing was performed on normalized counts using the exactTest() function to generate a differential expression table, including log2 fold-change and FDR-adjusted *p*-values (Benjamini-Hochberg method) used in subsequent analyses. Genes were considered significantly different if having an FDR-adjusted *p*-value<0.05. Two independent biological samples were used for analysis.

### Peak calling, annotation, and visualization

Aligned ChIP-Seq reads were used for peak calling with MACS2 (ver. 2.1.0.20150731) with settings “-g mm -q 0.0005 -m 15 50—bw = 200”^61^. Called peaks were then mapped to genes using the “map_chip_peaks” script from the scorchR package, with scripts updated to accept MACS2 input^14^. Peaks were considered “associated” with a given gene if their summits fell within 5 kb up or downstream of the gene body, the boundaries of which were determined by transcription start and end sites. Putative *cis* regulatory modules were identified from combined MACS outputs and binned into 8-clusters for visualization as a heatmap using scorchR^14^. For the visualization of ChIP-Seq tracks, igvtools (Broad Institute) was used to generate TDF visualization files using the parameters “count -z 10 -w 10 -f mean”, which were subsequently viewed in the Integrative Genomics Viewer (IGV; Broad Institute). Two independent biological samples were analyzed producing similar results.

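For JunB the 2 samples were the libraries made with the N-17 and C-11 antibodies, so the antibody and the experiment changed together. Of the peaks of experiment 1, 94.8% overlapped a peak of experiment 2 (21772 of 22975, with a 95% Wilson confidence interval that starts at 94.5%), and 58.2% of the peaks of experiment 2 overlapped one of experiment 1 (21371 of 36742, 95% Wilson confidence interval 57.7 to 58.7%). Peaks found in one experiment only were weaker, with a median fold enrichment of 5.73 against 8.68 in experiment 1 and of 5.01 against 9.86 in experiment 2. With the number of peaks made equal, by keeping the strongest of the larger set, the shares came to 83.6% and 81.7%.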

### Differential ChIP-seq and overlap analysis

For JunD ChIP samples, peaks were called using the MACS2 parameters “-q 0.01 –m 5 50” selected as the most stringent values which included ChIP-qPCR validated regions. 

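The headers of the 4 deposited JunD peak files state a q-value cutoff of 0.0005 and a model fold range of 15 to 50, the same as for the JunB files. The weakest peak kept in each JunD library had a −log10 q between 3.31 and 3.41. At a −log10 q of at least 10, 4012 and 124 JunD peaks remained in WT CD4cre experiments 1 and 2, and 11132 and 6471 in KO CD4cre.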

Differential binding analysis was performed with the DiffBind (ver. 2.0.9) Bioconductor package using default settings with statistical analysis of differentially-bound regions performed using the integrated edgeR analysis. Regions having FDR<0.05 were considered differential binding events. JunB co-bound regions were defined as those differentially-bound regions having at least 1 base overlap with JunB ChIP-seq peaks as reported by MACS2 (above). For occupancy comparison by venn diagram, the DiffBind “dba.plotVenn” tool was used to compare overlapping peaks from the individual Jun family member data sets for which the largest number of peaks were called by MACS2 (highest signal-to-noise).

### Microarray analysis

Publicly available microarray data was downloaded from GEO and analyzed in R using several packages available from Bioconductor. Briefly, data was read in using “simpleaffy” (ver. 2.48.0) and normalized using “gcrma” (ver. 2.44.0). Normalized data was filtered to remove control probes and low expression data using default settings of the “nsFilter” function. Differential expression analysis was performed using “limma” (ver. 3.28.21) with the “eBayes” function, default settings. Genes having an FDR<0.05 were considered differentially expressed.

### Gene set enrichment analysis

Gene sets used in gene set enrichment analysis (GSEA) were generated by taking the top 100 upregulated or downregulated genes (sorted by p-value) from edgeR DE analyses of RNA-Seq data comparing Th1 or iTreg cells with Th17 cells (for Th1 and iTreg signatures), and Th17 to Th0 (for the Th17 signature). Each gene in the *Junb* ^*+/+*^ *CD4cre* vs. *Junb* ^*fl/fl*^ *CD4cre* DE data set was assigned a rank by taking the −log10 of the DE *p*-value and multiplying by the sign of the log2 fold-change for that gene. The ranked dataset was then analyzed for enrichment of either Th1 or iTreg signatures using the java-based GSEAPre-Ranked utility, with the options “Number of permutations = 10,000”, and “Enrichment statistic = weighted”.

### Pathway analysis

 Ingenuity canonical pathway analysis (IPA, Qiagen), was performed on significantly differentially regulated genes with an FDR<0.01 based on edgeR DE analysis of RNA-Seq data comparing *Junb* ^*+/+*^ *CD4cre* vs. *Junb* ^*fl/fl*^ *CD4cre* Th17 cell differentiation cultures. This list included a total of 480 genes. Enriched pathways with a significance threshold of *p*<0.05 were reported.

### Network creation, analysis, and visualization

 Custom scripts were used to integrate RNA-Seq and ChIP-Seq outputs to compile a network of direct targets of transcription factors. Briefly, for each transcription factor-knockout RNA-Seq experiment (*Junb*, *Batf*, *Stat3*, *Irf4*, *Rorc*, and *Fosl2*), all differentially expressed genes (FDR<0.05) were added to the network and classified as “DIRECT” targets if at least one ChIP-Seq peak was found within 5 kb of the gene body, or “INDIRECT” if no proximal ChIP-Seq peaks were found. Targets were also classified as either “activation” targets (if gene expression was decreased in TF-KO), or “repression” targets (if gene expression was increased). The resulting network was visualized using Cytoscape (ver. 3.4), where various differential expression datasets comparing in vitro differentiated T helper subsets were layered into the analysis for node coloring as indicated^62^. For certain validated targets with ChIP-Seq peaks falling outside the 5 kb threshold (Ifng, Irf8, and Tbx21) “DIRECT” network edges were added manually. In addition, the resulting network table was used to analyze the net effect of transcription factor regulatory pairs on subset-preferential gene expression by comparing differences in log2 fold-change of significant targets using custom scripts in R.

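In JunB experiment 1 none of these 3 genes had a peak within 5 kb. In experiment 2 *Ifng* had 2, with a fold enrichment of 5.65 for the stronger, and *Tbx21* had 1, with 3.79, while *Irf8* had none. Within 50 kb, *Tbx21* had 9 JunB peaks in experiment 1 and 11 in experiment 2. Of the 20 genes named in connection with these factors, 17 had a JunB peak within 5 kb in experiment 1 and 19 in experiment 2.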

### Code availability

All code is available upon request from the corresponding author.

### Data availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession code GSE98414. Other sequence data referenced in this study are listed in Supplementary Data 1. All other data that support the findings of this study are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary information

Supplementary Data

# Supplementary material for: JunB promotes Th17 cell identity and restrains alternative CD4+ T-cell programs during inflammation
**Source:** Nat Commun. 2017 Aug 21;8:301. doi: 10.1038/s41467-017-00380-3
**Supplement:** Supplementary file 1 — Supplementary information

Title of file for HTML: Supplementary Information  
Description: Supplementary Figures, Supplementary Tables

Title of file for HTML: Supplementary Data 1  
Description: NGS Datasets

Supplementary Figure 1.

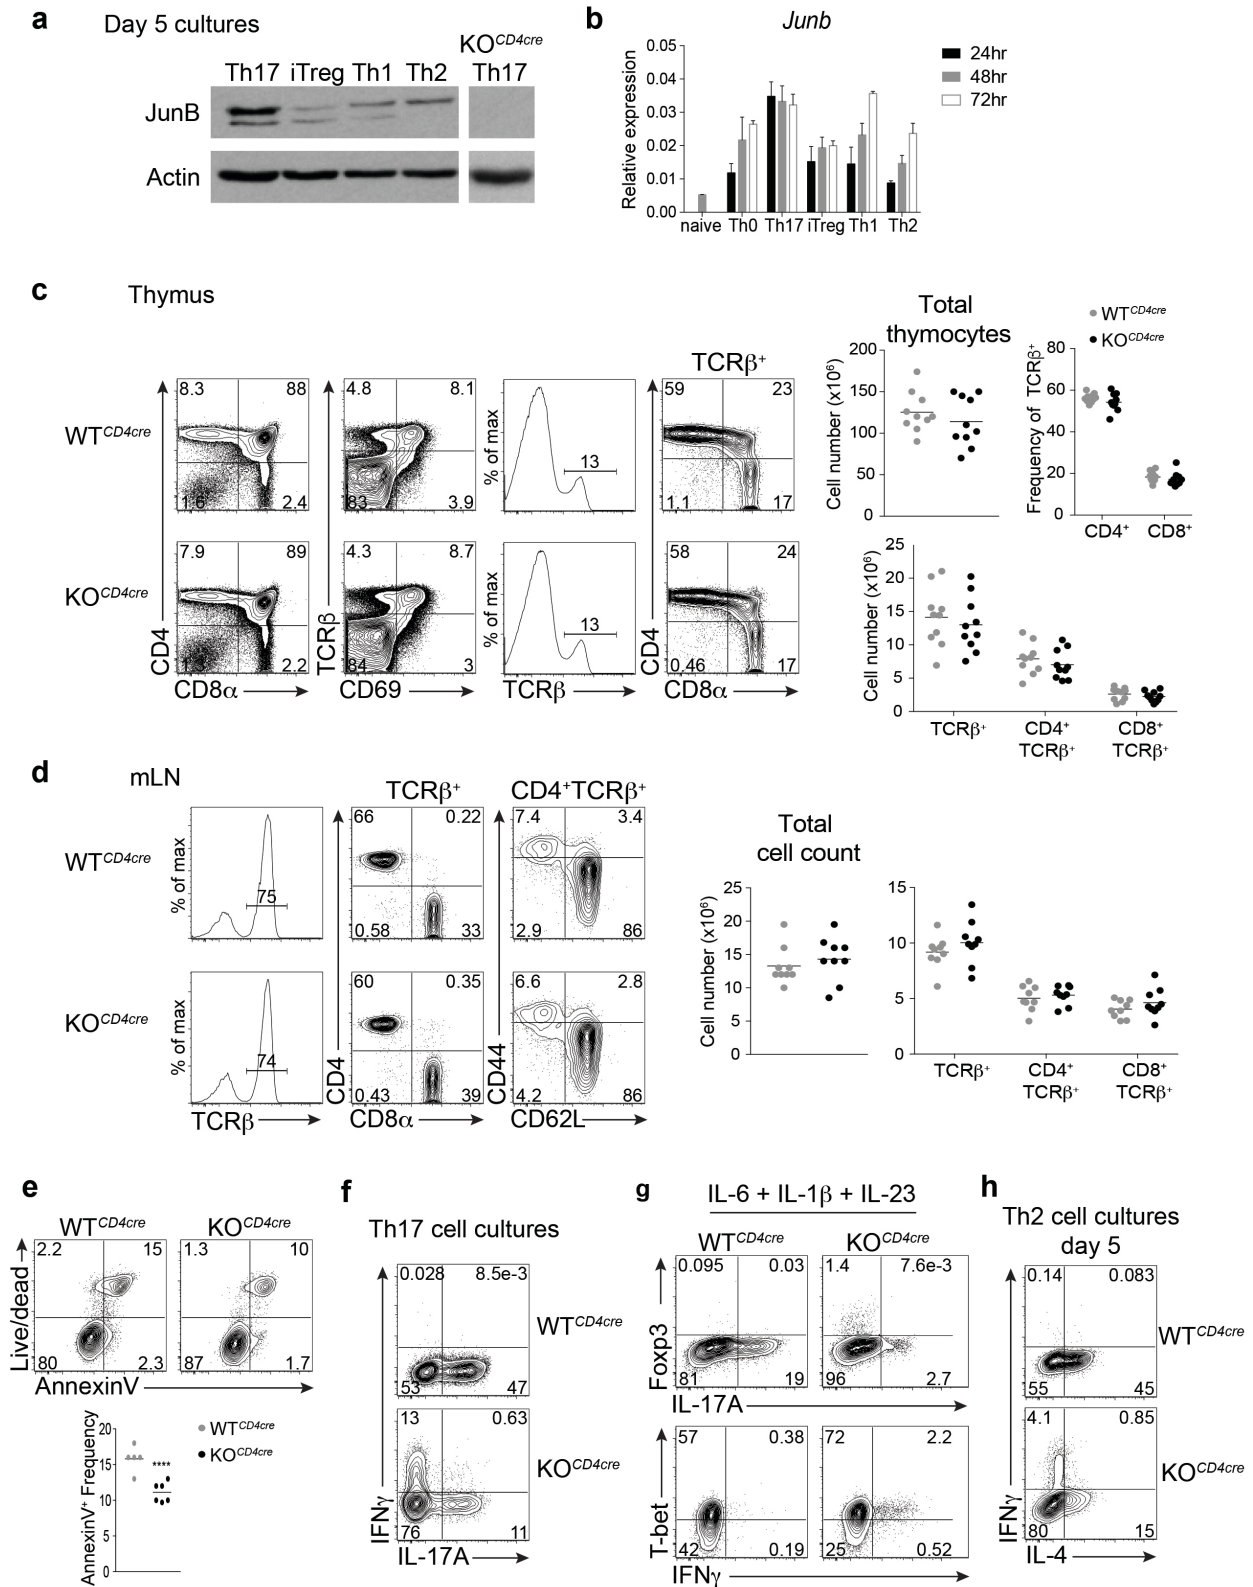

**Supplementary Figure 1. JunB is dispensable for conventional CD4<sup>+</sup> αβ T cell development.** (a) Western blot analysis of JunB in lysates from WT<sup>CD4<sup>cre</sup></sup> naïve CD4<sup>+</sup> T cells cultured under Th17 (75% IL-17A<sup>+</sup>), iTreg (71% Foxp3<sup>+</sup>), Th1 (75% IFNγ<sup>+</sup>), or Th2 (40% IL-4<sup>+</sup>) polarizing conditions and KO<sup>CD4<sup>cre</sup></sup> naïve CD4<sup>+</sup> T cells cultured under Th17 polarizing conditions for 5 days, with Actin as a loading control. Data are representative of two independent experiments. (b) Quantitative PCR (QPCR) analysis of the expression of *Junb* transcript in WT<sup>CD4<sup>cre</sup></sup> naïve CD4<sup>+</sup> T cells and WT<sup>CD4<sup>cre</sup></sup> Th0, Th17, iTreg, Th1, and Th2 cells at 24, 48, and 72 hours post polarization. RNA expression is presented relative to *Actb* expression. Error bars represent SEM of two independent experiments. (c) Flow cytometry of thymocytes from WT<sup>CD4<sup>cre</sup></sup> and KO<sup>CD4<sup>cre</sup></sup> mice, stained for TCRβ, CD4, CD8α, and CD69. Total thymocyte counts, frequencies of CD4<sup>+</sup>TCRβ<sup>+</sup> and CD8<sup>+</sup>TCRβ<sup>+</sup> thymocytes, and total numbers of TCRβ<sup>+</sup> mature thymocytes are shown. (d) Flow cytometry of cells from the mesenteric lymph nodes (mLN) of WT<sup>CD4<sup>cre</sup></sup> and KO<sup>CD4<sup>cre</sup></sup> mice, stained for TCRβ, CD4, and CD8α. Total cell counts and numbers of TCRβ<sup>+</sup> cells are shown. (e) IL-17A versus IFNγ expression in restimulated 72h Th17 cell cultures shown in Fig. 1c. (f) AnnexinV staining in IL-17A<sup>+</sup> cells at 72h post Th17 cell polarization. Frequency of AnnexinV<sup>+</sup> cells is displayed. (g) Flow cytometry of WT<sup>CD4<sup>cre</sup></sup> and KO<sup>CD4<sup>cre</sup></sup> naïve CD4<sup>+</sup> T cells cultured under pathogenic (IL-6, IL-1β, and IL-23) Th17 cell polarizing conditions for 72 hours followed by restimulation. Data are representative of three independent experiments. (h) Flow cytometry of WT<sup>CD4<sup>cre</sup></sup> and KO<sup>CD4<sup>cre</sup></sup> naïve CD4<sup>+</sup> T cells cultured under Th2 polarizing conditions, for 5 days followed by restimulation. Data are representative of three independent experiments.

Supplementary Figure 2.

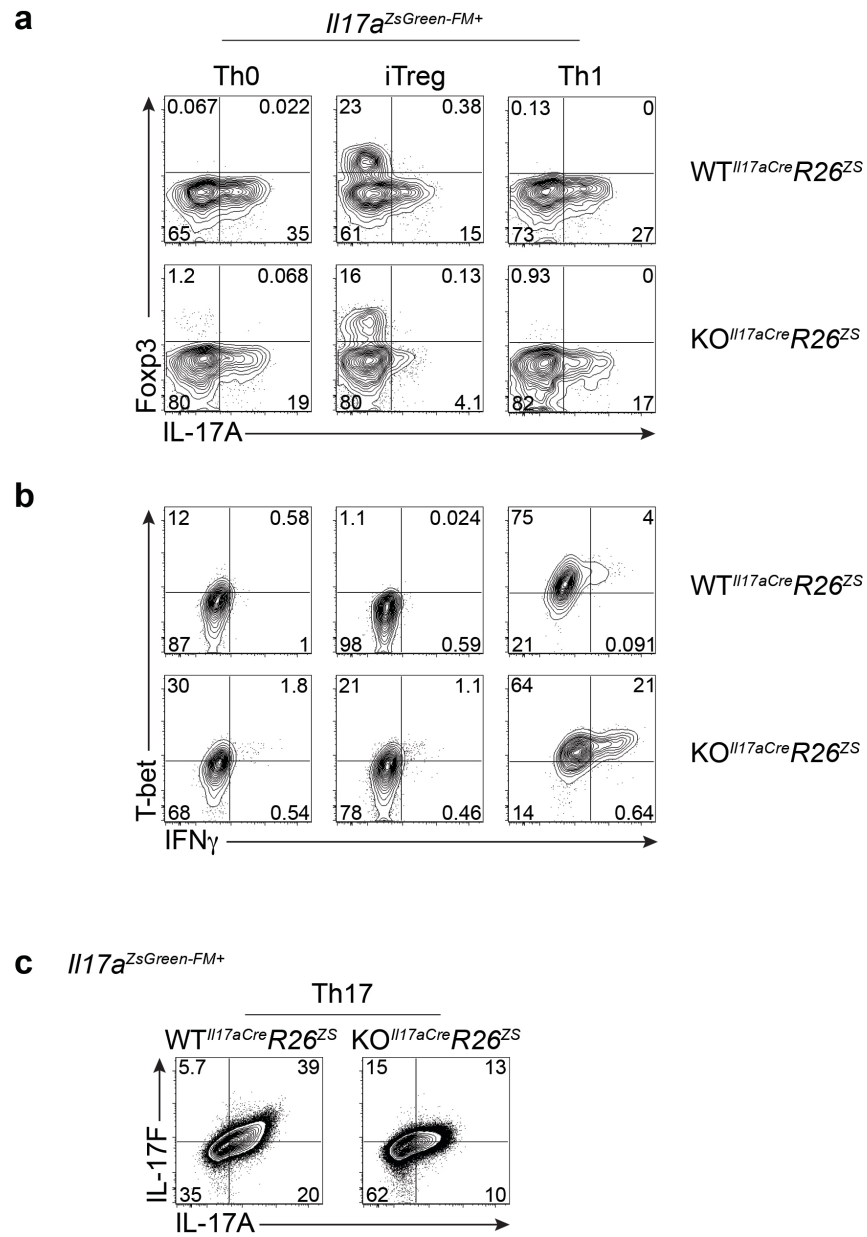

**Supplementary Figure 2. JunB restricts Th17 cell plasticity.** (a), (b), and (c) Flow cytometry of sort-purified *Il17a*<sup>ZsGreen-FM+</sup> cells from day 4 WT<sup>*Il17aCre*</sup>*R26*<sup>ZS</sup> and KO<sup>*Il17aCre*</sup>*R26*<sup>ZS</sup> Th17 cell cultures, replated in Th0, Th17, iTreg, and Th1 cell polarizing conditions for 4 days, as indicated, and followed by restimulation. Data are representative of three independent experiments.

Supplementary Figure 3.

**a** Pathway analysis (*Junb* KO/WT)

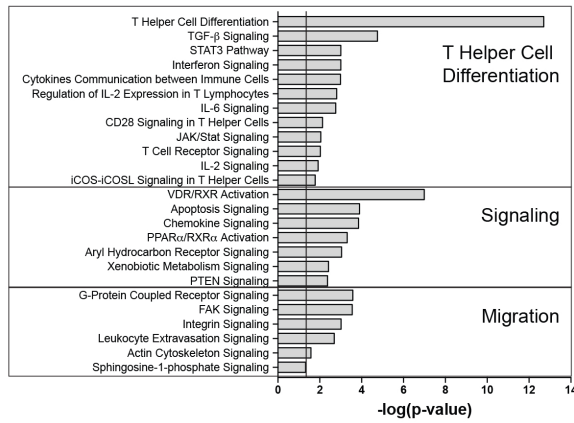

**b**

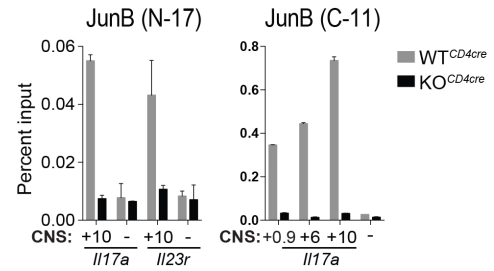

**c**

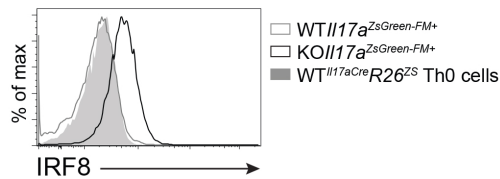

**d**

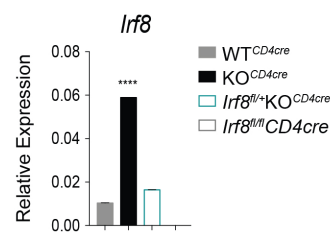

**e**

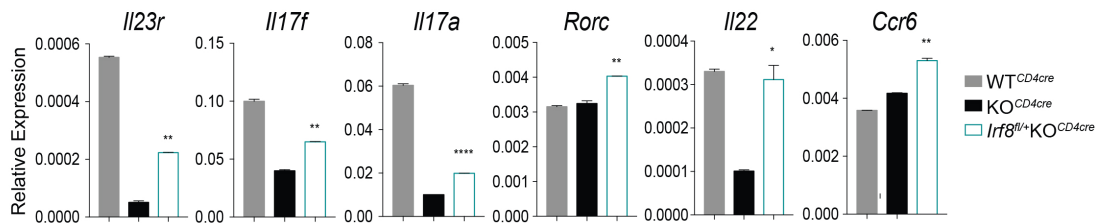

**f**

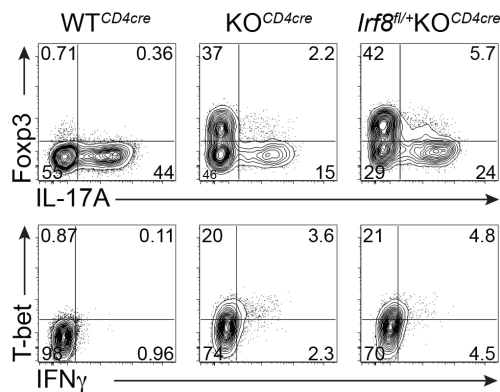

**Supplementary Figure 3. Restoration of IRF8 partially rescues the KO<sup>CD4cre</sup> Th17 cell program.** (a) Ingenuity canonical pathway analysis for genes differentially expressed in KO<sup>CD4cre</sup> relative to WT<sup>CD4cre</sup> 48 hour Th17 cell polarization cultures. Line represents a significance threshold of  $p < 0.05$ . (b) JunB ChIP antibody specificity is shown at the *Il17a* and *Il23r* loci in WT<sup>CD4cre</sup> versus KO<sup>CD4cre</sup> 48 hour Th17 cell polarization cultures. Data represent two independent experiments with error bars indicating SEM. (c) Flow cytometry of IRF8 expression in WT<sup>Il17a</sup><sup>ZsGreen-FM+</sup> (grey) and KO<sup>Il17a</sup><sup>ZsGreen-FM+</sup> (black) Th17 cells 4 days post polarization, with WT<sup>Il17aCre</sup> R26<sup>ZS</sup> Th0 cells (shaded) as a negative control. (d) QPCR analysis of *Irf8* expression in WT<sup>CD4cre</sup>, KO<sup>CD4cre</sup>, and *Irf8*<sup>fl/+</sup> KO<sup>CD4cre</sup> 48 hour Th17 cell polarization cultures, with *Irf8*<sup>fl/fl</sup> CD4cre Th17 cells as a negative control. RNA expression is presented relative to *Actb* expression. (e) QPCR analysis of *Il23r*, *Il17f*, *Il17a*, *Rorgt*, *Il22*, and *Ccr6* expression as in Fig. 3e. (f) Flow cytometry of WT<sup>CD4cre</sup>, KO<sup>CD4cre</sup>, and *Irf8*<sup>fl/+</sup> KO<sup>CD4cre</sup> 72 hour Th17 cell polarization cultures. Cells were stimulated with PMA and ionomycin, and then stained for intracellular cytokines and transcription factors. Data are representative of three independent experiments, error bars indicate SEM. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\*\* $p < 0.0001$  (unpaired two tailed Student's *t* test)

Supplementary Figure 4.

**a**

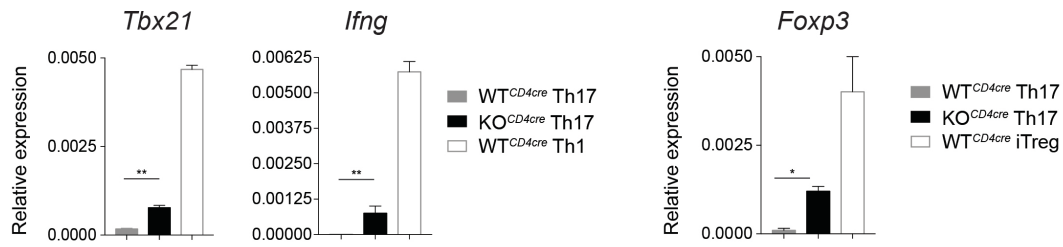

**b**

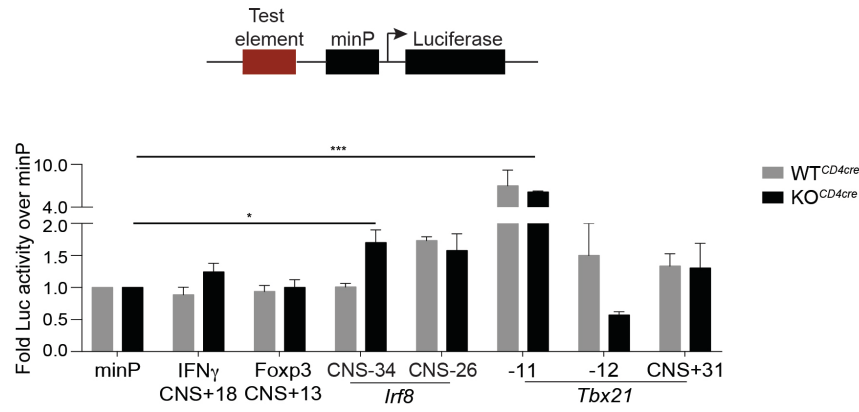

**c**

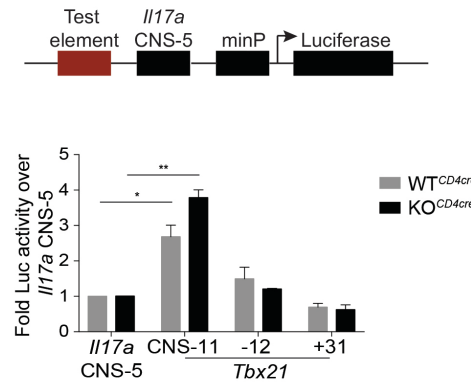

**Supplementary Figure 4. Expression and function of cis elements for JunB-repressed loci.** (a) QPCR analysis of *Tbx21* and *Ifng* gene expression in WT<sup>CD4cre</sup> and KO<sup>CD4cre</sup> 48 hour Th17 cell polarization cultures, with WT<sup>CD4cre</sup> 48hour Th1 cell polarization cultures as a positive control. The right panel depicts QPCR analysis of *Foxp3* expression in WT<sup>CD4cre</sup> and KO<sup>CD4cre</sup> 48 hour Th17 cells, with WT<sup>CD4cre</sup> 48hour iTreg cells as a positive control. RNA expression is presented relative to *Actb* expression. (b) Luciferase reporter assay of enhancer activity for select JunB-bound regions at the *Ifng*, *Foxp3*, *Irf8*, and *Tbx21* loci, in WT<sup>CD4cre</sup> and KO<sup>CD4cre</sup> naïve CD4<sup>+</sup> T cells cultured under Th17 polarizing conditions for 48 hours. JunB-bound CNS of interest at each locus are indicated in Fig. 4a. (c) Luciferase reporter assay of silencer activity for select JunB-bound regions at the *Tbx21* locus, as in (b). All error bars represent SEM of three independent experiments. \*p<0.05; \*\*p<0.01; \*\*\*p<0.001 (unpaired two tailed Student's *t* test)

Supplementary Figure 5.

**a**

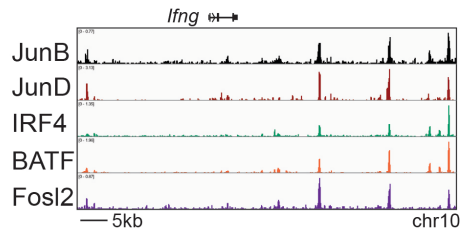

**b**

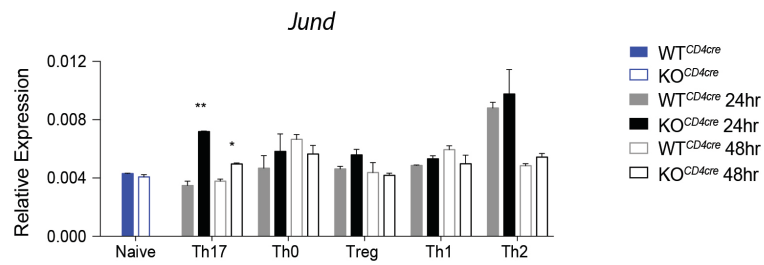

**c**

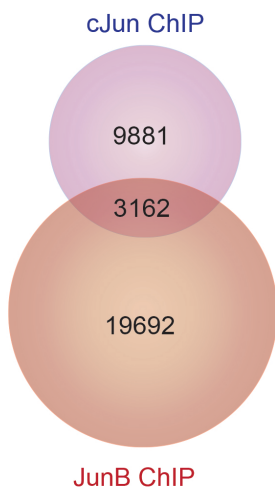

**d**

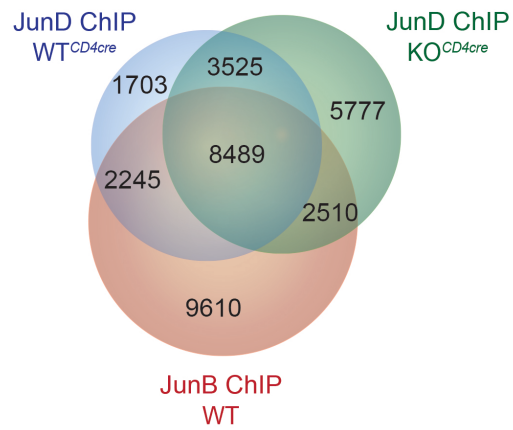

**Supplementary Figure 5. Selective upregulation of *Jund* in  $KO^{CD4cre}$  Th17 cells.** (a) ChIP-Seq tracks for JunB, JunD, IRF4, BATF, and Fosl2 at the *Ifng* locus in 48 hour polarized wildtype Th17 cells. (b) QPCR analysis for *Jund* transcript, relative to *Actb* expression, in  $WT^{CD4-cre}$  and  $KO^{CD4-cre}$   $CD4^+$  naïve T cells and  $CD4^+$  naïve T cells cultured under Th17, Th0, iTreg, Th1, and Th2 cell conditions for 24 and 48 hours. Error bars represent SEM of two independent experiments. (c) Venn diagram displaying the overlap of JunB peaks with occupancy of cJun in  $WT^{CD4-cre}$  Th17 cell polarization cultures. Peaks considered in this analysis were called significant by MACS2 with q-value < 0.00005. (d) Venn diagram displaying the overlap of JunB peaks with occupancy of JunD in 48h  $WT^{CD4-cre}$  and  $KO^{CD4-cre}$  Th17 cell polarization cultures. Peaks considered in this analysis were called significant by MACS2 with q-value < 0.01. \*p<0.05; \*\*p<0.01 (unpaired two tailed Student's *t* test)

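Overlapping peaks of the 3 sets compared in (d) were merged into regions here, and each region was counted by the sets in which it was called. The deposited peaks of JunB, WT CD4cre JunD, and KO CD4cre JunD, each from experiment 1, gave 28119 regions, with JunB in 22925, WT CD4cre JunD in 7818, and KO CD4cre JunD in 14049. All 3 sets shared 5467 regions. JunB was alone in 12633 and WT CD4cre JunD in 323. JunB shared 1114 with WT CD4cre JunD only and 3711 with KO CD4cre JunD only, and WT CD4cre and KO CD4cre JunD shared 914 without JunB. These peaks were called at the stricter q-value stated in the file headers.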

Supplementary Figure 6.

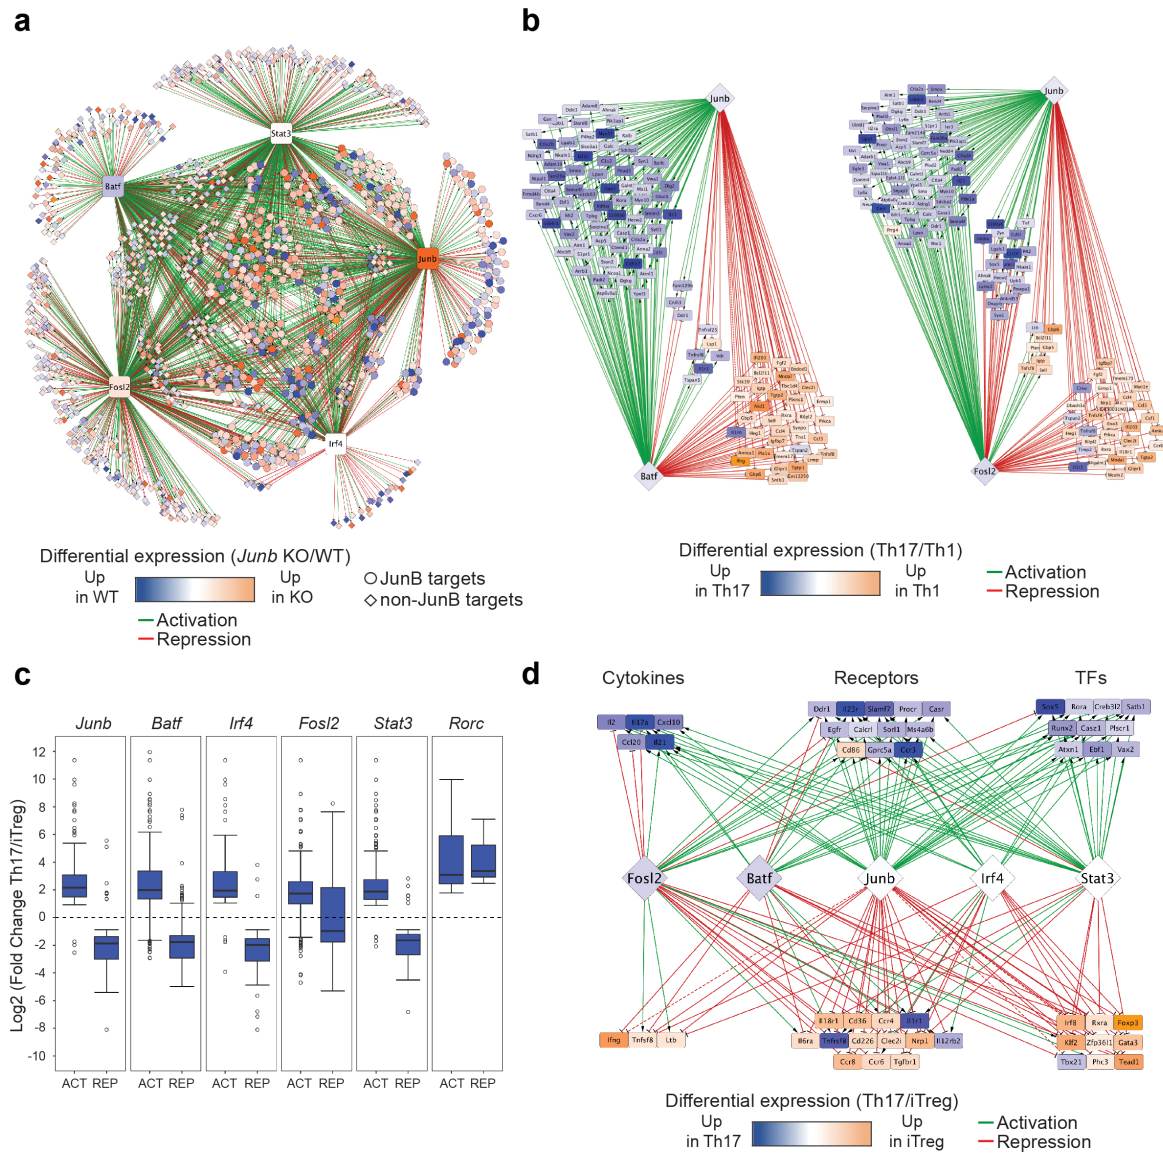

**Supplementary Figure 6. Analysis of shared targets of JunB, BATF, and Fosl2.** (a) Global network view showing direct targets of JunB, BATF, Fosl2, IRF4, and STAT3. Nodes are colored based on differential expression (DE) in *Junb* WT *versus* KO. (b) Network representation of shared targets of JunB and BATF or Fosl2. Nodes are colored based on log2FC of DE in Th17 *versus* Th1, only DE genes that are direct targets are shown. (c) Comparison of the Th17 *versus* iTreg preference of activation and repression targets of Th17 TFs. For each category, the log2FC for genes with DE in Th17 *versus* iTreg (FDR < 0.05) is plotted. (d) Network representation of Th17 TF targets with functional categorization. Node coloring indicates log2FC of DE in Th17 *versus* iTreg (FDR < 0.05). Genes were classified and grouped based on molecular function. Only targets with 2 or more edges are shown. Dashed lines indicated direct targets validated using ChIP-QPCR and luciferase assay that fall outside the 5 kb threshold for global target classification.

Supplementary Figure 7.

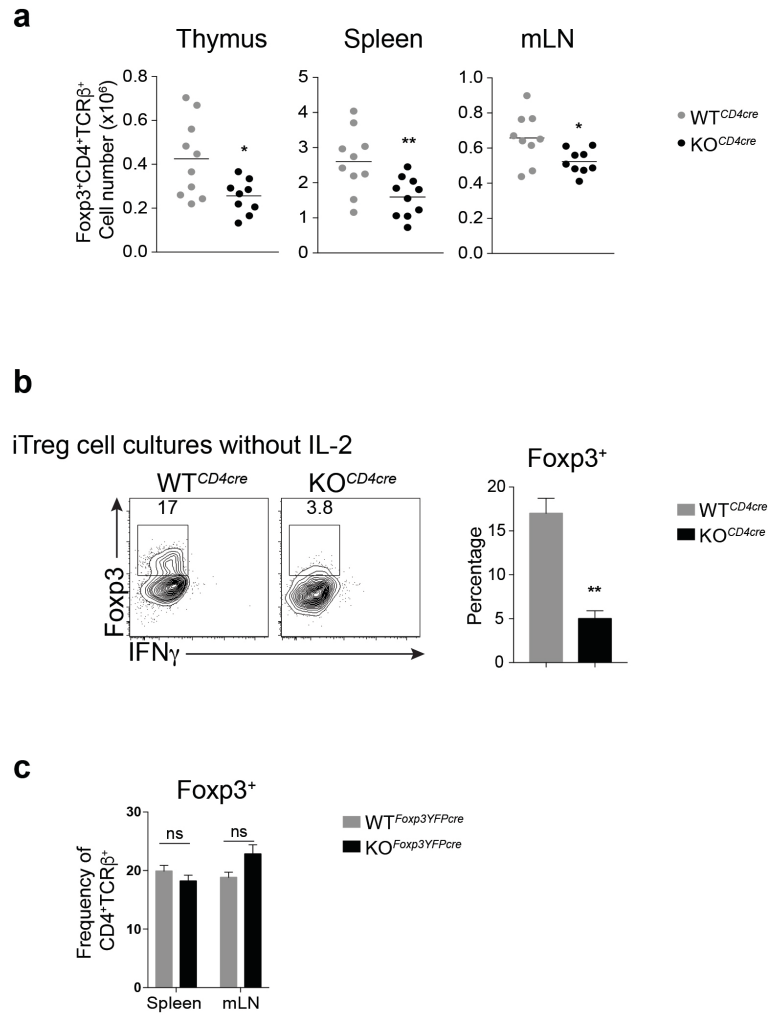

**Supplementary Figure 7. Foxp3<sup>+</sup>CD4<sup>+</sup>TCRβ<sup>+</sup> cells are reduced in the absence of JunB.** (a) Total numbers of Foxp3<sup>+</sup>CD4<sup>+</sup>TCRβ<sup>+</sup> cells from WT<sup>CD4cre</sup> and KO<sup>CD4cre</sup> thymus, spleen, and mLN are displayed. (b) Foxp3 expression in 48h iTreg polarization cultures with TGFβ alone and no exogenous IL-2. Error bars represent SEM of two independent experiments with at least 5 mice per group. (c) Frequency of Foxp3<sup>+</sup> CD4<sup>+</sup> TCRβ<sup>+</sup> Treg cells in the spleen and mesenteric LN from *Junb*<sup>+/+</sup> *Foxp3*<sup>YFP-Cre</sup> and *Junb*<sup>fl/fl</sup> *Foxp3*<sup>YFP-Cre</sup> mice. Error bars represent SEM of three independent experiments with at least 11 mice per group. \*p<0.05; \*\*p<0.01 (unpaired two tailed Student's *t* test)

Supplementary Figure 8.

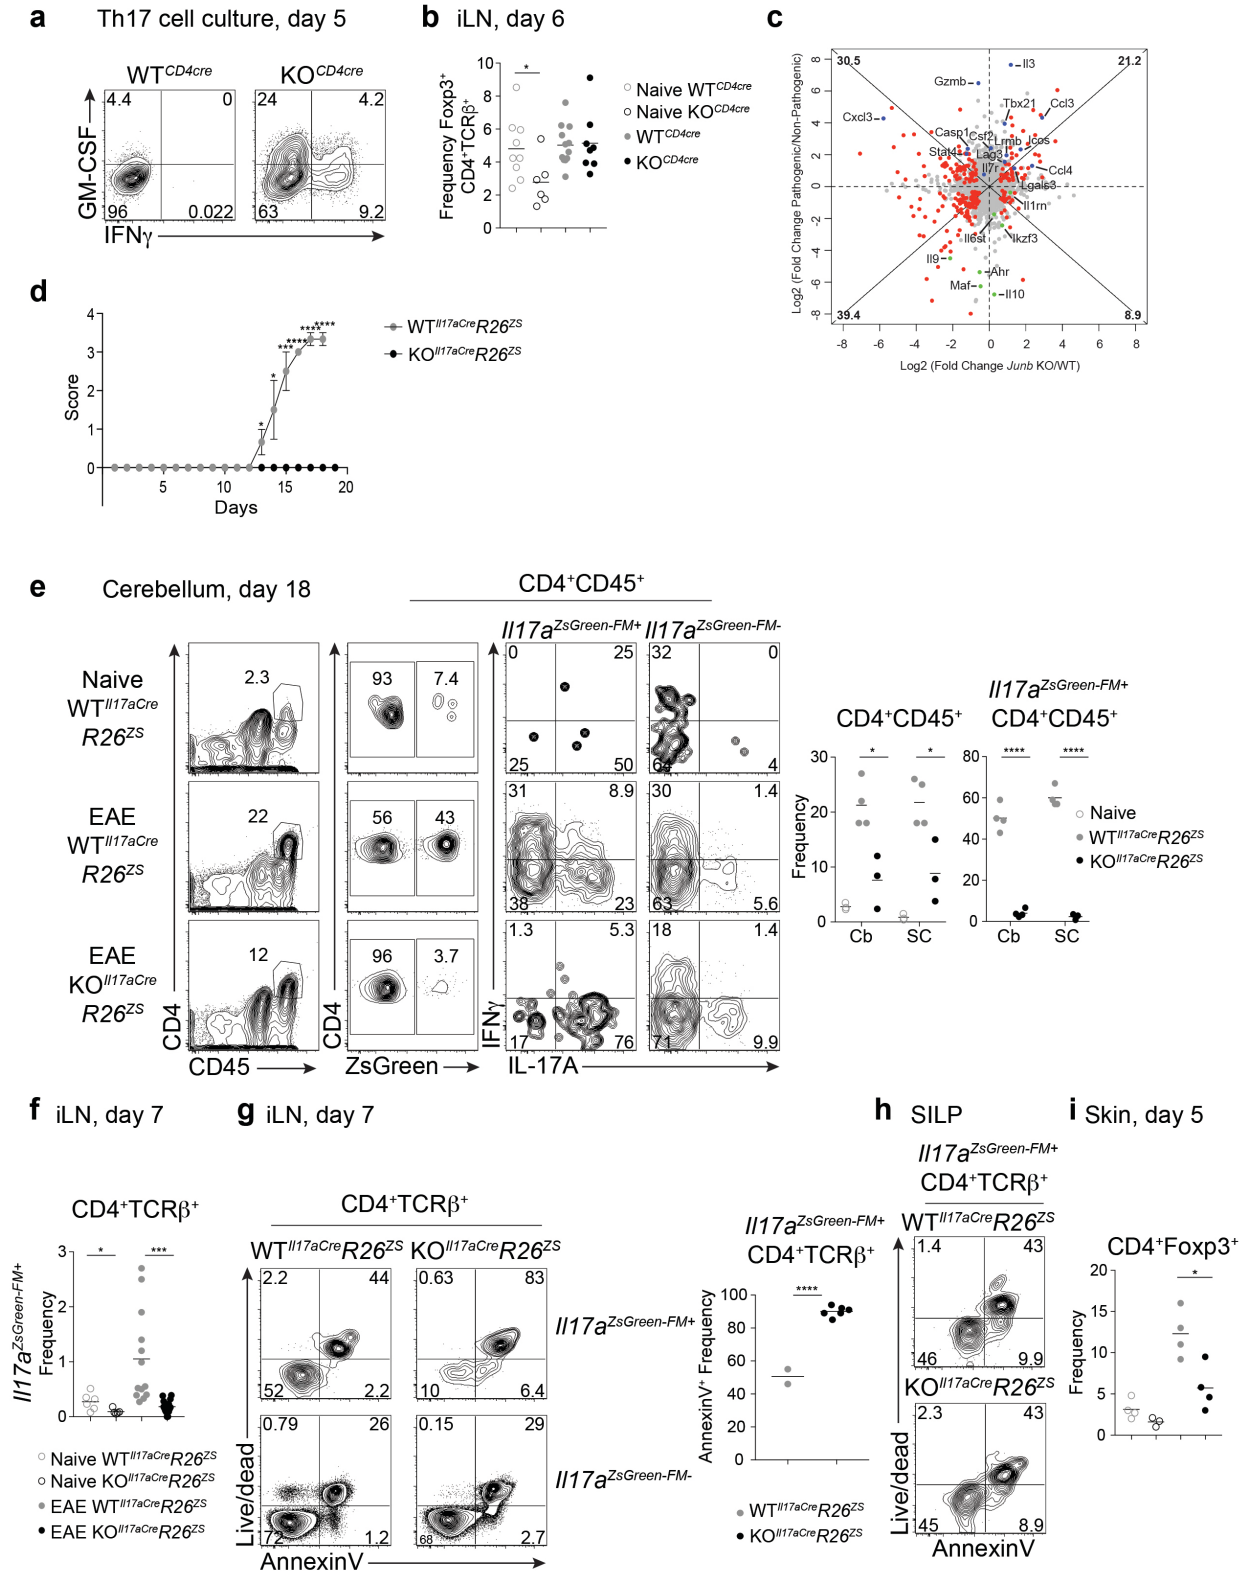

**Supplementary Figure 8. JunB is required for the maintenance of inflammatory Th17 cells in vivo.** (a) Flow cytometry of IFN $\gamma$  and GM-CSF production in 5 day Th17 cell polarization cultures of WT<sup>CD4<sup>cre</sup></sup> and KO<sup>CD4<sup>cre</sup></sup> CD4<sup>+</sup> T cells, restimulated prior to staining. (b) Frequency of Foxp3<sup>+</sup>CD4<sup>+</sup>TCR $\beta$ <sup>+</sup> cells in the draining lymph node of WT<sup>CD4<sup>cre</sup></sup> and KO<sup>CD4<sup>cre</sup></sup> naïve mice at day 6 post-induction of EAE. (c) JunB does not globally regulate a pathogenic Th17 cell signature. Comparison of differential expression (DE) targets of JunB with those of Th17 cell cultures executed under pathogenic (IL-6, IL-23, and IL-1 $\beta$ ) versus non-pathogenic (IL-6 and TGF- $\beta$ ) conditions. Genes highlighted in red show DE (FDR < 0.05) in both datasets. Numbers in corners indicate the percentage of all significant genes that fall within that quadrant. Key effector genes representative of pathogenic and non-pathogenic signatures are highlighted in blue and green, respectively. (d) EAE disease scores for WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice, error bars are SEM of 5 mice per cohort. (e) Flow cytometry of IL-17A, IFN $\gamma$ , and Foxp3 expression in *ex vivo* restimulated Il17a<sup>ZsGreen-FM<sup>+</sup></sup>CD4<sup>+</sup>CD45<sup>+</sup> cells isolated from the cerebellum of WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice, when WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice were at peak disease. Frequencies of total CD4<sup>+</sup>CD45<sup>+</sup> cells in the cerebellum and spinal column of WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice, as well as naïve control, when WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice were at peak disease are shown. (f) Frequencies of Il17a<sup>ZsGreen-FM<sup>+</sup></sup>CD4<sup>+</sup>TCR $\beta$ <sup>+</sup> cells in the draining lymph node of WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice day 6 post induction of EAE, with naïve WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice as controls. (g) Flow cytometry of AnnexinV staining in Il17a<sup>ZsGreen-FM<sup>+</sup></sup>CD4<sup>+</sup>TCR $\beta$ <sup>+</sup> cells from the draining lymph node of WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice day 6 post induction of EAE. Frequencies of AnnexinV<sup>+</sup> cells among Il17a<sup>ZsGreen-FM<sup>+</sup></sup>CD4<sup>+</sup>TCR $\beta$ <sup>+</sup> cells are shown. (h) Flow cytometry of AnnexinV staining in Il17a<sup>ZsGreen-FM<sup>+</sup></sup>CD4<sup>+</sup>TCR $\beta$ <sup>+</sup> cells from the SILP of naïve WT<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> and KO<sup>Il17a<sup>Cre</sup></sup>R26<sup>ZS</sup> mice. (i) Frequencies of Foxp3<sup>+</sup> *ex vivo* restimulated cells harvested from the skin day 5 post infection. \*p<0.05; \*\*\*p<0.001; \*\*\*\*p<0.0001 (unpaired two tailed Student's *t* test)

Supplementary Figure 9.

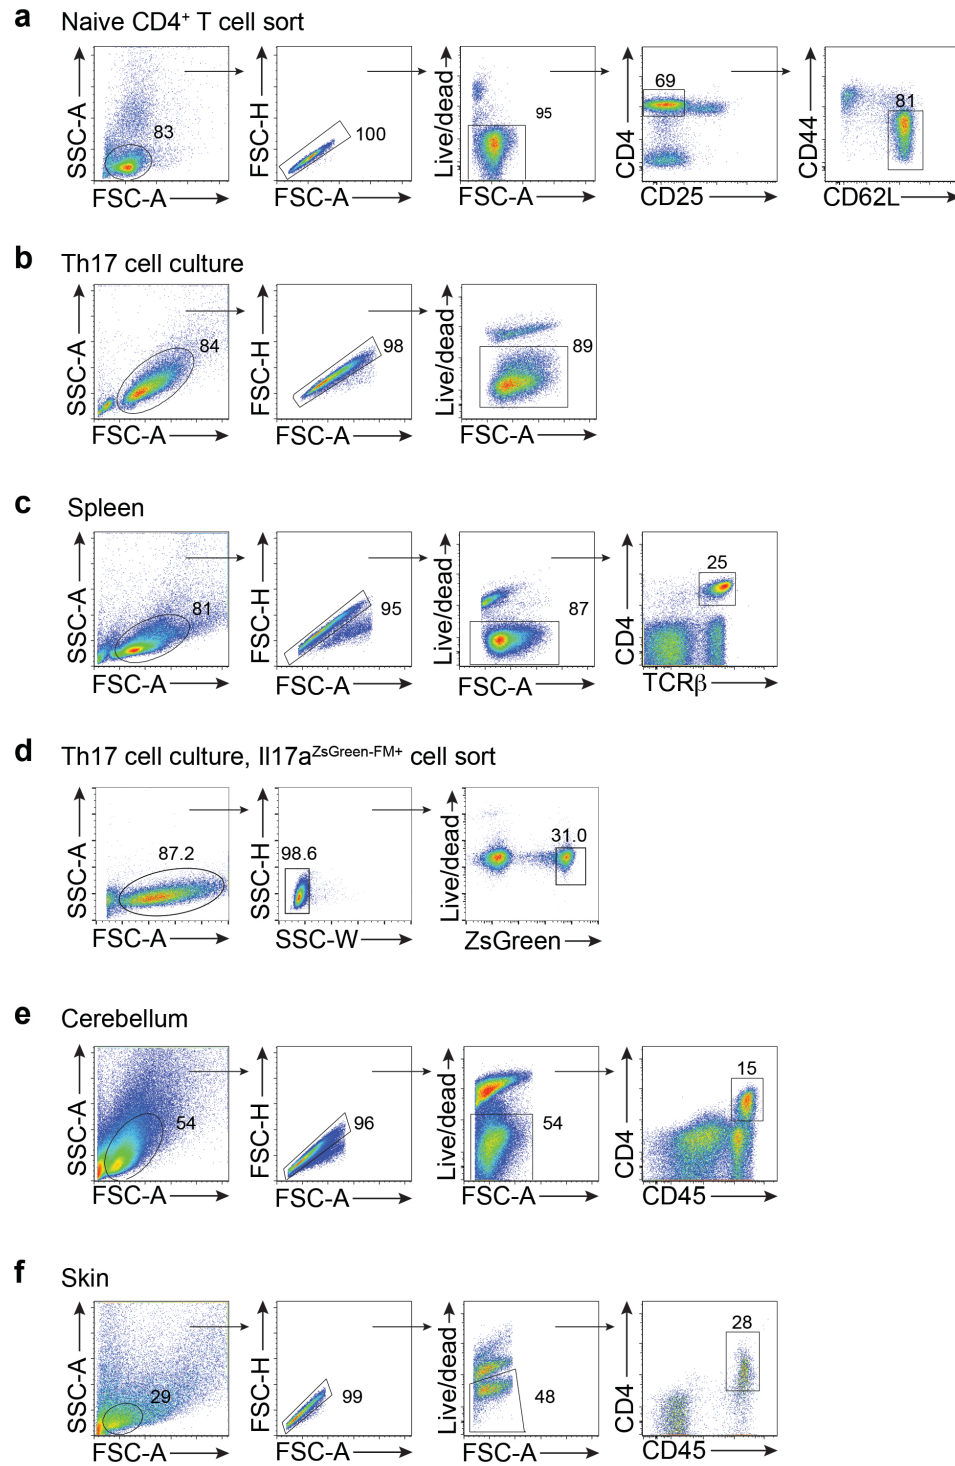

**Supplementary Figure 9. Flow cytometry sorting and gating strategies.** (a) Naïve CD4<sup>+</sup> T cell sort, used for all *in vitro* cell cultures (related to all figures except Fig. 8 and Supplementary Fig. 8). (b) Gating strategy for flow cytometry analysis of all *in vitro* cell cultures (Fig. 1, 2, and 3 and Supplementary Fig. 1, 2, 3, 7, and 8). (c) Flow cytometry gating scheme for peripheral analysis of steady state mice (Fig. 1 and 7 and Supplementary Fig. 1 and 7). (d) Sorting gates used for *Il17a*<sup>ZsGreen-FM<sup>+</sup></sup> *in vitro* cell cultures (Fig. 2 and Supplementary Fig. 2). (e) Flow cytometry gating scheme for cells harvested from the cerebellum and (f) skin (Fig. 8 and Supplementary Fig. 8).

Supplementary Figure 10.

**a** JunB

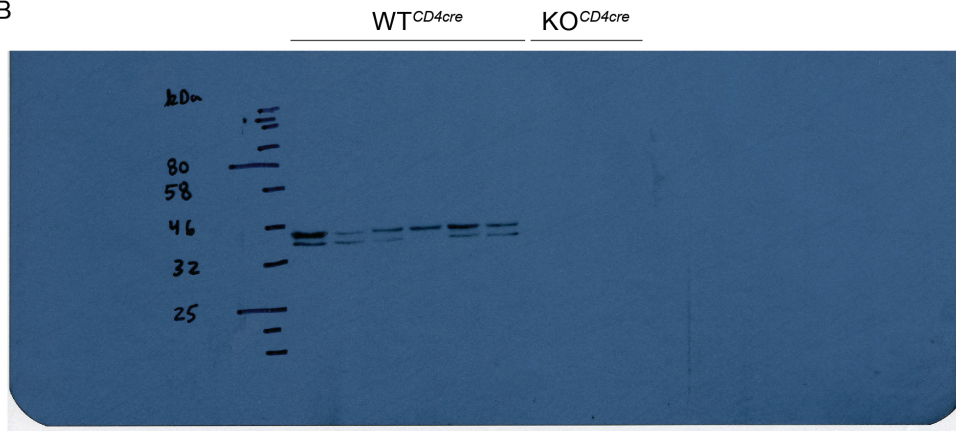

**b** Actin

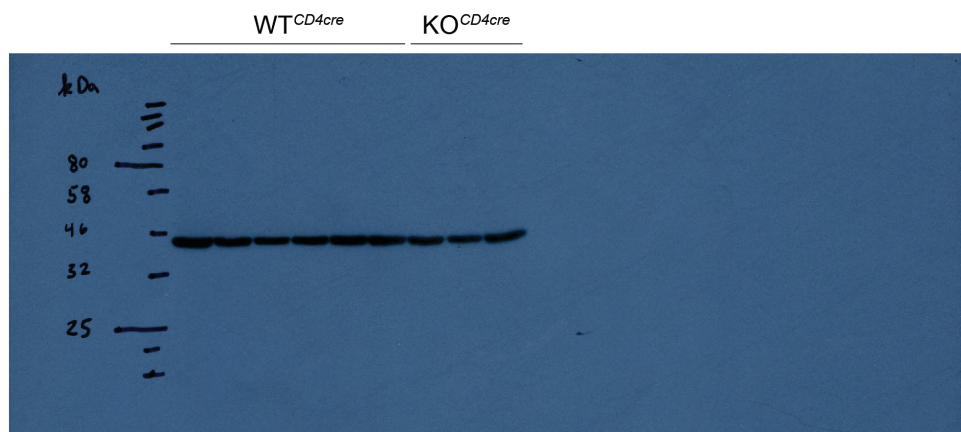

**Supplementary Figure 10. JunB expression in CD4<sup>+</sup> Th cell subsets.** Western blot analysis of (a) JunB and (b) Actin in lysates from CD4<sup>+</sup> Th cell *in vitro* cultures, at day 5 post polarization (related to Supplementary Fig. 1)

**Supplementary Table 1.** AP-1 consensus sequences located within select JunB-bound regions

| <b>Locus</b>         | <b>AP-1 consensus sequence</b> |
|----------------------|--------------------------------|
| <i>Il17a</i> CNS+0.9 | TGACTCA                        |
| <i>Il17a</i> CNS+6   | TGAGTCA                        |
| <i>Il17a</i> CNS+10  | TGAGTCA....TTAGTCA             |
| <i>Irf8</i> CNS-34   | TGACTCA                        |
| <i>Irf8</i> CNS-26   | TGAGTCA                        |
| <i>Tbx21</i> CNS-11  | TGAGTCA                        |
| <i>Tbx21</i> CNS-12  | TGAGT....TGAGA                 |
| <i>Tbx21</i> CNS+31  | TGAGTCA                        |
| <i>Ifng</i> CNS+18   | TGACTCA....TGAGTCA             |
| <i>Foxp3</i> CNS+13  | TGACTCA                        |
| <i>Il23r</i> CNS+8   | TGAGTCA                        |

**Supplementary Table 2. QPCR primers**

| <b>Transcript</b>             | <b>Forward primer</b>        | <b>Reverse primer</b>        |
|-------------------------------|------------------------------|------------------------------|
| <i>Il23r</i>                  | CAAGAGACACTGATTTGTGGGAAAGACA | AGTGTTCCAGGTGCATGTCATGTT     |
| <i>Il17f</i>                  | AGAAGCAGCCATTGGAGAAACCAG     | CCTCAGAATGGCAAGTCCCAACAT     |
| <i>Il17a</i>                  | AGAAGGCCCTCAGACTACCTCAA      | AGCTTCCCAGATCACAGAGGGATA     |
| <i>Roryt</i>                  | ACAAGTCATCTGGGATCCACTACG     | AGGAGTAGGCCACATTACACTGCT     |
| <i>Il22</i>                   | TACATGCAGGAGGTGGTGCCTTTC     | CATTCTTCTGGATGTTCTGGTCGTCACC |
| <i>Ccr6</i>                   | TTTAACTGTGGGATGCTGCTCCTG     | GAGCGTACCCGGAAGATTTGGTT      |
| <i>Tbet</i>                   | AGCTCACCAACAACAAGGGGGCTT     | TCCACGATGTGCAGCCGGGG         |
| <i>Ifn<math>\gamma</math></i> | ACCTTCTTCAGCAACAGCAAGGCG     | TGGCGCTGGACCTGTGGGTT         |
| <i>Foxp3</i>                  | GCTGGAAGACTGCACCCAAGGGC      | GCCCCACTTCGCAGGTCCCG         |
| <i>Junb</i>                   | GGAGCGCATCAAAGTGGAGCGAAA     | AGCCTTGAGTGTCTTCACCTTGTCTT   |
| <i>Fosl2</i>                  | TGAACTCTCCAGGCAGGACCTTAT     | ATGCTTCCGAGCAGAGATACTCCT     |
| <i>Irf4</i>                   | CAAGCAGGACTACAATCGTGAGGA     | AGTAGGAGGATCTGGCTTGTGCGAT    |
| <i>Batf</i>                   | AGACACAGAAAGCCGACACCCTTCA    | ACTTGAGCTCCTCGGTGAGCTGTTT    |
| <i>cJun</i>                   | GGCTGCAAGCCCTGAAGGAAGAG      | TTGATCCGCTCCTGAGACTCCATGT    |
| <i>Jund</i>                   | ACGCAGTTCCTCTACCCGAAGGTG     | TGGCTTTGCTTGTGCAGGTCCTC      |

**Supplementary Table 3.** Primers used to clone select JunB-bound regions for evaluation in luciferase reporter assay

| <b>Locus</b>            | <b>Forward primer</b>     | <b>Reverse primer</b>     |
|-------------------------|---------------------------|---------------------------|
| <i>Il17a</i><br>CNS+0.9 | CTATCTGGAGGATAGCTGGTGTA   | TGTGACTGAGGACAATCATGTG    |
| <i>Il17a</i><br>CNS+6   | AGAGATCAGGATTCCCTCTCAG    | GCTTCCTCTTCCCAAAGAAATTA   |
| <i>Il17a</i><br>CNS+10  | CACACTCTCAGTACAAGTTCTTATC | TTGATGGCAGCACATTCATATC    |
| <i>Irf8</i><br>CNS-34   | GGGTCTGCCTTCTTGTTCTG      | G TTCACACCTAAAGCACTCCA    |
| <i>Irf8</i><br>CNS-26   | TCTCTTGCTGTCAGGTCAGAGG    | GCACTCGCTTTATTAGTGGCTTCTC |
| <i>Tbx21</i><br>CNS-11  | TTTCCCAGCTTCGAGGAAAC      | ACGGACTACAGGTTCTTCCT      |
| <i>Tbx21</i><br>CNS-12  | GACTCTGTCTGTCTTGCTAGG     | GGCATGAAAGTCTGGAGTATCT    |
| <i>Tbx21</i><br>CNS+31  | TCTTCCAGAGTTCCCTCTCAA     | CTCCCAATCCCGTCATGTTC      |
| <i>Ifng</i><br>CNS+18   | GTCTACATGAGATCAAGACCATAA  | GGATAGACAAGTCACCAAGTC     |
| <i>Foxp3</i><br>CNS+13  | GCAGAAAGATGACAGACACCATC   | GCGTATGATCAGTTATGCCTGTG   |

**Supplementary Table 4.** ChIP-QPCR primers

| <b>Locus</b>               | <b>Forward primer</b>        | <b>Reverse primer</b>        |
|----------------------------|------------------------------|------------------------------|
| <i>Il17a</i><br>CNS+0.9    | ACATGTTTGACTGTGCACGAGGTTTAC  | CTCAGCCTGTTAGCTCATGAGTCAGT   |
| <i>Il17a</i><br>CNS+6      | TCAGAAGGGAAGCGGCAAGAAAGA     | AAGCTTGAAACTGACCTGTTGGCAAAT  |
| <i>Il17a</i><br>CNS+10     | TCCCTCACATACCTCATGCTGAATTACC | GGCAGACATATGGGCATGAGCAAAG    |
| <i>Il17a</i><br>Neg. ctrl. | TCCGTCCCAGGAAGTGTTCTCAGATA   | GACAACAAAGGGACAGATGACCAAGGA  |
| <i>Irf8</i><br>CNS-34      | CAGGTGTGTCCTCTAGGCTTTGT      | ACTTCCTACCAATGCCACCTGT       |
| <i>Irf8</i><br>CNS-26      | CAGCCGTCTCACCTCTCACAAG       | CGATGACATTTCCCTCAGTCTGTCTC   |
| <i>Irf8</i><br>Neg. ctrl.  | AGCCGGCTGAGAAAGCCACTTC       | GCTGAAAGCCCAGCAGGACAGAA      |
| <i>Tbx21</i><br>CNS-11     | AGGAGTTCTGTGGTTCTGGCTTTG     | CAGCTTCGAGGAAACACCTCCTTT     |
| <i>Tbx21</i><br>CNS-12     | GGAGTATCTCACTCCTAAGGGAAGAAGC | CGGTCTCAGTTTCCCATTCTCACTCTAC |
| <i>Tbx21</i><br>Neg. ctrl. | AGCCAAGGTACACACAACCCAAGA     | AGCTGCCTCAGACAAAGACACAAGTAAG |
| <i>Ifng</i><br>CNS+18      | GGGTACCTGAGGTGAATCAGGAAAG    | CGAGGAGCTGTGGTTTGTAAGTGA     |
| <i>Ifng</i><br>Neg. ctrl.  | TGGATTCCAGGCAAGACCAATACCC    | GGTGACTAATGTTCCCTTCTCCCAGTTT |
| <i>Foxp3</i><br>CNS+13     | GCCTGCCTTGGTACATTCGTGAACT    | ATAGTGCCCGTGGTTCCAGATGTT     |
| <i>Foxp3</i><br>Neg. ctrl. | GTCTCTGCATGTCTGTCTGTCTGT     | GAGACAGTGAGAGCAGTTTAGAGGAAA  |
| <i>Il23r</i><br>CNS+8      | ATATCCTGTATCAAAGCGGCCAG      | CTGGGTTCTTGGCAAACCTTCCTTC    |
| <i>Il23r</i><br>Neg. ctrl. | TCCAGATTGCCTGACTGTATACCC     | GAAGATGCACTTCTAGAAACCCGC     |

How the deposited data were processed for this re-analysis (not part of the article)

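Chromatin immunoprecipitation sequencing of JunB and JunD in Th17 cells polarized for 48 h was analysed from the peak lists that the authors deposited. There were 10 samples with a condition in their labels: 2 JunB immunoprecipitations from wild-type cells, 2 JunD immunoprecipitations each from WT CD4cre and KO CD4cre cells, and 4 input libraries. The 6 immunoprecipitated libraries each had a peak list; the inputs entered through the authors' peak calling. Conditions, genotypes and experiment numbers were taken from the sample labels, the antibodies from the labels and the paper's methods.

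Before deposition the authors aligned the reads to mm10 (GRCm38) and called peaks with MACS2 2.1.0.20150731, one library at a time against input DNA. The headers of the deposited files state a q-value cutoff of 0.0005, a model fold range of 15 to 50 and a tag size of 51 bases for all 6 libraries, and that duplicate tags were removed and the larger of immunoprecipitated and input library scaled to the smaller. The pileup that the authors' files give for each peak is the signal at its summit, the number of tags extended to the estimated fragment length and covering that base, after this scaling. The −log10 p-value and −log10 q-value in the deposited files come from MACS2's Poisson test of that pileup against the local background. The fold enrichment in the deposited files is the ratio of the pileup to the local background at the summit, with MACS2's pseudocount. No read counts are part of these files, and none were derived from them. The authors used DiffBind with edgeR on read counts for differential occupancy, a step that peak lists do not allow to be repeated.

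Tags left after duplicate removal ranged from 26223384 to 42558714 per library, with medians of 30585793 for JunB, 39505391 for JunD in WT CD4cre and 37002612.5 for JunD in KO CD4cre. The experiments of one genotype share an input library for JunD. The peak lists do not give tag counts outside peaks, so a region without a peak has no value, and absence of a peak was read as not called at this depth. Confidence intervals of shares of peaks are 95% Wilson intervals and cover counting error only, not the difference between experiments.

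Peaks were compared with bedtools 2.31.1, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and an overlap of at least 1 base counted as shared, as in the paper's methods. For JunB, experiment 1 (N-17) was used in comparisons with JunD. The reason was that Supplementary Data 1 lists the monoclonal data set only for other figures, and the header of the C-11 file names a monoclonal antibody. The paper's rule of taking the data set with the most peaks would instead pick JunB experiment 2 (36742 peaks against 22975). With experiment 2, KO CD4cre JunD peaks without WT CD4cre JunD or JunB numbered 1457 in place of 3957. For JunD, shares are given for each experiment, with experiment 1 first, since the paper's Venn diagram used the data set with the most peaks. Overlap was compared with 100 random placements of the JunD peaks on the same chromosomes with a fixed seed. Genes and their places were taken from the GENCODE annotation of GRCm38, and a peak was assigned to a gene when its summit lay no more than 5 kb outside the gene body. The CNS and control regions were located by exact match of their primers (Supplementary Tables 3 and 4) with pysam 0.24.0 and samtools 1.23.1; for *Il23r* CNS+8, where this failed, the first 17 bases of each primer were used, a choice made after the exact match had failed. AP-1 sites were searched as TGA(C/G)TCA and as listed in Supplementary Table 1.

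For differential JunD occupancy, the peaks of the 4 JunD libraries were merged, and regions called in all 4 were kept, with the highest fold enrichment of each library in the region. The log2 fold enrichment was centered on the median of each library and compared between KO CD4cre and WT CD4cre (2 libraries each) with limma 3.58.1 in R 4.3.3, without a trend and with Benjamini-Hochberg adjustment; an adjusted p under 0.05 counted as a call. The experiment numbers that pair KO CD4cre and WT CD4cre libraries come from the sample labels, and the fit with that number as a block was an alternative. The fit was tested on simulated data of 730 regions, of which 100 were changed by 1.5 on the log2 scale. All 100 were found, with 1 false call, with and without the block. The simulated libraries shared 1 noise level and range. In the data the standard deviation of log2 fold enrichment was 0.46 and 0.31 in WT CD4cre and 0.68 and 0.66 in KO CD4cre libraries. The simulation therefore checks that the fit runs correctly, not how many true or false calls it makes on these data. With 2 libraries per group, a permutation of labels cannot give a two-sided p below 0.333 for one region, and no other splits of the samples were counted. The regions named in the text were chosen by a rule set beforehand: at most the 5 with the smallest adjusted p in each direction, among those called and changed the same way at least 2-fold in both experiments, and at most the 5 strongest of those gained or lost in both KO CD4cre libraries. Where adjusted p-values were equal, the smaller unadjusted p came first, an order set after the ties were seen. The genes named are those that the paper names in connection with JunB or JunD occupancy, and the CNS those of Supplementary Table 1.

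The alternatives tried were at least 50% of both peaks shared, summits within 200 bases, a −log10 q of at least 10, equal numbers of the strongest peaks per library, the other JunB library, JunB or JunD peaks found in both libraries, autosomes and the X chromosome only, distances of 1 and 50 kb from genes, and each replicate left out. For the limma fit they were no centering, quantile normalization, pileup scaled by the number of tags in place of fold enrichment, regions called in at least 2 JunD libraries with the lowest fold enrichment of a library for those not called, a mean fold enrichment of at least 5, and the block. Transcript data, occupancy of other factors and quantitative PCR were not analysed here. Figures were drawn with matplotlib 3.10.9, and tests on ranks used scipy 1.17.1.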

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

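Alternatives were set before the data were examined. Of the 131 values computed for 19 results, 50 stayed within the spread between experiments (or, for counts, within 1.5 times) or kept their call, 74 moved further, 2 became stronger and 5 weaker. The cause of these changes was not tested except where stated.

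Overlap with JunB. Sharing at least 50% of both peaks lowered the share of WT CD4cre JunD peaks with JunB to 33.3% and of KO CD4cre JunD peaks to 55.3%. Equal numbers of the strongest JunD peaks gave 96.7% and 98.4%, the JunB library of experiment 2 gave 96.0% and 88.6%, JunD peaks found in both libraries gave 94.9% and 80.1%, and leaving out replicate 1 gave 94.6% and 78.2%. The share of JunB peaks without WT CD4cre JunD was 96.4% with equal numbers of peaks, 96.9% with JunD peaks found in both libraries, and 96.9% without replicate 1. Each of these settings leaves at most 866 WT CD4cre JunD peaks, so a high share follows from their number. Over all 9 alternatives it ranged from 69.8 to 96.9%.

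Regions with JunD in KO CD4cre only. With equal numbers of the strongest peaks per JunD library, JunB peaks with JunD in KO CD4cre only numbered 420, KO CD4cre JunD peaks without WT CD4cre JunD or JunB 10, regions gained in both KO CD4cre libraries 237 and regions lost 170. With the JunB library of experiment 2 the first of these counts was 6111 and the second 1457, with JunD peaks found in both libraries 6073 and 1653, and without replicate 1 they were 6245 and 1946. Gained regions numbered from 7807 to 8353 and lost regions from 63 to 1515 when one replicate was left out, and 2 regions were lost at a −log10 q of at least 10. More regions were gained than lost in each of these alternatives, including that with equal numbers of peaks, where the difference was smallest.

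Agreement of the JunB libraries. The share of experiment 1 peaks found in experiment 2, and the reverse, was 84.9% and 53.1% when at least 50% of both peaks had to be shared, 91.2% and 57.0% for summits within 200 bases, 93.7% and 63.5% at a −log10 q of at least 10, and 83.6% and 81.7% with equal numbers of peaks. Within 50 kb of the named genes there were 198 JunB peaks, and the library of experiment 2 had peaks near 9981 genes.

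limma calls. Without centering, 187 regions were higher and 4 lower in KO CD4cre. Quantile normalization left 1 higher and 7 lower. Among regions called in at least 2 JunD libraries, 0 were higher and 0 lower, with 542 higher and 880 lower at an unadjusted p under 0.05. These were 9671 regions, and WT CD4cre experiment 2 had 866 peaks, so most of its values there are a filled-in lowest fold enrichment. Counts, medians and shares under that setting are therefore set largely by the filling. The replicate block, which pairs the libraries of an experiment, raised the higher regions to 100. Neither the count nor which direction has more calls is therefore stable under these choices. limma counts with a replicate left out were not computed.

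Change with and without JunB. The median log2 fold change at JunB co-bound regions was 0.67 without centering, 0.18 for regions called in at least 2 JunD libraries, 0.035 for a mean fold enrichment of at least 5, and -0.0072 with JunB experiment 2. At JunB-devoid regions it was 0.087 without centering, -0.14 with quantile normalization, -0.74 with pileup, 0.12 for regions called in at least 2 JunD libraries, and -1.14 with JunB experiment 2, which leaves 1 such region. With one replicate left out the medians ranged from -0.018 to 0.044 and from -0.68 to -0.42.

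The share of co-bound regions up at least 2-fold was 26.9% without centering, 0.148% with pileup, and 4.69% for regions called in at least 2 JunD libraries; the share down was 0.444%, 4.88% and 8.27%. For devoid regions the share up was 9.68% without centering and 0% with pileup, and the share down 3.23%, 32.3% and 12.8% under the 3 alternatives. With one replicate left out, the share up ranged from 1.92 to 4.73% for co-bound and from 0 to 3.23% for devoid regions, and the share down from 5.62 to 7.84% and from 16.1 to 25.8%. In the 2 groups the share down exceeded the share up except without centering.

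The WT CD4cre library of experiment 2, with 866 peaks, limits which regions have a value in every library to 707 of 16136, and limits the counts of regions gained to those not called at its depth and enrichment.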

Differences from the paper's values

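In Supplementary Fig. 5d the paper counts about 16000 WT CD4cre JunD regions, read by eye, and the deposited peaks gave 7818. It counts about 3500 regions with WT CD4cre and KO CD4cre JunD and without JunB, read by eye, against 914 here. For regions with JunB and JunD of both genotypes it counts about 8500, read by eye, against 5467 here. No alternative set before the data were examined was computed for these 3 counts, so none is known to close the gap.

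The legend of Supplementary Fig. 5 and the methods give a q-value of 0.01 for the JunD peaks of that diagram, and the deposited JunD files state 0.0005. Peaks weaker than that are not analysed here.

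The volcano plot of Fig. 5e shows more JunB-devoid regions with higher than with lower JunD occupancy in KO CD4cre. Among the 31 devoid regions with a value in every library, 3.23% were up and 19.4% down at least 2-fold after centering, and 9.68% up and 3.23% down without centering. The latter setting, set before the data were examined, has the paper's direction. Regions called in at least 2 JunD libraries gave 1.81% up and 12.8% down after centering. That setting fills most values of WT CD4cre experiment 2 with its lowest fold enrichment, so it cannot decide the direction. A value in every library requires a call in both WT CD4cre libraries, so these 31 regions leave out those with JunD called in KO CD4cre only. Without JunB, regions called in KO CD4cre only numbered 3949 in experiment 1 and 1897 in experiment 2, against 322 and 9 called in WT CD4cre only, which is also the paper's direction. The KO CD4cre libraries had more peaks in each experiment, so this excess follows in part from the numbers of peaks.

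Supplementary Table 1 lists TGAGTCA and TTAGTCA for *Il17a* CNS+10. Of these, TTAGTCA was found between the cloning primers in GRCm38. The TGAGTCA that it lists for *Il23r* CNS+8 was not found between the partly matched primers.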

Other observations

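The tests of sequencing depth, of JunB peaks missed in experiment 1 and of the range of enrichment were chosen only after the results they address were seen; the others were set before, except that groups with fewer than 5 regions were judged too small, and the tests by AP-1 share and by mean enrichment were judged unable to decide, only after their values were seen.

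More JunD peaks were called in KO CD4cre than in WT CD4cre libraries, 1.74 times as many in experiment 1 and 10.5 times in experiment 2. Sequencing depth does not account for it, since the KO CD4cre libraries had 0.876 and 1.01 times the tags of the WT CD4cre libraries. A second technical explanation is the short fragment length that MACS2 estimated for the WT CD4cre libraries, which lowers their pileup and its significance. When pileup and background of the KO CD4cre peaks were scaled to the WT CD4cre fragment length, 12680 KO CD4cre peaks of experiment 1 and 3309 of experiment 2 still passed the weakest WT CD4cre p-value, 1.55 and 3.82 times the number of WT CD4cre peaks. The limit set for this test was 1.5, so experiment 1 passes it narrowly, and in experiment 2 the scaling took the ratio from 10.3 to 3.82; fragment length may therefore account for part of the excess. A difference in the efficiency of the immunoprecipitations was not tested, and the excess cannot be told apart from it.

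Of the KO CD4cre JunD peaks of experiment 1 that overlapped neither WT CD4cre JunD nor JunB, 34.0% had an AP-1 site within 50 bases of the summit, against 1.90% and 1.74% at positions 1 kb to the left and right, a ratio of 18.7 to the mean of these. Those positions lie outside the peaks and are not open chromatin of a matched kind, so the peaks cannot be told apart from unspecific enrichment of open chromatin that holds AP-1 sites. Their summits lay within 1 kb of the start of a protein-coding gene in 35.9%, against 7.15% of KO CD4cre JunD peaks with JunB, a ratio of 5.03, so enrichment at open promoters is a candidate explanation for part of them. A CRE site (TGACGTCA) was found in 1.82% against 0.800%, a ratio of 2.27, which concerns few of these peaks. Of the same 3957 peaks, 64.1% overlapped a JunB peak of JunB experiment 2, so JunB peaks missed in experiment 1 may account for a large part of this set; 1419 overlapped neither library. Outside promoters the share with an AP-1 site was 45.6%, against 48.2% for KO CD4cre JunD peaks with JunB. The 45.6% includes peaks that overlap JunB experiment 2. Of the 1419 peaks in neither JunB library, promoters included, 24.5% had an AP-1 site, against 39.4% of those in JunB experiment 2. The shares within 1 kb of a gene start were 46.0% and 30.3%.

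The libraries differed in their range of enrichment, with a standard deviation of log2 fold enrichment across the 707 regions of 0.46 and 0.31 in the WT CD4cre libraries and 0.68 and 0.66 in the KO CD4cre libraries. Across these regions, which are not independent replicates, Spearman's rho between mean log2 fold enrichment and log2 fold change was 0.67; the mean includes the KO CD4cre values, so this restates the wider range and is no separate evidence. Quantile normalization, which gives the libraries a common range, gave 8 limma calls, against 159 with median centering. The calls cannot be told apart from the wider range of enrichment in the KO CD4cre libraries, and these data do not separate a wider range caused by the genotype from one caused by library quality. Fold enrichment includes MACS2's pseudocount, so it also depends on fragment length, which was shorter in the WT CD4cre libraries. The effect of fragment length on fold enrichment was not tested.

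The lower median change at JunB-devoid regions was not kept when regions called in at least 2 JunD libraries were used. The medians there were 0.12 for 2043 devoid and 0.18 for co-bound regions. Most values of WT CD4cre experiment 2 are filled in under that setting, so these medians do not test the pattern. Of the 31 devoid regions, 30 had a JunB peak in JunB experiment 2. The difference is therefore not taken as an established pattern; 2 technical explanations were tested, peak strength and CG content. Within groups of equal size by mean enrichment, the difference between devoid and co-bound regions was -0.15, -0.14 and -0.55, with 23, 6 and 2 devoid regions from the weakest to the strongest group. The mean enrichment holds the KO CD4cre values, so regions that fell in KO CD4cre are placed in the weaker groups by the change itself; this grouping is no test of peak strength, from which the difference cannot be told apart. Within groups by CG content the difference was 0.38, -0.0043 and -0.57, with 1, 3 and 27 devoid regions. It remained in the CG-rich group that held most of them, and the other groups held too few for a comparison.

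A larger share of KO CD4cre JunD peaks had no WT CD4cre peak where JunB was absent than where it was present, 81.1% against 41.1% in experiment 1 and 98.5% against 90.4% in experiment 2. Weaker peaks at regions without JunB do not explain all of this. Within groups of equal size by fold enrichment, the smallest difference was 18.8 percentage points in experiment 1 and 1.84 in experiment 2, and it had the same sign in every group; the share in experiment 2 was close to its upper limit. The efficiency of the immunoprecipitations was not tested here either, so no biological explanation is put forward.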
